# ERFVII action and modulation through oxygen-sensing in *Arabidopsis thaliana*

**DOI:** 10.1038/s41467-023-40366-y

**Published:** 2023-08-03

**Authors:** Agata Zubrycka, Charlene Dambire, Laura Dalle Carbonare, Gunjan Sharma, Tinne Boeckx, Kamal Swarup, Craig J. Sturrock, Brian S. Atkinson, Ranjan Swarup, Françoise Corbineau, Neil J. Oldham, Michael J. Holdsworth

**Keywords:** Flooding, Plant molecular biology, Post-translational modifications

## Abstract

Oxygen is a key signalling component of plant biology, and whilst an oxygen-sensing mechanism was previously described in *Arabidopsis thaliana*, key features of the associated PLANT CYSTEINE OXIDASE (PCO) N-degron pathway and Group VII ETHYLENE RESPONSE FACTOR (ERFVII) transcription factor substrates remain untested or unknown. We demonstrate that *ERFVII*s show non-autonomous activation of root hypoxia tolerance and are essential for root development and survival under oxygen limiting conditions in soil. We determine the combined effects of *ERFVII*s in controlling gene expression and define genetic and environmental components required for proteasome-dependent oxygen-regulated stability of ERFVIIs through the PCO N-degron pathway. Using a plant extract, unexpected amino-terminal cysteine sulphonic acid oxidation level of ERFVIIs was observed, suggesting a requirement for additional enzymatic activity within the pathway. Our results provide a holistic understanding of the properties, functions and readouts of this oxygen-sensing mechanism defined through its role in modulating ERFVII stability.

## Abstract (web summary)

Oxygen is essential for plant life. Here the authors define new functions and components of the plant oxygen sensing mechanism providing an understanding of the biochemistry of sensing and physiological responses allowing plant roots to survive in the soil.

## Introduction

Oxygen (O_2_) is a central molecule of eukaryotic metabolism, produced in plants, algae and bacteria through photosynthesis, and required for aerobic respiration and a multitude of biochemical reactions^1,2^. Acute hypoxia (reduced environmental O_2_ availability) is the central problem of flooding and waterlogging, agriculturally important abiotic stresses that are increasing due to climate change^3^. Hypoxia is also an important component of normal plant development (chronic hypoxia for example, in apical meristems) or induced by pathogens^1,2^. A mechanism for oxygen-sensing in plants was discovered more than 10 years ago^4,5^, and is analogous to that of the animal Hypoxia Inducible Factor (HIF) system, including proteasomal destruction of transcription factors following covalent attachment of oxygen via dioxygenase enzymes, though the mechanisms are not related^2^. Work in mammalian systems initially showed that the Arg/N-degron pathway acts as a sensor for both oxygen and nitric oxide (NO)^6,7^ Plant oxygen-sensing was shown to require the O_2_ (and NO)-sensitive destruction of substrate proteins that initiate with amino-terminal Cysteine (Nt-Cys), including the group VII ETHYLENE RESPONSE FACTOR (ERFVII) transcription factors, VERNALIZATION (VRN)2^8^ and LITTLE ZIPPER (ZPR)2^9^, through the PLANT CYSTEINE OXIDASE (PCO) branch of the PROTEOLYSIS (PRT)6 N-degron pathway, hereafter the PCO N-degron pathway (Fig. 1a). Current understanding of the mechanism is that Nt-Cys is revealed in these Met^1^-Cys^2^ initiating substrates after cleavage of the methionine by MetAP activity. Following oxidation of Nt-Cys by PCO enzymes, oxidised Cys is arginylated by ARGINYL TRANSFERASEs (ATEs), allowing recognition by the E3 ligase PRT6, ubiquitylation and degradation via the Ubiquitin Proteasome System (UPS). Reduced oxygen availability inhibits PCOs^10^ resulting in accumulation of substrates. Methionine excision of substrates has not been shown in plants, though is predicted from the substrate specificity of highly conserved MetAP activity^11^. Biochemical analysis in vitro using recombinant enzymes purified from *Escherichia coli* showed that PCOs add molecular O_2_ to Nt-Cys to give Nt-Cys(SO_2_^-^) (sulfinate), that can be arginylated by ATEs^12^. PCOs were originally identified in plants^13^, and more recently an N-terminal cysteine oxidase equivalent, ADO, was also identified in animals^14^. Although there is an absolute requirement for NO for substrate degradation in vivo through this pathway^6,15^, the site of action within the pathway remains unknown^16^. Previously it was shown that the stability of ERFVIIs can be increased genetically by removing components of the PCO N-degron pathway including PCOs^13^, ATE^5^ and PRT6^4,5^. Stability is also increased through this pathway in the absence of endogenous NO^17^ or by perturbing mitochondrial function^18^. In addition, environmental reduction of either oxygen or NO, increased ethylene, low temperature, heavy metal stress and herbicides also enhance ERFVII stability^8,15,19–21^. ERFVII degradation is also controlled by other E3 ligases, in PCO N-degron pathway independent, mechanisms^22,23^.

**Fig. 1:**
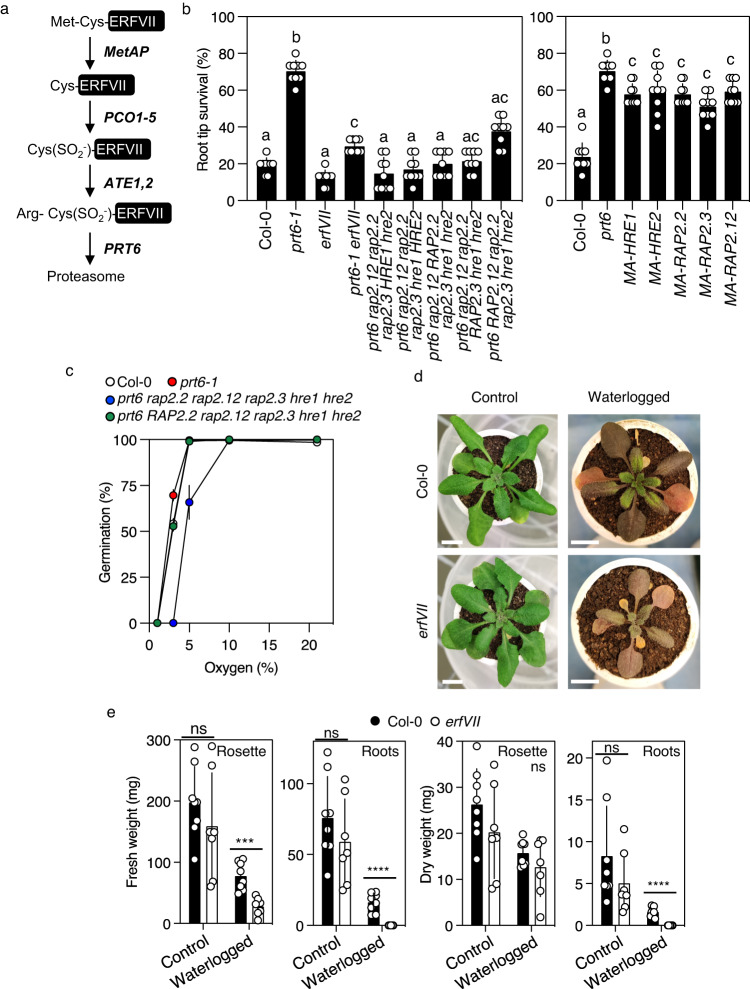
ERFVIIs as determinants of plant hypoxia tolerance. **a** Schematic of the currently accepted PCO N-degron pathway. The changing N-terminus of ERFVIIs is shown in relation to enzyme activities. MetAP, METHIONINE AMINOPEPTIDASE; PCO, PLANT CYSTEINE OXIDASE; ATE, ARGINYL TRANSFERASE; PRT6, PROTEOLYSIS6. The conversion of amino-terminal Cys to Cys-sulfinate (SO_2_^-^) is shown. Residues indicated by three letter code. **b** Root tip survival of wild-type (Col-0) and mutant seedlings subjected to 4 h hypoxia and 3 days recovery. MA-ERFVIIs indicates individual *promERFVII:C*^*2*^*A-ERFVII* transgene in Col-0 background. Data are presented as mean ± SD (*n* = 9) significant differences denoted with letters for one-way ANOVA (*p* < 0.05). **c** Germination under different levels of ambient oxygen for wild-type (Col-0) and mutant seeds. Data are presented as mean ± SD (*n* = 3). **d** Images of four-week-old wild-type (Col-0) or *erfVII* plants grown in sandy-clay loam soil in control conditions or upon waterlogging treatment for 7 days. Scale bar is 1 cm. **e** Weights of rosettes and roots of four-week-old wild-type (Col-0) and *erfVII* mutant with or without waterlogging treatment of the duration of 7 days. Data are presented as mean ± SD (*n* = 8), *t*-test, ***p-value < 0.0002 and ****p-value < 0.0001, ‘ns’ not significant.

Both O_2_ and NO-sensing through the PCO N-degron pathway are important for ERFVII (and other substrate) regulated tolerance to multiple abiotic stresses. Sensing of low oxygen enhances plant tolerance of submergence and waterlogging, and is an important component of plant agricultural and natural environmental adaptation to acute hypoxia^24–28^ as well as chronic hypoxia^9,29–33^. Sensing of NO through ERFVIIs contributes to tolerance to salinity, drought and heat^17^ and has also been shown to pre-acclimate plants to low oxygen stress^19^. Oxygen-sensing through ERFVIIs has a role in environmental adaptation. The rice ERFVII SUBMERGENCE (SUB)1A, a key locus for improving rice submergence tolerance, was shown not to be a substrate of the PCO N-degron pathway, despite being a Met^1^-Cys^2^ initiating protein because the carboxyl terminal structure prevents its degradation^4,34^. Recently it was shown that adaptation to geographical aridity is associated with differences in alleles of two *cis*-elements upstream of the ERFVII *RELATED TO AP* (*RAP*)*2.12* specifically within the species *Arabidopsis thaliana*^27^, and within angiosperms alteration of the sensitivity of oxygen-sensing is associated with adaptation to altitude^26^.

Importantly, although many components of the plant oxygen-sensing mechanism have been defined, several key aspects remain unresolved, un-investigated or inferred from previous work in mammalian systems. For example, it has not been shown that substrates are degraded through the proteasome via ubiquitylation, or the relative activity of the PCO N-degron pathway in relation to substrate degradation in response to hypoxia. Although in vitro analysis using recombinant PCOs and ERFVII oligopeptides showed oxidation of amino-terminal Cys to Cys-sulfinate (SO_2_^-^)^12^, in vivo data from substrates purified from mouse L cells showed that the amino-terminal Cys of mammalian Regulator of G protein Signalling (RGS)4 was Arg-Cys(SO_3_^-^) (sulfonate), not sulfinate^35^. More recently work in mammalian systems has suggested that Cys(SO_3_^-^) may also be a product of oxidative stress, resulting in mammalian substrate degradation through p62-mediated autophagy^36^. Finally, although ERFVIIs have been shown to activate hypoxia-related gene expression, their combined effect on the regulation of genome expression is not known. Here we experimentally address important gaps in understanding of the known plant oxygen-sensing system, defining the role of ERFVIIs in regulating gene expression though the PCO N-degron pathway, their influence in root responses to acute hypoxia, their modulation through environmental and genetic factors, and the influence of oxygen on the chemical nature of the amino-terminus.

## Results

### ERFVIIs non-autonomously enhance tolerance to acute hypoxia

To analyse the influence of ERFVIIs on physiological responses to different forms of acute hypoxia we used a genetic approach removing the activity of all five *A. thaliana* ERFVIIs in the *rap2.12 rap2.2 rap2.3 hypoxia responsive erf* (*hre*)*1 hre2* pentuple mutant (hereafter abbreviated to *erfVII*) and *prt6 erfVII*^28^. Comparison of *prt6 erfVII* with the single E3 ligase mutant *prt6* allows an understanding of the effect of constitutive stabilisation of ERFVII proteins (in *prt6*) against a background without *ERFVII* activity (*prt6 erfVII*). Analysis of tolerance of seedling root tips to severe rapidly evoked hypoxia (<0.5% O_2_) showed that *prt6* greatly enhanced survival, as was previously shown^19^, but removal of all ERFVII activity in the *prt6* background (*prt6 erfVII*) strongly reduced tolerance (Fig. 1b, Supplementary Fig. 1a). In comparison, *erfVII* root tips showed a similar tolerance to wild-type (accession Col-0) seedlings but tolerance was reduced compared to *prt6 erfVII*. To determine the individual contribution of each *ERFVII* we analysed root tip survival of hypoxia in the *prt6* genetic background in which only one of the five ERFVIIs was functional (for example, *prt6 RAP2.12 rap2.2 rap2.3 hre1 hre2*). This analysis showed that no single ERFVII was capable of enhancing survival to the level of *prt6* (where all ERFVIIs are stable) (Fig. 1b). Conversely, each individual constitutively stabilised ERFVII (through conversion of Cys^2^ to Ala [C^2^A] derived from a *promoterERFVII:MA-ERFVII* transgene^28^) in a background of WT *ERFVII* activity could significantly increase root tip hypoxia survival compared to Col-0 untransformed control (Fig. 1b). C^2^A-ERFVIIs could not enhance hypoxia-related gene expression (with the exception of *SUS4* for MA-RAP2.12 (Supplementary Fig. 1c). Both RAP2.12 and RAP2.2 when individually stabilised by the *prt6* background did enhance expression of the three core hypoxia transcripts analysed, and RAP2.3 one transcript (Supplementary Fig. 1c). Hypoxia negatively affects seed germination and a role for ERFVIIs through oxygen-sensing was previously proposed^4^. We analysed the role of ERFVIIs in regulating seed germination under hypoxia (Fig. 1c, Supplementary Fig. 1b), that showed a key role specifically for *RAP2.2* in enhancing germination potential at low oxygen. The influence of *ERFVII*s on aerial and root biomass response to prolonged (7 days) waterlogging in natural soil was also investigated. Both dry and fresh weights of rosettes and roots of wild-type plants were reduced in response to treatment, however reduction of biomass was far greater in the *erfVII* mutant (Fig. 1d, e). To understand the effect of waterlogging on root development and 3D-architecture in situ in the soil we used non-invasive X-ray computed micro-tomography (µCT) imaging of wild-type and *erfVII* roots of 4-week-old plants grown in well-watered (control) or waterlogged mixed sandy-clay loam soil for 7 days (Fig. 2a, b, Supplementary Fig. 2, Supplementary Movies 1 and 2). µCT imaging of control well-watered soil showed no appreciable difference in root development, whereas in waterlogged soil root total volume, maximum depth and surface area (referred as region of interest, ROI) were significantly reduced both in wild-type and *erfVII* plants, with a more drastic reduction observed in the *erfVII* mutant. In particular, total root volume and surface area in waterlogged conditions decreased by 99 and 92% reduction respectively in *erfVII* compared to 29 and 26% reduction in Col-0.

**Fig. 2:**
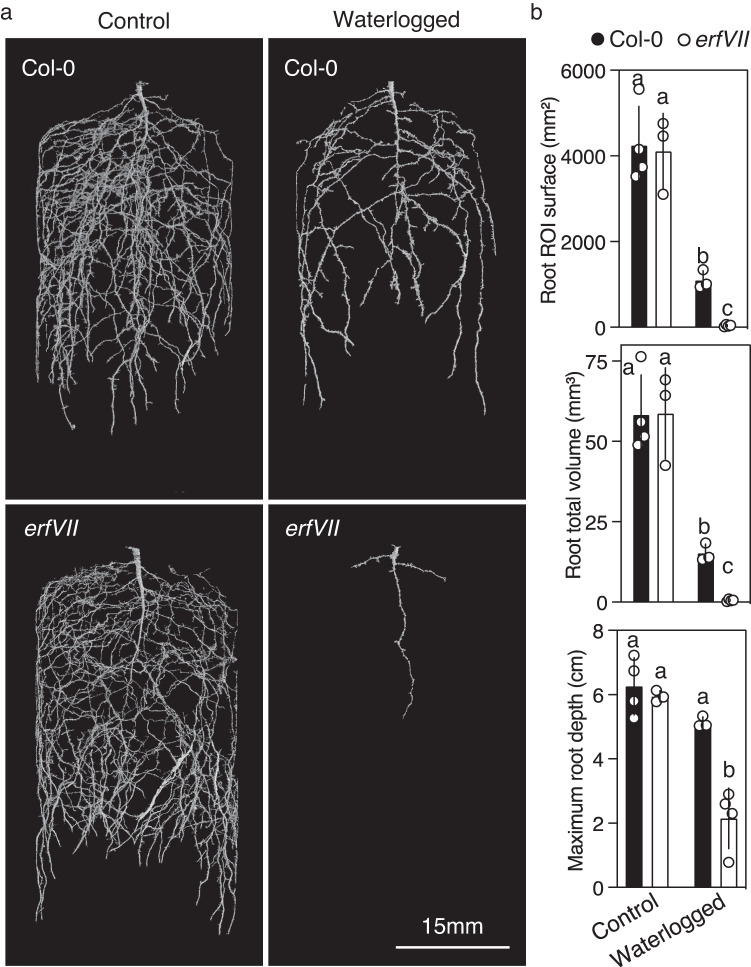
ERFVII influence on root structure in soil. **a** Representative 3D rendered X-ray computed micro-tomography front view images of four-week-old wild-type (Col-0) and *erfVII* mutant roots grown in sandy-clay loam soil under control conditions or waterlogging treatment conditions for 7 days. Scale bar is 15 mm. **b** Root total volume (mm^3^), root region of interest (ROI) surface area (mm^2^) and maximum root depth calculated from X-ray computed micro-tomography images of wild type (Col-0) and *erfVII* mutant roots with or without waterlogging treatment, as described in (**a**). Data are presented as mean ± SD (*n* = 4). For µCT imaging, four replicates were imaged, data were analysed by two-way ANOVA and different letters indicate significant differences (*p*-value < 0.05). Scale bar is 15 mm.

### Defining the influence of ERFVIIs on the seedling transcriptome

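Seedlings of 3 genotypes, 7 days old, were compared by RNAseq of poly(A)-selected RNA, with 4 biological replicates of each genotype and 12 libraries in all. Col-0 is the wild-type accession of Arabidopsis thaliana. The prt6 mutant is a mutant of PRT6, the E3 ligase that recognises N-degron substrates, and prt6 erfVII combines it with mutant alleles of the 5 group VII ERF genes (RAP2.12, RAP2.2, RAP2.3, HRE1 and HRE2). The authors trimmed the reads with skewer, mapped them to TAIR10 with Hisat2, kept only uniquely and correctly mapped reads and counted them per gene with featureCounts. They deposited the raw count of each gene in each library, without normalization. The counts on genes summed to between 23156637 and 25816881 per library in Col-0 (median 25534609.5), between 24252447 and 27341302 in prt6 (median 26744440) and between 23792267 and 30582461 in prt6 erfVII (median 25348917.5). The paper states a depth of around 30 M read pairs per sample, while the values used here are the counts that remained on genes. The table lists 37885 genes, of which 27662 had at least 1 count. Each comparison was fitted on its own 8 libraries with edgeR's quasi-likelihood test on TMM-normalized counts, after genes with too few counts had been removed with edgeR's filterByExpr. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. The paper describes the replicates as biological, and each library was counted as a separate sample. Counts of 2 replicates of a genotype differed by a chi-square per degree of freedom between 3.97 and 15.75 over the 18 pairs. The largest values (12.48, 14.61 and 15.75) were those of the pairs with prt6 replicate 4. The next was 11.84, between prt6 erfVII replicates 1 and 3. Reads of near-identical gene copies were lost when only uniquely mapped reads were kept. The libraries were made with a directional kit, but the paper's text does not state whether strand was used in counting, so the counts of overlapping genes on opposite strands are uncertain.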

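The genes targeted in these genotypes were examined first in every library. PRT6 (AT5G02310) lies on chromosome 5 of the TAIR10.1 assembly, from 473868 to 482942 on the plus strand. Its transcripts reached 62.2 ± 4.18 CPM (TMM-normalized counts scaled to a common library size; SD, n = 4) in Col-0, 64.2 ± 14.3 (SD, n = 4) in the libraries labelled prt6 and 9.06 ± 1.28 (SD, n = 4) in prt6 erfVII. The log2 fold change of PRT6 between the libraries labelled prt6 and Col-0 was 0.04 (standard error 0.15, adjusted p = 0.954 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between the libraries labelled prt6 and prt6 erfVII it was 2.81 (standard error 0.18, adjusted p = 1.25e-06 from the same test). PRT6 transcripts were thus lower in prt6 erfVII but not in the libraries labelled prt6, and a count per gene does not show which part of the transcript was made. The libraries are therefore named by their label, and every direction stated for prt6 rests on that label. HRE1 (AT1G72360, chromosome 1 from 27241696 to 27242968) had no count in any prt6 erfVII library and was at least 48.3-fold higher in the libraries labelled prt6 and at least 35.0-fold higher in Col-0. HRE1 overlaps AT1G72370 on the opposite strand. HRE2 (AT2G47520, chromosome 2 from 19502776 to 19503702) had at most 2 counts in a prt6 erfVII library and was at least 22.7-fold higher in the libraries labelled prt6. RAP2.3 (AT3G16770, chromosome 3 from 5705541 to 5707084) fell from 85.7 ± 8.96 CPM (SD, n = 4) in Col-0 and 68.8 ± 11.0 (SD, n = 4) in the libraries labelled prt6 to 0.670 ± 0.234 (SD, n = 4) in prt6 erfVII. Transcripts of RAP2.2 (AT3G14230, chromosome 3 from 4737120 to 4739298) and RAP2.12 (AT1G53910, chromosome 1 from 20134844 to 20137013) remained abundant in prt6 erfVII, at 58.5 ± 2.03 and 51.3 ± 2.40 CPM (SD, n = 4). Their log2 fold changes between the libraries labelled prt6 and prt6 erfVII were 0.89 (standard error 0.06, adjusted p = 3.07e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.93 (standard error 0.07, adjusted p = 1.14e-08 from the same test).

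**Figure D1:**
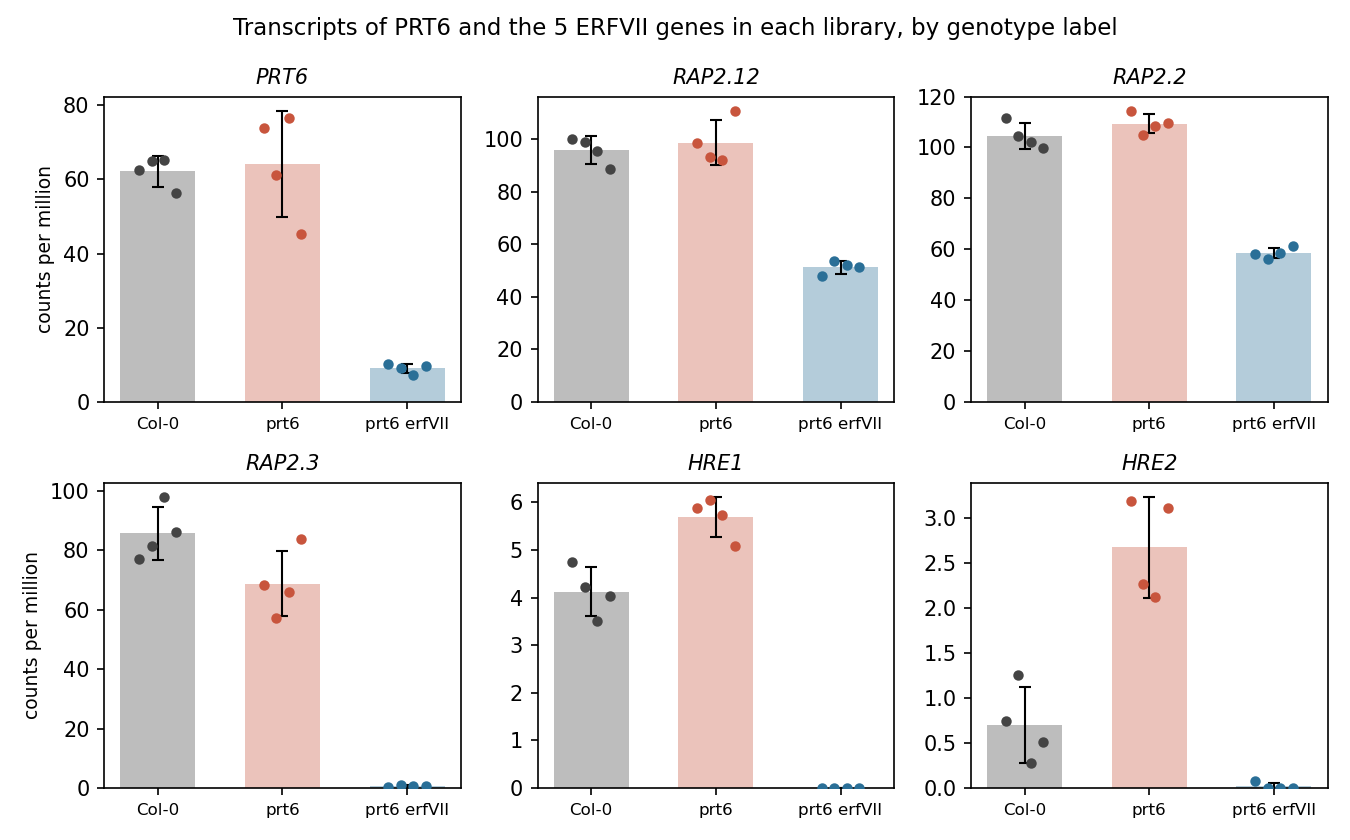
CPM (y axis, starting at 0) of PRT6 and the 5 ERFVII genes in each of the 12 libraries, by genotype label (x axis). Bars are means of 4 libraries, error bars are SD and points are libraries; PRT6 stays between 7.21 and 10.1 CPM in prt6 erfVII and at 45.2 or more in every other library, and HRE1 has no count in prt6 erfVII.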

To understand the influence of *ERFVII*s on global transcript abundance we compared transcriptomes using RNAseq data derived from 7-day-old seedlings grown in continuous light of Col-0 (wild-type), with *prt6* and *prt6 erfVII* (Supplementary Data 1–3). Principal Component Analysis (PCA) showed that in comparison to *prt6*, removal of *ERFVII* genetic activity in *prt6 erfVII* strongly influenced gene expression in the *prt6* background, suggesting that ERFVIIs promote a large effect on the transcriptome of *prt6-1* (Supplementary Fig. 3a). 

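Principal components were computed from log2 CPM (prior count 2) of the 21144 genes kept by filterByExpr over the 12 libraries, centred and not scaled. Component 1 carried 47.9% of the variance and component 2 carried 10.6%. On component 1 the prt6 erfVII libraries scored between 40.7 and 58.6, while the Col-0 libraries scored between -27.8 and -22.7 and the libraries labelled prt6 between -29.5 and -17.9. The prt6 erfVII libraries thus lay apart from the other two genotypes by more than the spread within any genotype. Col-0 and the libraries labelled prt6 overlapped on component 1 and separated on component 2, with scores between 17.3 and 23.8 in Col-0 and between -31.7 and -11.4 in the libraries labelled prt6. No test was run on the components. With each library left out in turn, component 1 carried between 43.7% and 49.6% of the variance.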

In *prt6-1* (where all substrates of the PRT6 N-degron pathway are stabilised) only ~2.5% of the genome was differentially regulated compared to Col-0, as opposed to 25% compared to *prt6 erfVII*, and 28% comparing Col-0 to *prt6 erfVII* (Supplementary Data 1–3). 

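Between the libraries labelled prt6 and Col-0, 455 of 20899 genes tested were differentially expressed, 227 higher and 228 lower in prt6, or 1.20% of all genes in the table. Between the libraries labelled prt6 and prt6 erfVII, 6524 of 20857 genes tested were differentially expressed, 3056 higher and 3468 lower in prt6, or 17.2% of all genes in the table. Between Col-0 and prt6 erfVII there were 7727 of 20747 genes, 3890 higher and 3837 lower in Col-0, or 20.4%. Most of these changes were small. The median absolute log2 fold change of the called genes was 0.46 for prt6 vs Col-0, 0.47 for prt6 vs prt6 erfVII and 0.43 for Col-0 vs prt6 erfVII, and 81, 1113 and 1202 of the called genes changed more than 2-fold. Every library of one genotype lay above every library of the other for 7.69% of genes tested in prt6 vs Col-0, 31.1% in prt6 vs prt6 erfVII and 34.8% in Col-0 vs prt6 erfVII, where chance gives 2.86%. One library moved the smallest of the 3 counts most: without prt6 replicate 4, 1231 genes were differentially expressed between the libraries labelled prt6 and Col-0, and without Col-0 replicate 2 there were 281.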

Interestingly comparison of *prt6* vs *prt6 erfVII* with Col-0 vs *prt6 erfVII* showed a very high level of similarity of differentially (both up and down)-regulated genes (Fig. 3a) suggesting that ERFVIIs are at least partially active in Col-0 under normoxia. 

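Of the genes called in the 2 comparisons with prt6 erfVII, 5332 were called in both, which is 81.7% of the genes called in prt6 vs prt6 erfVII and 69.0% of those called in Col-0 vs prt6 erfVII. Of these, 99.7% changed in the same direction in both comparisons and 18 genes changed in opposite directions. Across the 20646 genes tested in both comparisons, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.88. Because both comparisons use the same prt6 erfVII libraries, a correlation above 0 arises without any effect. In 20 simulations of unchanged groups against shared prt6 erfVII libraries, the correlation averaged 0.49 and reached at most 0.52. The number of genes called in both has no such reference, since hardly any gene was called in a simulated comparison. Over the real libraries 84.0% of genes tested in both comparisons changed in the same direction, against 66.7% in the simulations. Among the 455 top genes of a simulated comparison, a mean of 92.1% changed in the same direction, and at most 93.8%. A high share among top-ranked genes thus arises without any effect. Hardly any of these genes were called, so the simulations give no direct reference for the 99.7%, and nothing is concluded from it. The setting that moved the correlation most was DESeq2, which tested more genes of low count and gave 0.75. Of the 455 genes called between the libraries labelled prt6 and Col-0, 178 were also called in the same direction against prt6 erfVII, and 265 differed from Col-0 in the same direction in prt6 erfVII. Shared libraries raise both counts, through prt6 in the first and Col-0 in the second. From the similarity of the gene sets in the comparisons of prt6 and of Col-0 with prt6 erfVII, the paper proposes that ERFVIIs have at least some activity in Col-0 in normoxia.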

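Hypoxia genes were examined through the genes that the paper lists under the GO term response to hypoxia, among genes changed more than 2-fold between prt6 and prt6 erfVII. With the test used here, 595 genes were more than 2-fold higher and 518 more than 2-fold lower in the libraries labelled prt6 than in prt6 erfVII. Of the 30 hypoxia genes that Supplementary Data 4 lists as higher in prt6, 29 were tested and all 29 were called higher, each by more than 1 log2 unit. Of these, 21 were also called higher in the libraries labelled prt6 than in Col-0. Of the 26 hypoxia genes that Supplementary Data 5 lists as lower in prt6, 23 were tested and all 23 were called lower, with log2 fold changes between -3.15 and -1.02 (median -1.32). Against Col-0, 4 genes of this second list were called higher in the libraries labelled prt6 and only 1 lower. In Col-0 vs prt6 erfVII, 13 genes of the first list were called higher and 3 lower in Col-0, and 21 genes of the second list were called lower. The lists overlap little with the core hypoxia genes on the side of lower expression: 19 genes of the first list and 3 of the second are among the 49 core hypoxia genes. Both lists were chosen by the study on these same libraries, so no enrichment was tested on them.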

Analysis of Gene Ontologies demonstrated that the major functional groups associated with *ERFVII* genetic activity in the comparison of *prt6* to *prt6 erfVII* were related to biological processes of response to hypoxia (Fig. 3b, Supplementary Data 4, 5). Analysis of genes previously shown through meta-analysis of available transcriptome datasets to be differentially regulated in response to hypoxia^37^ showed that almost half were shared with transcripts differentially regulated in *prt6* compared to *prt6 erfVII* (Fig. 3c). The majority of a set of 49 core hypoxia-responsive transcripts, previously shown to be upregulated in diverse cell populations of *A. thaliana* seedlings^38^ were also more highly expressed in *prt6* than *prt6 erfVII*, more highly in *prt6* than Col-0 and in hypoxia compared to normoxia^15^ (Fig. 3d, Supplementary Data 6). 

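Of the 49 core hypoxia genes, a list that comes from another study, 47 were tested in prt6 vs prt6 erfVII and 47 in prt6 vs Col-0. The genes NIP2-1 and AT5G10040 had too few counts. In prt6 vs prt6 erfVII, 29 core genes were called higher and 8 lower in the libraries labelled prt6, with a median log2 fold change of 0.60. Adjusted over the list alone, 30 were called higher and 8 lower. Against Col-0, 29 were called higher in the libraries labelled prt6 and none lower, also at an unadjusted p under 0.05, where 0 were lower. The median log2 fold change against Col-0 was 0.76, and adjusted over the list alone 38 genes were called higher. These medians are the same with AT2G17850 and HRE2, which have almost no counts in one genotype, at their lowest possible folds. As a set, the core genes were higher in the libraries labelled prt6 than in prt6 erfVII (limma's camera with a preset correlation of 0.01, p = 1.25e-11) and than in Col-0 (p = 1.22e-57). Both calls hold with an estimated correlation (p = 0.00371 and p = 1.10e-05) and under fry (p = 7.53e-08 and p = 2.34e-08). ADH1 (AT1G77120) rose from 3.79 ± 0.661 CPM (SD, n = 4) in prt6 erfVII and 6.04 ± 0.980 (SD, n = 4) in Col-0 to 36.4 ± 5.27 (SD, n = 4) in the libraries labelled prt6, and it overlaps AT1G77122 on the opposite strand. The log2 fold change of ADH1 was 3.25 against prt6 erfVII (standard error 0.13, adjusted p = 5.69e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.59 against Col-0 (standard error 0.12, adjusted p = 3.53e-11 from the same test). SUS4 changed by 3.65 and 2.51 log2 units and PDC1 by 2.38 and 1.90 in the same comparisons, with standard errors between 0.11 and 0.15. Not every core gene rose. EXL1 (AT1G35140) was lower in the libraries labelled prt6 than in prt6 erfVII, by a log2 fold change of -1.34 (standard error 0.18, adjusted p = 8.16e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).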

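Supplementary Data 6 marks 37 of the 49 core hypoxia genes as bound by the ERFVII HRE2 in ChIP and 12 as not bound. With the test used here, 30 of the 37 bound genes were differentially expressed between the libraries labelled prt6 and prt6 erfVII, 23 of them higher and 7 lower in prt6. Of the 12 genes not bound, 7 were differentially expressed and 2 had too few counts to be tested. Among the 47 genes tested, the shares of 81.1% and 70.0% did not differ beyond chance (two-sided Fisher's exact test, odds ratio 1.81, p = 0.424), a restriction chosen after the data were seen. With the 2 genes counted as not called, the odds ratio was 2.98 (p = 0.136 from the same exact test). The count of 30 includes HRE2 itself, which is mutated in prt6 erfVII.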

Out of 49 core hypoxia genes 30 were differentially regulated in *prt6* compared *to prt6 erfVII* and also shown previously through genome wide chromatin immunoprecipitation (ChIP) to be bound by the ERFVII HRE2 under hypoxic stress (Supplementary Data 6)^39^. These included *PCO1* and *PCO2*, core components of the oxygen sensing pathway (Fig. 1a). Moreover, many genes differentially expressed between *prt6* and *prt6 erfVII* contain copies of the Hypoxia Responsive Promoter Element (HRPE^40^) in the −1000bp promoter region or genomic locus region (Supplementary Data 7–10). 

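PCO1 (AT5G15120) lies on chromosome 5 from 4898641 to 4900734 and PCO2 (AT5G39890) on chromosome 5 from 15974270 to 15976270, on the plus strand. PCO1 transcripts reached 75.3 ± 4.18 CPM (SD, n = 4) in the libraries labelled prt6, against 3.28 ± 0.926 in prt6 erfVII and 2.22 ± 0.865 in Col-0 (SD, n = 4 each). The log2 fold change of PCO1 against prt6 erfVII was 4.52 (standard error 0.14, adjusted p = 2.93e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each library left out in turn it stayed between 4.34 and 4.66. PCO2 transcripts reached 28.3 ± 4.46 CPM (SD, n = 4) in the libraries labelled prt6, against 0.907 ± 0.169 in prt6 erfVII and 1.32 ± 0.424 in Col-0 (SD, n = 4 each). Its log2 fold change against prt6 erfVII was 4.92 (standard error 0.16, adjusted p = 2.09e-13 from the same test), and against Col-0 it was 4.42 (standard error 0.17). Between Col-0 and prt6 erfVII, the difference in PCO2 was within the replicate error (log2 fold change 0.53, standard error 0.31, adjusted p = 0.187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For PCO1 the log2 fold change was -0.56 (standard error 0.26, adjusted p = 0.0974 from the same test), and 1 library decides this call: without Col-0 replicate 1 it was -0.79 (adjusted p = 0.0266) and without prt6 erfVII replicate 1 it was -0.74 (adjusted p = 0.0201).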

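Matches of the HRPE consensus given in the methods were searched on either strand of the TAIR10.1 assembly, in the 1000 bp upstream of each gene and in the gene locus. The paper searched with FIMO, so its matches and those counted here are not the same measure. An exact search can miss sites: LBD41, in whose promoter the element was identified according to the paper, had no exact match. Exact matches were found for 88 of the 20856 genes tested whose sequence was at hand. Of 3055 genes higher in the libraries labelled prt6 than in prt6 erfVII, 18 had an exact match (0.589%), against 70 of the other 17801 genes (0.393%). This difference was within chance (two-sided Fisher's exact test, odds ratio 1.50, 95% confidence interval 0.840 to 2.55, p = 0.130, adjusted p = 0.249 over the 2 directions). Of 3468 genes lower in the libraries labelled prt6, 10 had an exact match (0.288%), against 78 of the other 17388 genes (0.449%, odds ratio 0.642, p = 0.249 from the same test). PCO1, PCO2 and RAP2.12 each carry 1 exact match in the gene locus. In the gene locus alone, 16 higher genes and 55 others had a match (odds ratio 1.70, 95% confidence interval 0.907 to 3.01, p = 0.0648 from Fisher's exact test). In the promoter alone, the odds ratio for higher genes was 0.777, below 1, with 2 matches among higher genes. With up to 1 mismatch allowed, 304 higher and 335 lower genes had a match, and the odds ratios were 0.995 and 0.956. These tests concern matches of the consensus as written and do not test the matches that the paper lists.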

Genes upregulated in *prt6* that contain the HRPE and were shown to bind HRE2 in vivo showed stronger over-representation of GO terms associated with “hypoxia” than those upregulated in *prt6 erfVII* (Supplementary Fig. 3B, Supplementary Data 11).

**Fig. 3:**
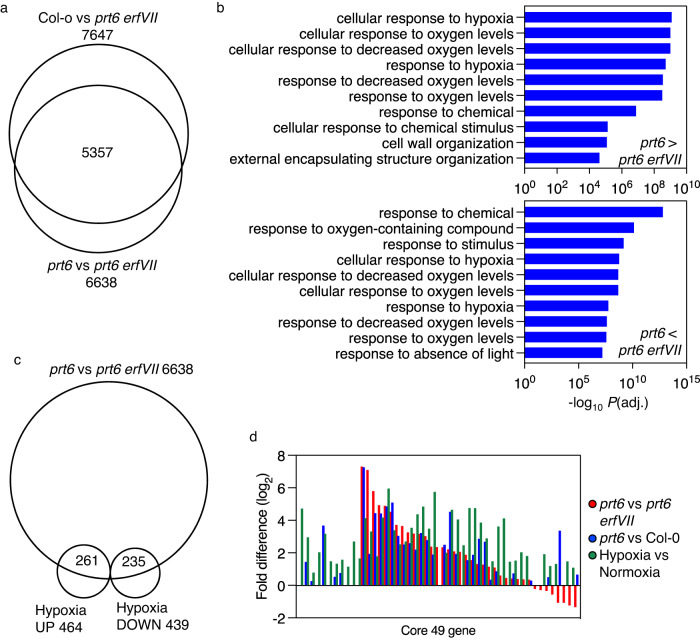
Influence of *ERFVII*s on the seedling transcriptome. **a** Proportional Venn diagram representation of gene sets for Col-0 (wild-type) vs. *prt6 erfVII* and *prt6* vs. *prt6 erfVII*. In each case numbers of total differentially regulated genes (up or down) are shown. **b** Top 10 most significant GO terms associated with transcripts differentially regulated in *prt6* vs. *prt6 erfVII*, Fisher’s one-tailed test (*p* < 0.05). **c** Proportional Venn diagram representation showing overlapping gene sets between genes differentially expressed between *prt6* vs *prt6 erfVII* and hypoxia vs normoxia^37^. Total number of differentially regulated genes are shown next to comparisons, in set identities within the intersecting set. **d** Differential expression of a set of core 49 hypoxia upregulated genes^38^ in transcriptome comparisons, sorted by fold difference in *prt6* vs *prt6 erfVII*.

### Genetic and environmental determinants controlling ERFVII stability

Although several genetic and physiological components have been shown to increase stability of ERFVII proteins no direct comparison of the relative influence of these components has been carried out. Here we analysed how ERFVII protein steady-state level is influenced by genetic and environmental factors, using as an exemplar RAP2.3. Using a *35S:RAP2.3*^3xHA^ transgene construct^15^, immunolocalization showed that RAP2.3^3xHA^ was undetectable in control 4-day-old seedling roots, but was strongly stabilised and localised in the nucleus after 3 h treatment with the proteasome inhibitor bortezomib (Fig. 4a). Using a ubiquitin fusion technique (UFT^41,42^) construct previously designed for analysis of protein stability in animal systems^43^, we developed a plant transformation vector that provides expression of a single protein cleaved by constitutive deubiquitinase activity to reveal C-terminal Cys^2^-RAP2.3^3xHA^ (Supplementary Fig. 4a). This construct has the advantage of monitoring RAP2.3 stability without the requirement for MetAP activity to remove the initiating Met^1^. In wild-type Col-0 accession seedlings grown under constant light RAP2.3^3xHA^ abundance was very low, but was significantly enhanced in the presence of the proteasome inhibitor bortezomib, where clear addition of high molecular weight polyubiquitin moieties was visible (Fig. 4b, Supplementary Fig. 4b). In comparison in the *prt6-1* background RAP2.3^3xHA^ was also stabilised, but not to the same degree as in the presence of bortezomib. Addition of bortezomib increased stability in *prt6-1* and also resulted in a polyubiquitin ladder (Fig. 4b).

**Fig. 4:**
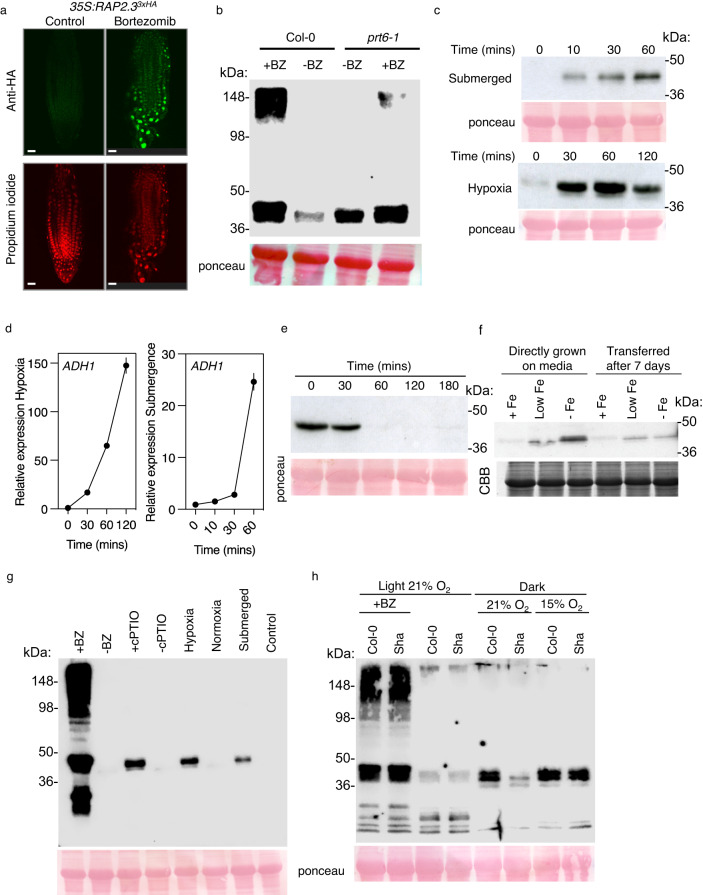
Modulation of RAP2.3 stability by genetic and environmental factors. **a** In situ immunolocalization of RAP2.3^3xHA^ in control or bortezomib (50 μM) treated roots of 4-day-old seedlings, scale bars 20 μm. **b** Western blot analysis of RAP2.3^3xHA^ abundance in control or bortezomib treated WT or *prt6-1* mutant seedlings. **c** Time-course Western blot analysis of RAP2.3^3xHA^ abundance in WT seedlings in response to submergence or hypoxia treatment. **d** Time-course of expression of *ADH1* in WT seedlings in response to submergence or hypoxia treatment. Data are presented as mean ± SD (*n* = 3). **f** Western blot analysis of RAP2.3^3xHA^ abundance in WT seedlings in response to constant contact or transfer to media with no, low or high supplemented Fe^2+^. **e** Western blot analysis of RAP2.3^3xHA^ abundance in WT seedlings following transfer from hypoxia (60 min) to normoxia. **g** Western blot analysis showing relative abundance of RAP2.3^3xHA^ in response to bortezomib (BZ), cPTIO (NO scavenger), hypoxia or submergence. **h** Western blot analysis showing relative abundance of RAP2.3^3xHA^ in low altitude accession Col-0 in comparison to high altitude Sha at either 21% or 15% ambient oxygen. BZ treatment for light-grown seedlings. Ponceau or CBB staining of Western blots is shown.

The influence of two forms of reduced oxygen availability on RAP2.3^3xHA^ stability were assayed, either by submergence in the dark or dark incubation in a chamber with reduced oxygen (hypoxia). Whereas the former results in entrapped intracellular ethylene the latter does not. RAP2.3^3xHA^ protein was rapidly stabilised by both treatments in comparison to control seedlings left in the dark, for submergence that occurred within 10 minutes (Fig.4c, Supplementary Fig. 4c). ERFVII-regulated *ADH1* (Supplementary Data 3) was rapidly induced under both conditions after the stabilisation of RAP2.3^3xHA^ (Fig. 4d), as were ERFVII-regulated *PCO1* and *SUS4* (Supplementary Fig. 4c). To determine the influence of MetAP activity (Fig. 1a) we analysed protein accumulation in submergence for the *35* *S:RAP2.3*^3xHA^ transgenic line used for immunolocalization (Fig. 4a). Stabilisation of RAP2.3^3xHA^ in this line showed very similar kinetics to RAP2.3^3xHA^ from the UFT transgene, indicating that MetAP activity does not influence accumulation kinetics (Supplementary Fig. 4e). Following return to normoxia, RAP2.3^3xHA^ abundance reduced to very low levels within 30 to 60 min (Fig. 4e). Previously it was shown that PCO enzymes require Fe^2+^ to oxidise amino-terminal Cys^10^ and zinc deficiency was shown to enhance ERFVII stability^21^. Constant growth of seedlings or transfer to media +Fe or -Fe showed that under Fe^2+^ starvation conditions RAP2.3^3xHA^ was stabilised (Fig. 4f). In comparison to bortezomib, RAP2.3^3xHA^ abundance in response to physiological treatments that reduce oxygen or NO was lower, indicating either incomplete inactivation of the PCO N-degron pathway or alterative mechanisms for degrading ERFVIIs (Fig. 4g). Abundance was higher in the presence of the NO scavenger cPTIO than under reduced oxygen conditions.

Finally, we analysed the influence of genetic adaptation to altitude in the regulation of ERFVII stability in relation to atmospheric oxygen. We analysed two accessions of *A. thaliana* originally collected at 100 m above sea level (Col-0 *pO*_*2*_ 21 kPa) or 3400 m (Sha *pO*_*2*_ 13.9 kPa). In etiolated seedlings at *pO*_*2*_ 21 kPa RAP2.3^3xHA^ was more abundant in Col-0 than Sha. However, under lower ambient oxygen (15%, equivalent to 14.7 kPa) RAP2.3^3xHA^ was as abundant in high altitude accession Sha as in low altitude Col-0 (Fig. 4h).

### Characterisation of ERFVII amino terminal modifications

We investigated the chemical changes that occur in vivo at the amino-terminus of ERFVIIs as a result of the action of the PCO N-degron pathway. To do this we employed a wheat germ extract commonly used for in vitro coupled transcription/translation. Unlike the rabbit reticulocyte lysate (RRL), this system was previously shown not to contain an active UPS^44^. Therefore, whereas Cys2 proteins are synthesised and degraded in the RRL through the oxygen-dependent action of the Arg/N-degron pathway^6,7,45^, this does not occur in the wheat germ extract. We used this plant-derived extract to synthesise ERFVIIs and study chemical changes at the amino terminus. Following coupled transcription/translation in wheat-germ lysate and anti-HA-based pull-down of RAP2.3^3xHA^ and RAP2.12^3xHA^ bands were visible on Coomassie-stained SDS-PAGE gels at the expected sizes of the two proteins (Supplementary Fig. 5a). Excision, destaining and trypsin digestion of these bands, followed by LC-MS/MS analysis and database searching, identified them unambiguously as originating from RAP2.3 and RAP2.12 12 based on the presence of 9 matching peptides from each protein (Supplementary Fig. 5b, Supplementary Data 12). Examination of the MS and MS/MS data revealed the same extensive alterations at the amino termini of both proteins, including methionine excision, and arginylation. In addition, a Cys-sulfonate (SO_3_^-^) modification only at position 2 was also observed. High quality MS/MS spectra containing a clear series of b and y fragment ions were recorded for the two tryptic peptides to confirm this observation (Fig. 5a, b). Interestingly, no signal for Nt-Arg-Cys-sulfinate (SO_2_^-^) was detected. As a negative control for artefactual Cys oxidation, RAP2.3^HIS^ was synthesised in *E. coli*, which does not possess the enzymatic machinery for Nt-Cys oxidative processing. As expected, no oxidation or subsequent arginylation was detected, and the unmodified Nt-tryptic peptide was found using the LC-MS/MS methodology with the Met^1^ removed (from the action of endogenous *E. coli* MetAP activity; Supplementary Fig. 5c).

**Fig. 5:**
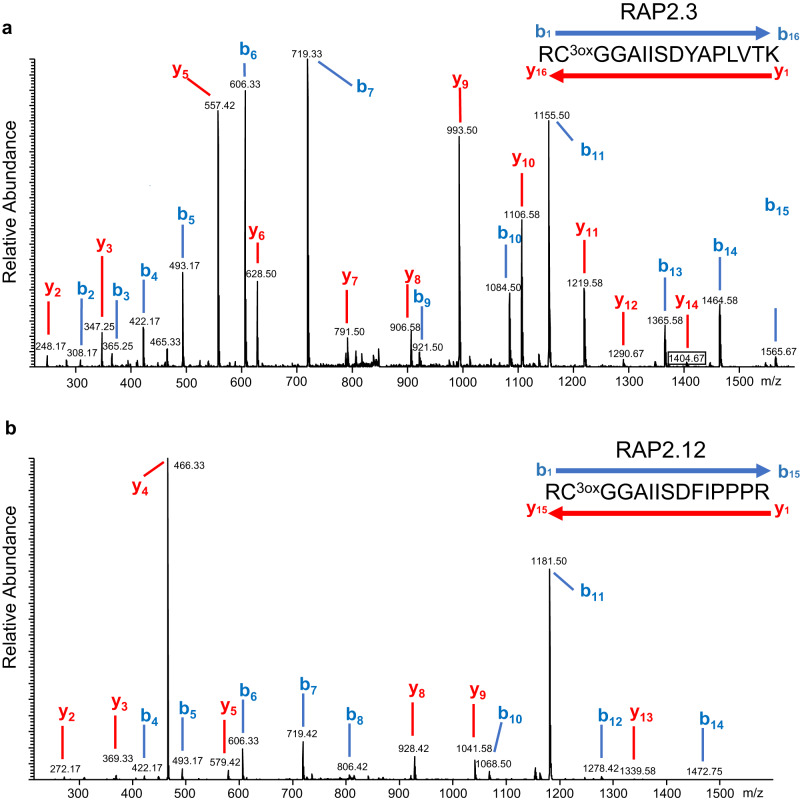
Analysis of the chemical structure at the amino-termini of RAP2.3 and RAP2.12 in a plant extract. MS/MS spectra of the Nt tryptic peptides of (**a**) RAP2.3 ([M + 2H]2 + = *m/z* 856.4) and (**b**) RAP2.12 ([M + 2H]2 + = *m/z* 823.9) following expression of RAP2.3^3xHA^ and RAP2.12^3xHA^ proteins, respectively, in a wheat germ extract showing the presence of Cys-sulfonic acid (C^3ox^) and arginylation at the amino-terminus (R-) in each case.

Previously it was shown that the two oxygens added to amino-terminal Cys by PCOs originate from molecular oxygen not water^12^. To establish whether the third oxygen seen in the Cys-sulfonic acid residue of RAP2.3 originated from water or molecular oxygen, RAP2.3^3xHA^ was synthesised using the wheat germ lysate in 40% (v/v) H_2_^18^O. If the additional oxygen originated from water, then a pair of Nt-peptide isotopologues bearing ^16^O:^18^O in the ratio 60:40 would be expected. LC-MS analysis of the tryptic digest of RAP2.3^3xHA^ synthesised under these conditions showed that ^18^O from H_2_^18^O was incorporated into the RAP2.3 peptide (Supplementary Fig. 5d). MS/MS performed on the [M + 2H]^2+^ precursor ions at *m/z* 856.5/857.5 showed that ^18^O was actually incorporated into the carboxylate group of the Asp-9 residue and that no ^18^O was incorporated into Cys2 (Supplementary Fig. 5e). We infer from this result that the third oxygen atom seen in the Cys sulfonate residues of both RAP2.3 and RAP2.12 is derived from molecular oxygen.

## Discussion

The ERFVII transcription factors are key components of the plant oxygen sensing response, regulating the expression of genes associated with tolerance to low oxygen^1,2^. In order to understand the influence on the genome of the entire *ERFVII* cohort we developed the pentuple *erfVII* mutant that removes all five *ERFVII* genetic functions. Combination with the *prt6* E3 ligase mutation (*prt6 erfVII*) allows an analysis of the specific role of *ERFVII*s in a genetic background where all other PRT6 substrates are stable (including ZPR2, VRN2^8,9^ and also other as yet unknown substrates^16^). These two genetic resources, in combination with lower order permutations for *ERFVII* mutations allowed an analysis of their role(s) in regulating response to low oxygen at increasing physiological levels of complexity. Enhanced root tip tolerance to acute hypoxia of the *prt6* mutant was shown to require *ERFVII* function, as tolerance was strongly reduced in *prt6 erfVII*, similarly previously described for lower order combinations of *erfVII* mutations^19^. Interestingly removal of *ERFVII* function in the *prt6* background does not reduce tolerance to the same level as *erfVII*, suggesting that other PRT6 substrates contribute to this response. In a *prt6* background with all other *ERFVII*s genetically removed each individual WT *ERFVII* was unable to enhance hypoxia tolerance above the level shown by *prt6 erfVII*. However, individually stabilised ERFVII proteins (through transgenes containing C^2^A) in a genetic background with WT endogenous *ERFVII*s were able to strongly enhance root tip survival, all to a similar level. This indicates that this sub-family functions in a non-autonomous fashion, each ERFVII requiring the activity of others to enhance root tip hypoxia survival. Conversely hypoxia gene expression in normoxia was more greatly affected by individual stabilised ERFVIIs in the *prt6* background than by individual C^2^A-ERFVIIs in a wild-type background, that may indicate that perception of hypoxia itself is also important for ERFVII action in enhancing tolerance. Although *RAP2.12* has been shown to be the predominant ERFVII regulating response to submergence in *A. thaliana* accessions adapted to humid environments (including Col-0)^27^, germination tolerance to low oxygen was shown to be dependent on active *RAP2.2*. This suggests some functional diversification of ERFVIIs in the hierarchy of regulation of low oxygen responses at different stages of plant development, where different responses to hypoxia may be required.

The most important interface between plants and water availability are roots, that also face the challenge of growth under the soil in potentially hypoxic conditions when water levels rise due to flooding^46,47^. The role of oxygen-sensing in regulating lateral root formation was previously investigated in plants grown on agar medium, where it was shown that *ERFVII*s repress auxin signalling thereby inhibiting lateral root production^30^. Bending of primary roots in response to external hypoxia was also reported to be dependent on ERFVIIs and alteration of auxin signalling, again in plants grown on agar medium^48^. However, no analysis has previously been undertaken to understand how ERFVIIs influence root 3D development in natural soils. To understand the role of *ERFVII*s in roots growing in soil we used non-invasive 3D X-ray µCT imaging. This allowed an analysis of the tridimensional root architecture under non-stressed and waterlogged conditions, highlighting the strong reduction of root development (more than 90%) that occurs in natural soil in the absence of *ERFVII*s (Fig. 2a, b, Supplementary Fig. 2, Supplementary Movie 1, 2). Analysis of aerial rosette growth showed a very strong response to root waterlogging, including reduced growth and increased anthocyanin synthesis, once again with a more severe effect in the *erfVII* mutant compared to wild-type. A slightly reduced growth, although not significant, was also observed in *erfVII* roots and rosettes under non-stressed conditions, suggesting a role of *ERFVII*s in plant growth and development, worthy of further investigation. This observation is in agreement with the recent finding that lack of functional *ADH1* or *PDC1* leads to a growth penalty under normal (aerobic) growth conditions^49^. These results highlight the importance of ERFVIIs for root function in the soil and suggests that evolution of *ERFVII*s was an important determinant in the ability of roots to survive in hypoxic soil environments.

Having shown the strong effect of *ERFVII*s on physiological responses to low oxygen, we analysed total *ERFVII*-regulated gene expression by comparing *prt6* with *prt6 erfVII*. Analysis of differentially expressed genes highlighted the importance of *ERFVII*s for regulating the expression (both positively and negatively) of transcripts involved in response to low oxygen (Fig. 3, S3 and Supplementary Data 4, 5). 

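The genes with the largest changes in the libraries labelled prt6 against prt6 erfVII, among genes whose libraries did not overlap between genotypes, included several with almost no transcripts in prt6 erfVII. AT1G12805 (chromosome 1 from 4366577 to 4367136) was at least 75.7-fold higher, AT2G17850 (chromosome 2 from 7760005 to 7760839) at least 65.6-fold higher and NUDT24 (AT5G19470, chromosome 5 from 6566271 to 6568806) at least 41.3-fold higher. AT2G17850 had at most 3 counts in any Col-0 library as well, while NUDT24 reached 3.25 ± 1.21 CPM (SD, n = 4) in Col-0. In the other direction, AT3G30695 (chromosome 3 from 12247335 to 12253398) had no count in any library labelled prt6 and was at least 35.1-fold lower there than in prt6 erfVII. ASN1 (AT3G47340, chromosome 3 from 17437840 to 17441431) rose from 11.3 ± 5.10 CPM (SD, n = 4) in the libraries labelled prt6 to 322 ± 35.7 (SD, n = 4) in prt6 erfVII, a log2 fold change of -4.84 (standard error 0.33, adjusted p = 4.56e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change of ASN1 stayed between -5.16 and -4.62.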

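The share of differentially expressed genes depends on the genes counted as the genome. Over genes with at least 1 count in any library, the genes called by edgeR's quasi-likelihood test made up 23.6% between the libraries labelled prt6 and prt6 erfVII. Over the genes that passed the filter and were tested, they made up 31.3%. The same shares were 27.9% and 37.2% for Col-0 vs prt6 erfVII, and 1.64% and 2.18% for the libraries labelled prt6 vs Col-0.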

*ERFVII*s were shown to regulate the expression of around 25% of the genome in seedlings. In addition, ten times the number of genes were differentially expressed in comparisons including *prt6 erfVII*, compared to Col-0 vs. *prt6*, indicating the profound influence of stabilised ERFVIIs on gene expression. 

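The genes called between the libraries labelled prt6 and prt6 erfVII were 14.3 times as many as those called between the libraries labelled prt6 and Col-0. Those called between Col-0 and prt6 erfVII were 17.0 times as many. How large the first ratio is depends on single libraries and on the tool. It was 5.59 without prt6 replicate 4, at least 11.5 over the other libraries left out in turn and up to 23.2 without Col-0 replicate 2, and with DESeq2 it was 9.85. All libraries contributed similar depth, and with the counts of each thinned to the smallest total the calls were 6386, 7620 and 452.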

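Distances between genotypes were measured between the centroids of their 4 libraries, over all components of the log2 CPM. Col-0 lay 40.3 units from the libraries labelled prt6 and 77.7 units from prt6 erfVII, and the libraries labelled prt6 lay 77.9 units from prt6 erfVII. The distance of Col-0 to the libraries labelled prt6 was thus 0.517 of the distance between the libraries labelled prt6 and prt6 erfVII. With each library left out in turn, it was between 0.501 and 0.559 of that distance. These distances include replicate error, since libraries lay between 28.5 and 39.2 units from their own centroid. Such error lengthens a short distance by a larger share, which can make the ratio too high. How much of the 40.3 units it makes up was not computed. With normalized counts without a log, Col-0 lay 5141 units from the libraries labelled prt6 and 7035 units from prt6 erfVII. Col-0 was thus still nearer to the libraries labelled prt6. The libraries labelled prt6 lay 5018 units from prt6 erfVII on that scale, and the ratio was 1.03. On the log2 CPM, the distance of Col-0 to prt6 erfVII was 0.997 of the distance of the libraries labelled prt6 to prt6 erfVII. With normalized counts without a log, it was 1.40 of that distance.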

Interestingly the transcriptomic state of Col-0 is much more similar to *prt6* than *prt6 erfVII*, a feature highlighted by analysis that showed a strong overlap of similarly differentially expressed genes (Fig. 3a). This suggests that in Col-0 seedlings grown in continuous light ERFVIIs are at least partially active (and therefore stable), as was recently observed for dark grown etiolated seedlings^26^ and suggested by the repression of oxygen-sensing by mitochondrial retrograde signalling during normal development^18^. 

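Among the core hypoxia genes, 45 were tested between Col-0 and prt6 erfVII. Of these, 10 were called higher and 15 lower in Col-0, with a median log2 fold change of -0.16, and adjusted over the list alone 12 were higher and 18 lower. As a set they were not distinct from other genes in this comparison under limma's camera (p = 0.0707 with the preset correlation and p = 0.0732 with an estimated one), while fry, which does not compare the set with other genes, gave p = 9.06e-06 in the direction of lower expression in Col-0. All 10 core genes that were higher in Col-0 than in prt6 erfVII were also higher in the libraries labelled prt6 than in prt6 erfVII. Of the 15 core genes that were lower in Col-0 than in prt6 erfVII, 4 were higher and 8 were lower in the libraries labelled prt6 than in prt6 erfVII.

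**Figure D2:**
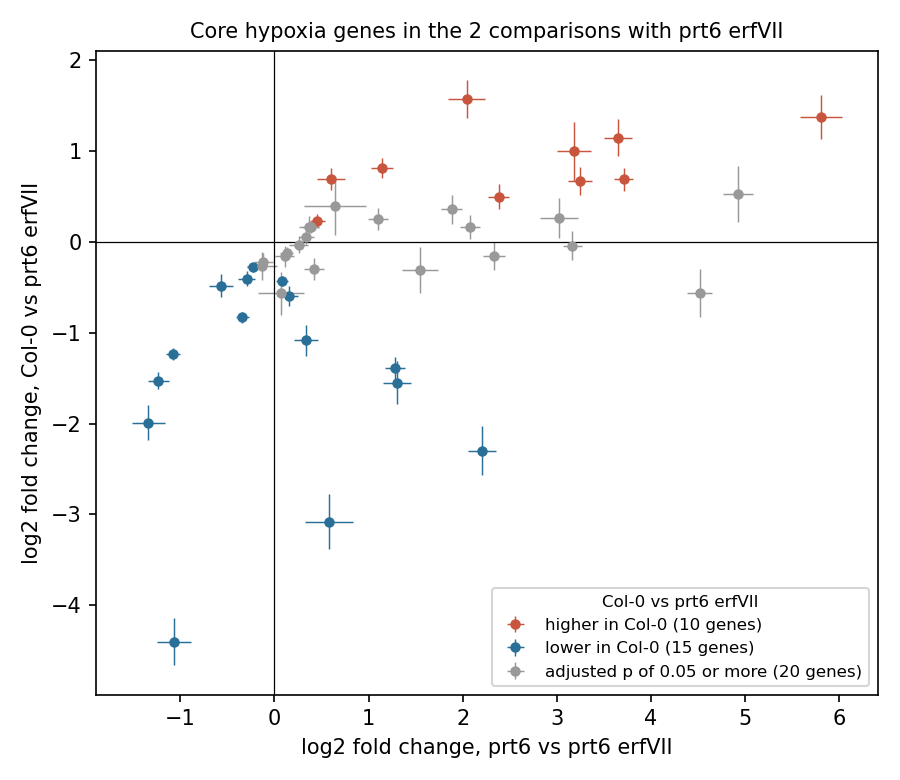
Log2 fold change of each core hypoxia gene tested in both comparisons, between the libraries labelled prt6 and prt6 erfVII (x axis) and between Col-0 and prt6 erfVII (y axis). Points are genes and bars are standard errors; colours mark the 10 genes called higher in Col-0, the 15 called lower and the 20 not called, and both axes share the prt6 erfVII libraries.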

Previous work has highlighted the importance of environmental stress in early growth stages of plant development^50,51^, suggesting that some level of stabilisation of ERFVIIs during seedling establishment may have adaptive advantage. In line with this suggestion, it has also been shown that ERFVIIs are more active at early growth stages compared to later development in *A. thaliana*^29,52^. Approximately 50% of hypoxia-associated transcripts were differentially expressed in *prt6* compared to *prt6 erfVII*, suggesting that ERFVIIs may not control the complete response to low oxygen, and that other mechanisms contribute to the hypoxia-related transcriptome^53–56^. The HRPE, previously identified in the LBD41 promoter^40^, and shown to be a key cis-element associated with ERFVII function^39,40^ was present in the promoter or gene regions of many genes whose transcripts are differentially regulated by *ERFVII*s, suggesting direct regulation of these genes. In addition, there was a strong over-representation of hypoxia-related transcripts in the overlapping set representing genes differentially regulated by *ERFVII*s that contain the HRPE and that also were shown to bind HRE2 in genome-wide ChIP analysis^39^. 

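LBD41 (AT3G02550) lies on chromosome 3 from 536500 to 538126 on the minus strand. It had no exact match of the consensus in the 1000 bp upstream or in the gene locus. With 1 mismatch allowed, 1 match lay upstream and 2 in the locus, as 9.99% of the genes tested had at least 1 such match. LBD41 transcripts reached 80.5 ± 11.0 CPM (SD, n = 4) in the libraries labelled prt6, against 8.85 ± 1.11 (SD, n = 4) in prt6 erfVII and 8.62 ± 2.34 (SD, n = 4) in Col-0. The log2 fold change of LBD41 against prt6 erfVII was 3.16 (standard error 0.11, adjusted p = 8.80e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between Col-0 and prt6 erfVII its transcripts did not differ beyond the replicate error (log2 fold change -0.04, standard error 0.16, adjusted p = 0.859 from the same test).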

In combination with previous datasets analysing the role of individual or combinations of ERFVIIs^19,40,57^, these data highlight the overall importance of *ERFVII*s in regulating the expression of the genome in response to low oxygen, as a response to inhibition of the PCO N-degron pathway.

Direct visualisation of ERFVII abundance through immunolocalization and Western blot analysis allowed an investigation of the relative influences of environmental and genetic factors. Stabilisation of RAP2.3^3xHA^ in the presence of bortezomib and addition of polyubiquitin moieties demonstrate that degradation of ERFVIIs requires the proteasome (Fig. 4a, b, Supplementary Fig. 4). Genetic removal of PRT6 activity also resulted in stabilisation, though not as strongly as with bortezomib, and addition of bortezomib to *prt6* seedlings revealed high molecular weight products, suggesting the activity of other E3 ligases in regulating ERFVII stability. In addition to PRT6, two other *A. thaliana* proteins carry a UBR-like motif (required for Arg N-degron substrate recognition), BIG and the product of AT4G23860^16^ and other E3 ligases unrelated to the N-degron pathway also regulate ERFVII stability^22^. Not unexpectedly, because PCO activity requires Fe^2+^, growth on low iron medium resulted in increased RAP2.3^3xHA^ abundance, suggesting that ERFVII function might be an important component of the plant low iron response as shown for the response to zinc excess^21^. Both hypoxia treatment and submergence resulted in rapid stabilisation of RAP2.3^3xHA^, for submergence within 10 minutes, preceding accumulation of RNA for ERFVII-regulated transcripts. Such a rapid onset of stabilisation indicates that under dark submergence intracellular oxygen is used up very rapidly resulting in strong inhibition of PCO activity. A model for the function of RAP2.12 has been proposed whereby under normoxia a population of molecules is tethered to the plasma membrane and released under hypoxia to migrate to the nucleus and activate gene expression^5^. Whilst not precluding this possibility, our results indicate that a simpler explanation only requires that ERFVIIs are stable after translation following very rapid intracellular oxygen depletion and subsequently translocate to the nucleus and activate transcription (Fig. 6). RAP2.12 has been studied as the most influential ERFVII in *A. thaliana*, a recent study showed that this is because a subset of accessions of this species, including Col-0, are adapted to humid environments through specific cis-element changes that enhances constitutive expression of *RAP2.12*^27^. This indicates that in other species RAP2.12 orthologues may not necessarily take a predominant role. We also observed that none of the five ERFVIIs could autonomously enhance root hypoxia tolerance, that required a combination of ERFVII action (Fig. 1b).

**Fig. 6:**
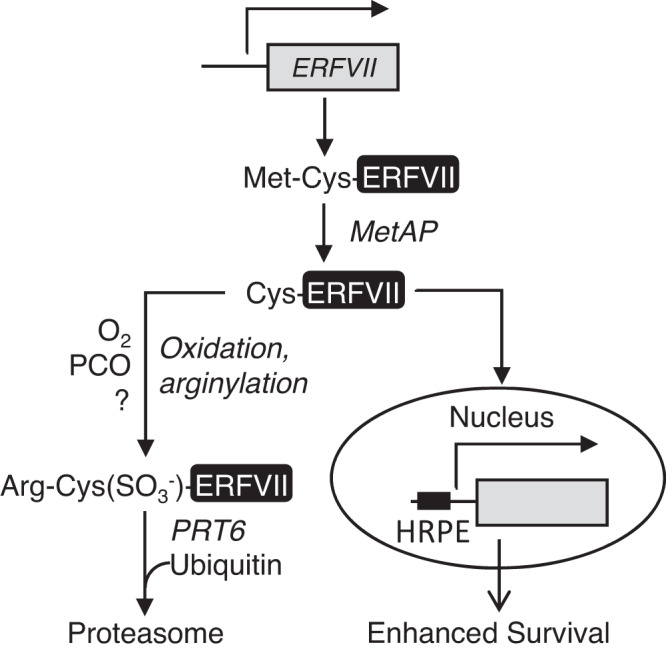
Model for plant oxygen sensing through the PCO N-degron pathway based on data presented in this work. *ERFVII* transcription is shown at the top of the model. Subsequent enzymatic steps on the protein are shown, either oxygen-independent (MetAP) or oxygen dependent. Activation of nuclear gene expression by stabilised ERFVIIs in the absence of oxygen, through the Hypoxia Responsive Promoter Element (HRPE) is indicated. “?” indicates an unknown component required for the addition of a third oxygen to form Cys sulfonate.

Previous work showed that recombinant PCOs can oxidise amino-terminal Cys to Cys-sulfinate (SO_2_)^-^ that can act as a substrate for ATE^10,12^, but when purified from mouse L cells the amino-terminus of Cys^2^ protein RGS4 was shown to be in the form Arg-Cys(SO_3_)^−^^35^, that was also shown to be the case in response to oxidative treatments of different cell types^36^. Using a wheat-germ extract we observed the formation of Cys(SO_3_)^-^ and arginylation of both RAP2.3 and RAP2.12. Analysis in the wheat germ extract system precludes oxidation through ROS or other chemical oxidising agents as synthesis is carried out in the presence of DTT. PCOs are dioxygenases and thus catalyse the incorporation of two oxygen atoms from molecular oxygen into the amino-terminal Cys residue. Although it is known that this degree of oxidation is sufficient for recognition by ATE1, and hence arginylation of amino-terminal Cys proteins^12^, in our analyses using wheat germ extract we were only able to detect arginylated peptides possessing the sulfonate (SO_3_)^−^ level of oxidation. This raises the question of the origin and significance of the third oxygen atom in the sulfur acid. As the third oxygen was derived from molecular oxygen, we suggest that it is most likely introduced by the action of a yet uncharacterised enzyme. This monooxygenase/oxidase presumably acts after PCO oxidation, but whether it precedes arginylation or not remains an open question given that ATE1 is able to act on proteins bearing either amino-terminal Cys sulfinic or sulfonic acids^12^. As the pathway is highly conserved in eukaryotes^2^ (with ADO acting as the oxygen sensing enzyme in mammals^14^) it is possible that such an enzyme also exists in non-plant systems.

Here we investigated the influence of ERFVIIs on outputs of the PCO N-degron oxygen-sensing pathway. Our observations provide a holistic understanding of the action of these transcription factors in influencing genome expression through PRT6 gated stability, and on root physiological response to low oxygen at increasing environmental complexity and on how their activity is modulated. In particular, we provide evidence of the importance of *ERFVII*s in maintaining root growth in hypoxic soil conditions associated with waterlogging. We defined exact chemical changes at the amino-terminus of ERFVIIs suggesting components that are required for oxygen-sensing through this pathway in both plant and animal systems. These data indicate avenues for future research to completely define oxygen-sensing through the PCO N-degron pathway and biotechnological approaches to enhance tolerance of crops to flooding and waterlogging.

## Methods

### Plant genetic resources

Several *A. thaliana* genetic resources used in this investigation were reported previously including *prt6-1* and *ate1 ate2*^58^, *erfVII* and *prt6 erfVII*^28^. In all cases wild-type refers to the Col-0 accession of *A. thaliana*. Plants containing various combinations of *ERFVII*s with T-DNA insertions were obtained in the process of generating the *prt6 erfVII* sextuple mutant and contain the same alleles as this mutant. Accession Shakdara (Sha; NASC ID: N929, originally collected at 3400 metres above sea level at Pamiro-Alay: Tajikistan) containing pUFT:RAP2.3^3HA^ was obtained by direct transformation of the accession^59^.

### Analysis of plant growth and development

Plants were grown and seeds collected as described^60^. Analysis of root tip survival following hypoxia treatment (<0.5% ambient oxygen) and waterlogging were carried out as previous described^8,19^. Trypan blue staining was performed on roots to investigate cell death; seedlings were incubated with 0.004% Trypan blue solution for 10 mins then decolorized for 10 minutes in distilled water. Images were taken using the ZEISS Axio Observer microscope. The root tip map was imaged using a 20× objective under the brightfield function and fluorescence of trypan blue visualized by excitation of the samples with a 633 nm laser as described^61^. For soil-based root growth assay, wild-type and *erfVII* mutant seeds were germinated directly on soil, after three days of cold-treatment at 4 °C in the dark. Plants were grown for three weeks, followed by one week of waterlogging treatment, in controlled environmental conditions with photoperiod of 12:12 h light:dark. Hypoxia and submergence treatments for Western blot analysis of RAP2.3^3HA^ abundance were carried out as previously described^8^. Seed germination under hypoxia was performed as previously described^4^.

### Iron treatment

Iron treatment was done as described previously^62,63^ using the *35S:RAP2.3*^3xHA^ transgene. +Fe and −Fe plates were made with macronutrients and micronutrients at 2 mM Ca(NO_3_)_2_, 0.75 mM K_2_SO_4_, 0.65 mM MgSO_4_, 0.1 mM KH_2_PO_4_, 10 µM H_3_BO_3_, 0.1 µM MnSO_4_, 0.05 µM CuSO_4_, 0.05 µM ZnSO_4_, 0.005 µM (NH_3_)6Mo_7_O_24_, 1 mM MES, 0.6% agar, adjusted to pH 6.0 and supplemented with 50 µM Fe(III)-EDTA for +Fe plates and ferrozine, an iron chelator [3-(2-pyridyl)−5,6-diphenyl-1,2,4-triazine sulfonate for low Fe (150 µM) and −Fe (300 µM) media.

### Soil material and X-ray µCT imaging

Sandy-clay loam soil was collected from the University of Nottingham farm at Bunny, Nottinghamshire, UK (52.52°N, 1.07°W), air dried and then passed through a 2 mm sieve to homogenise, as previously described^64^. Polyvinylchloride (PVC) columns (8 cm length × 3 cm diameter) were filled with the soil to a bulk density of ~1.1–1.2 g cm^−1^. Four-week-old roots from control and waterlogged plants were imaged using a Phoenix vǀtomeǀx M 240 high resolution X-ray µCT system (Waygate Technologies (a Baker Hughes business), Wunstorf, Germany) at the Hounsfield Facility, University of Nottingham, UK. The scanning parameters were optimized to allow balance between a large field of view and a high resolution. Prior to µCT scanning the soil columns were placed on a layer of drying paper for 2 days, to reduce soil moisture and thus enhancing contrast between root and the soil matrix. Each sample was then imaged using a voltage and current of 112 kV and 168 µA, respectively, at a voxel size resolution of 23 µm. The scanner stage rotated through 360 degrees at a rotation step increment of 0.125 degrees over a period of 48 minutes, acquiring a total of 2880 projection images using a fast (no image averaging) multiscan of three sections with an exposure time of 333 ms. Each scan was reconstructed using DatosRec software (Waygate Technologies (a Baker Hughes business), Wunstorf, Germany). Radiographs were visually assessed for sample movement before being reconstructed in 32-bit depth volumes with a beam hardening correction of 8, no filtration was applied to the image. Reconstructed sections were processed in VGStudioMAX (version 2.2.0; Volume Graphics GmbH, Heidelberg, Germany) with manual alignment of the 3 sections to combine to a single 3D volume.

### Image analysis

Merged volumes were processed in VGStudioMAX (version 2.2.0; Volume Graphics GmbH, Heidelberg, Germany) to identify plant root material. This was done via a 3D region growing algorithm to extract root architecture, as previously described in ref. ^65^. Once the segmented ROI was created, VGStudioMax was used to assess the rooting characteristics between treatments. The morphological properties measured were root volume (mm^3^), root surface area (mm^2^) and maximum in-situ rooting depth (cm).

### Affinity purification of RAP2.3^3XHA^

For affinity purification of RAP2.3^3XHA^, seven-day old seedlings grown in continuous light were treated for 2 h with 50 μM bortezomib (dissolved in DMSO). Total protein was extracted by grinding 0.5 g tissue in liquid nitrogen with 700 μl of IP buffer (50 mM Tris-Cl pH 8.0, 150 mM NaCl, 0.05% IGEPAL, 50 μM BZ, 100 mM PMSF). Extract was centrifuged at 13,000 rpm for 30 mins and supernatant (600 μl + 200 μl TBST) was incubated with 25 μl of Pierce™ Anti-HA Magnetic Beads (Thermo Fisher, UK) for 30 mins at room temperature. After incubation flow through was collected and beads were washed three times for 2 mins each with 300 μl of PBST (Tris Buffered Saline Pack (25 mM Tris, 0.15 M NaCl; pH 7.2, Thermo Fisher, UK; 0.1% (v/v) Tween-20). Finally, beads were washed with 300 μl molecular grade water. Elution of the beads was achieved by adding 100 μl of SDS-PAGE Lane Marker Non-Reducing Sample Buffer (2X), (0.3 M Tris-HCl, pH 6.8, 5% (v/v) SDS) (Thermo Fisher, UK) to the tube containing beads, followed by incubation at 95 °C for 10 min. Two μl of β-mercaptoethanol was added before loading onto an SDS-PAGE gel. Western blot analysis of RAP2.3^3XHA^ abundance were carried out as previously described^8^. Anti-ubiquitin (Agrisera AS08 307 1:4000 dilution) and anti-HA antibodies (Sigma, H3663-200UL; 1:10,000 dilution) were used for Western immunodetection.

### Seedling transcriptome analyses

For RNA-seq analysis, seedlings of Col-0, *prt6-1* and *prt6 erfVII* were grown under continuous light on 1/2 strength MS agar. Four biological replicates of 7-day-old seedlings of each genotype were harvested and frozen in liquid nitrogen. RNA was extracted using RNeasy plant mini kit Qiagen as per manufacturer’s instructions. RNA was sent to Deep-Seq Next Generation Sequencing Facility (University of Nottingham) for further analysis. RNA concentrations were measured using the Qubit Fluorometer and the Qubit RNA BR Assay Kit (ThermoFisher Scientific; Q10211) and RNA integrity was assessed using the Agilent 4200 TapeStation and the Agilent RNA Screentape (Agilent; 5067-5576). Poly(A) selection was performed on 1 μg of total RNA, using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB; E7490L). Indexed sequencing libraries were then prepared using the NEBNext Ultra Directional RNA Library Preparation Kit for Illumina (NEB; E7420) and NEBNext Multiplex Oligos for Illumina, Index Primer Sets 2, 3 and 4 (NEBNext; E7500S, E7710S and E7730S). PolyA selection, cDNA synthesis and library generation were carried out using the Biomek 4000 Automated Laboratory Workstation (Beckman Coulter). Libraries were quantified using the Qubit Fluorometer and the Qubit dsDNA HS Kit (ThermoFisher Scientific; Q32854). Library fragment-length distributions were analysed using the Agilent TapeStation 4200 and the Agilent High Sensitivity D1000 ScreenTape Assay (Agilent; 5067-5584 and 5067-5585). Libraries were pooled in equimolar amounts and final library quantification performed using the KAPA Library Quantification Kit for Illumina (Roche; KK4824). The library pool was sequenced on the Illumina NextSeq500 using two NextSeq500 High Output 150 cycle kits (Illumina; 20024907), to generate around 30 million pairs of 75-bp paired-end reads per sample.

Low quality reads and adaptor sequences were removed from raw reads using default parameters of *skewer v0.2.2* software^66^. Filtered reads were mapped onto the reference genome (TAIR10) using the default parameters of *Hisat2 v2.1.0* software^67^. Only uniquely and correctly mapped reads were kept in bam files for the further analysis. 

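In each library between 23305 and 24507 genes had a count. The 10 genes with the most counts took between 6.43% and 7.86% of the counts of a library. The single most abundant gene was CAB1 or RBCS1A, with between 1.43% and 1.77%, so no library was dominated by a few genes.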

Read counts for each gene are calculated using *featureCounts v1.6.0*. PCA was used to identify that the biological replicates are close enough to each other. 

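DESeq2, run on the same counts with its own size factors and an adjusted p under 0.05, called 6686 genes between the libraries labelled prt6 and prt6 erfVII, 7649 between Col-0 and prt6 erfVII and 679 between the libraries labelled prt6 and Col-0. Of these, 6378, 7344 and 454 were also called by edgeR. At an adjusted p under 0.5, edgeR's quasi-likelihood test called 14192, 14949 and 3698 genes. In the paper's Supplementary Data 2 the largest adjusted p is 0.0487. That table is complete in the copy used here and lists 663 genes, and 454 of the 455 genes called by edgeR between the libraries labelled prt6 and Col-0 are among them, all in the same direction. Supplementary Data 1 and 3 were read in part, with 1996 genes each and 5651 and 4642 left out, so no overlap was computed with them.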

*DESeq2 v1.24.0* was used to detect the differentially expressed genes for each comparison. and we used p-value < 0.5 as the DESeq thresholds. Gene ontology analysis of the differentially expressed genes was done using GOSeq v1.4.0 with default settings. Quantitative rtPCR was carried out as previously described^18^ using a selection of known hypoxia up-regulated genes^68^. A list of oligonucleotide primers used for qRT-PCR is given in Supplementary Data 13. Gene Ontology (GO) representation analyses were carried out using the G:Profiler web resource (https://biit.cs.ut.ee/gprofiler/gost). Search for hypoxia-related cis-elements was carried out using the HRPE (GCCVCYGGTTTY) sequence^69^ at MEME Suite 5.4.1 FIMO (https://meme-suite.org/meme/tools/fimo).

### Western blot and immunolocalization analyses of ERFVII stability

Western blots were carried out as previously described^26^. Primary antibodies used were anti-HA (Sigma, H3663-200UL; 1:1000 dilution), anti-FLAG (Sigma, F1804-200UG, 1:2000 dilution) and secondary antibody Goat anti-Mouse IgG1, HRP from Thermo Fisher Scientific, PA1 74421, (1:10000 dilution). Full scan uncropped Western blots are provided (Source Data 1). Immunolocalization of RAP2.3 was carried as described^70^. Four-day-old seedlings containing the *35S:RAP2.3*^*3XHA*^ transgene were treated for 3 h with 50 μM bortezomib or DMSO (control). Anti-HA primary antibody (Roche, Lewes, UK) and Alexa-Fluor-488-coupled anti rat secondary antibody (1:200 dilution) (Molecular Probes, Carlsbad, CA) were used for detection. Seedlings were counter stained using Propidium Iodide and visualised using confocal microscopy.

### Generation of ubiquitin fusion technique construct

We developed a Ubiquitin Fusion Technique construct based on the plasmid pKP496 protein coding region ^FLAG^DHFR^HA^-UBIQUITIN-^FLAG^^43^. We replaced epitope tags to produce ^FLAG^DHFR-UBIQUITIN-^3xHA^ (pCD1). As described in^43^ this provides a SacII restriction site downstream of the UBIQUITIN moiety that allows cloning in frame of test proteins with defined amino-terminal residues. In this case we cloned RAP2.3 starting at Cys^2^, so that upon constitutive cleavage in vivo by deubiquitinating enzymes Cys2-RAP3.3^3xHA^ is released from the pre-protein. This construct was subcloned into plant transformation gateway vector pH7wg2^71^ providing ectopic constitutive expression from the 35S CaMV promoter to generate the construct pUFT:RAP2.3^3HA^. Plants were transformed as previously described^59^.

### Affinity purification of in vitro produced ERFVII

Protein coupled in vitro transcription/translation was carried out using a TnT® SP6 High-Yield Wheat Germ Protein Expression System (HYWGE) (Promega, USA) according to the manufacturer’s recommendations. Reaction containing template pTNT-RAP2.3^3xHA^ /RAP2.12^3xHA^ HA-tagged constructs^4^ contained 30 μl HYWGE with 20 μl of 300 ng/μl construct purified by QIAprep Spin Miniprep Kit (QIAgen, Crawley, UK)), reaction mixtures were incubated for 2 h at 25 C. Three reactions of TnT® SP6 High-Yield Wheat Germ Protein Expression System (HYWGE) (Promega, USA) were added separately to 50 μl of Pierce™ Anti-HA Magnetic Beads (Thermo Fisher, UK), and each topped up with 700 μl of freshly filtered (0.2 μm pore size) BupH Tris Buffered Saline Pack (25 mM Tris, 0.15 M NaCl; pH 7.2, Thermo Fisher, UK)). Samples were placed on an orbital rotor at 90 rpm. After 30 min samples were placed on a magnetic stand, the supernatant was removed, and beads were washed 3 times with 700 μl BupH Tris buffer (pH 7.2) with 0.1% Tween 20 (Fisher Bioreagents, UK). Each wash was for 2 min and was followed by magnetic precipitation of the beads. Beads were washed with Milli-Q water. Elution of the beads was achieved by adding 30 μl of SDS-PAGE Lane Marker Non-Reducing Sample Buffer (2X), (0.3 M Tris-HCl, pH 6.8, 5% SDS) (Thermo Fisher, UK) to the tube containing beads from the first reaction, followed by incubation at 96 °C for 10 min. Following precipitation, the supernatant was removed and transferred to the tube containing beads from the second reaction and the heating and precipitation steps repeated. Finally, the supernatant was transferred to the third tube, and after heating and precipitation, the supernatant was once again recovered and 1 μl of β-mercaptoethanol was added before loading onto an SDS-PAGE gel.

### Production of RAP2.3^3xHA^ in H_2_^18^O-containing medium

An aliquot of pTNT:RAP2.3^3xHA^ plasmid (20 μl) was vacuum centrifuged until dry and resuspended in H_2_^18^O (20 μl). This was then added to 30 μl of HYWGE to give a 40% H_2_^18^O/ H_2_^16^O solution (v/v). The cell free expression system was incubated and HA-tagged protein product purified as described above.

### SDS-PAGE and gel band excision

Samples from bead elution were loaded onto a 1.5 mm wide 12% gel SDS-PAGE gel. Gels were run for 20 min at 80 V until proteins passed from the stacking gel to the resolving gel, and then for 100–120 min at 120 V (for separation in the resolving gel). Staining was carried out in ~15 mL of Coomassie InstantBlue™ Protein Stain (Exepedeon, UK) for 1 h on an orbital shaker with rotation at 80 rpm. Gels were washed with Milli-Q water (×3) and left overnight for de-staining in Milli-Q water on an orbital shaker at 80 rpm. The band corresponding to purified protein of interest was excised with a sterile scalpel and cut into small pieces ready for in gel protein digestion.

### In gel protein digestion

Excised SDS-PAGE band slices were destained in 50 μl 50% acetonitrile (MeCN) (Fisher Scientific, Loughborough, UK) and 50% 100 mM ammonium bicarbonate (AmBic) (Sigma Aldrich). After 10 min incubation gel pieces were dehydrated by the addition of 450 μl of 100% MeCN with vortexing for 3 min (dehydration step). The supernatant was discarded, and gel pieces were treated with 50 μl of 10 mM dithiothreitol (DTT) (Sigma Aldrich) dissolved in 100 mM AmBic, and incubated at 55 °C for 30 min (DTT treatment). The dehydration step was repeated using 100% MeCN as above and gel slices were incubated with 50 μl of 10 mM iodoacetamide (Sigma Aldrich) in 100 mM AmBic for 30 min in the dark in order to block free Cys groups with a carbamidomethyl group. MeCN dehydration was repeated and additional DTT treatment was performed in order to consume excess IAA. After the final dehydration step gel slices were swollen with 50 μl 100 mM AmBic solution containing trypsin (0.4 ng μl^−1^) and incubated at 37 °C overnight. After digestion samples were vortexed, centrifuged and supernatant was moved to a new 0.5 mL Eppendorf tube. Finally, samples were dried using a Savant DNA120 OP SpeedVac Concentrator (ThermoElectron, UK). Before LC-MS analysis, dried peptide samples were reconstituted in 15 μl of 70:30 H2O:MeCN containing 0.1% formic acid and centrifuged (5000 RCF for 2 min) prior to transfer of the supernatant into tapered plastic LC vials (ThermoFisher, UK).

### LC-MS and LC-MS/MS analysis of protein digests

Digests were analysed on a Dionex U3000 nanoLC coupled to a ThermoFisher LTQ FT Ultra mass spectrometer (a hybrid linear ion trap-Fourier transform ion cyclotron resonance (FTICR) instrument equipped with a 7 Tesla magnet). Samples were loaded onto a C18 Pepmap300 cartridge (10 mm, 300 Å, 5 μm particle size) and separated using a Thermo Scientific C18 Pepmap300 column (150 mm × 75 μm, 300 Å, 5 μm particle size) attached to a 30 μm Picotip emitter (New Objective) in the nanoESI MS source. The mobile phases A and B consisted of 95:5 water:MeCN (v/v) and 5:95 water:MeCN (v/v), respectively, and both contained 0.1% formic acid. Samples (3 µL) were injected in load-trapping mode. Peptides were eluted using a 30 min linear gradient of mobile phase B from 0 to 55% followed by 5 min at 90% B and 15 min column re-equilibration. The LTQ FT Ultra mass spectrometer was equipped with a standard ThermoFisher nanoESI source through which a 1.8 kV voltage was applied to the Picotip emitter. The inlet capillary of the mass spectrometer was held at 275 °C with a tube lens value of 145 V.

For the identification of peptides/proteins the mass spectrometer was operated in data dependent acquisition (DDA) mode on the five most intense ions per each survey scan. Ions were isolated in the linear ion trap within a window of *m/z* 8 and subjected to collision induced dissociation. Charge-state rejection of +1 ions was employed. The data were submitted to Search GUI database searches and results visualised in Peptide Shaker^72,73^. Parameters within Search GUI were as follows: MS Convert was used to generate.mgf data files using a 0.5 minimum peak spacing setting; X! Tandem was used for database searching with the following settings: Enzyme = Trypsin, Missed Cleavages = 2, Fixed Modifications = None, Variable Modifications = Carbamidomethylation of C, Oxidation of M, Precursor Tolerance = 0.5 Da, Product Tolerance = 0.5 Da, Fragment Ion Type = b/y, Charge State Range = +1 to +5. A FASTA decoy database file containing 250 sequences (forward and reverse) of common contaminant proteins together with the sequences of RAP2.3 and RAP2.12 was used for searches. For detailed examination of N-terminal modification of RAP2.3 and RAP2.12, data were analysed manually using Xcalibur software (ThermoFischer). Predicted peptides of interest masses and fragmented ion masses were calculated with:

http://db.systemsbiology.net:8080/proteomicsToolkit/FragIonServlet.html

### Statistical analyses

No statistical methods were used in predetermining sample size and experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. For experimental analyses at least three independent replicates with different original biological material are reported for each experiment and each experiment (excluding immunolocalizations) was repeated at least twice. All graphs were produced using Graphpad software (Version 9), which was also used to calculate standard deviation, *t*-test and one-way ANOVAs.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

### Source data

Source Data

## Data Availability

Data will to be shared upon request to Michael Holdsworth (). The RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE224694 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7029623). The mass spectrometry proteomics data used in this study are available in the ProteomeXchange Consortium via the PRIDE^74^ partner repository with the dataset identifier PXD039288. Source data are provided with this paper.

# Supplementary material for: ERFVII action and modulation through oxygen-sensing in Arabidopsis thaliana
**Source:** Nat Commun. 2023 Aug 3;14:4665. doi: 10.1038/s41467-023-40366-y
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

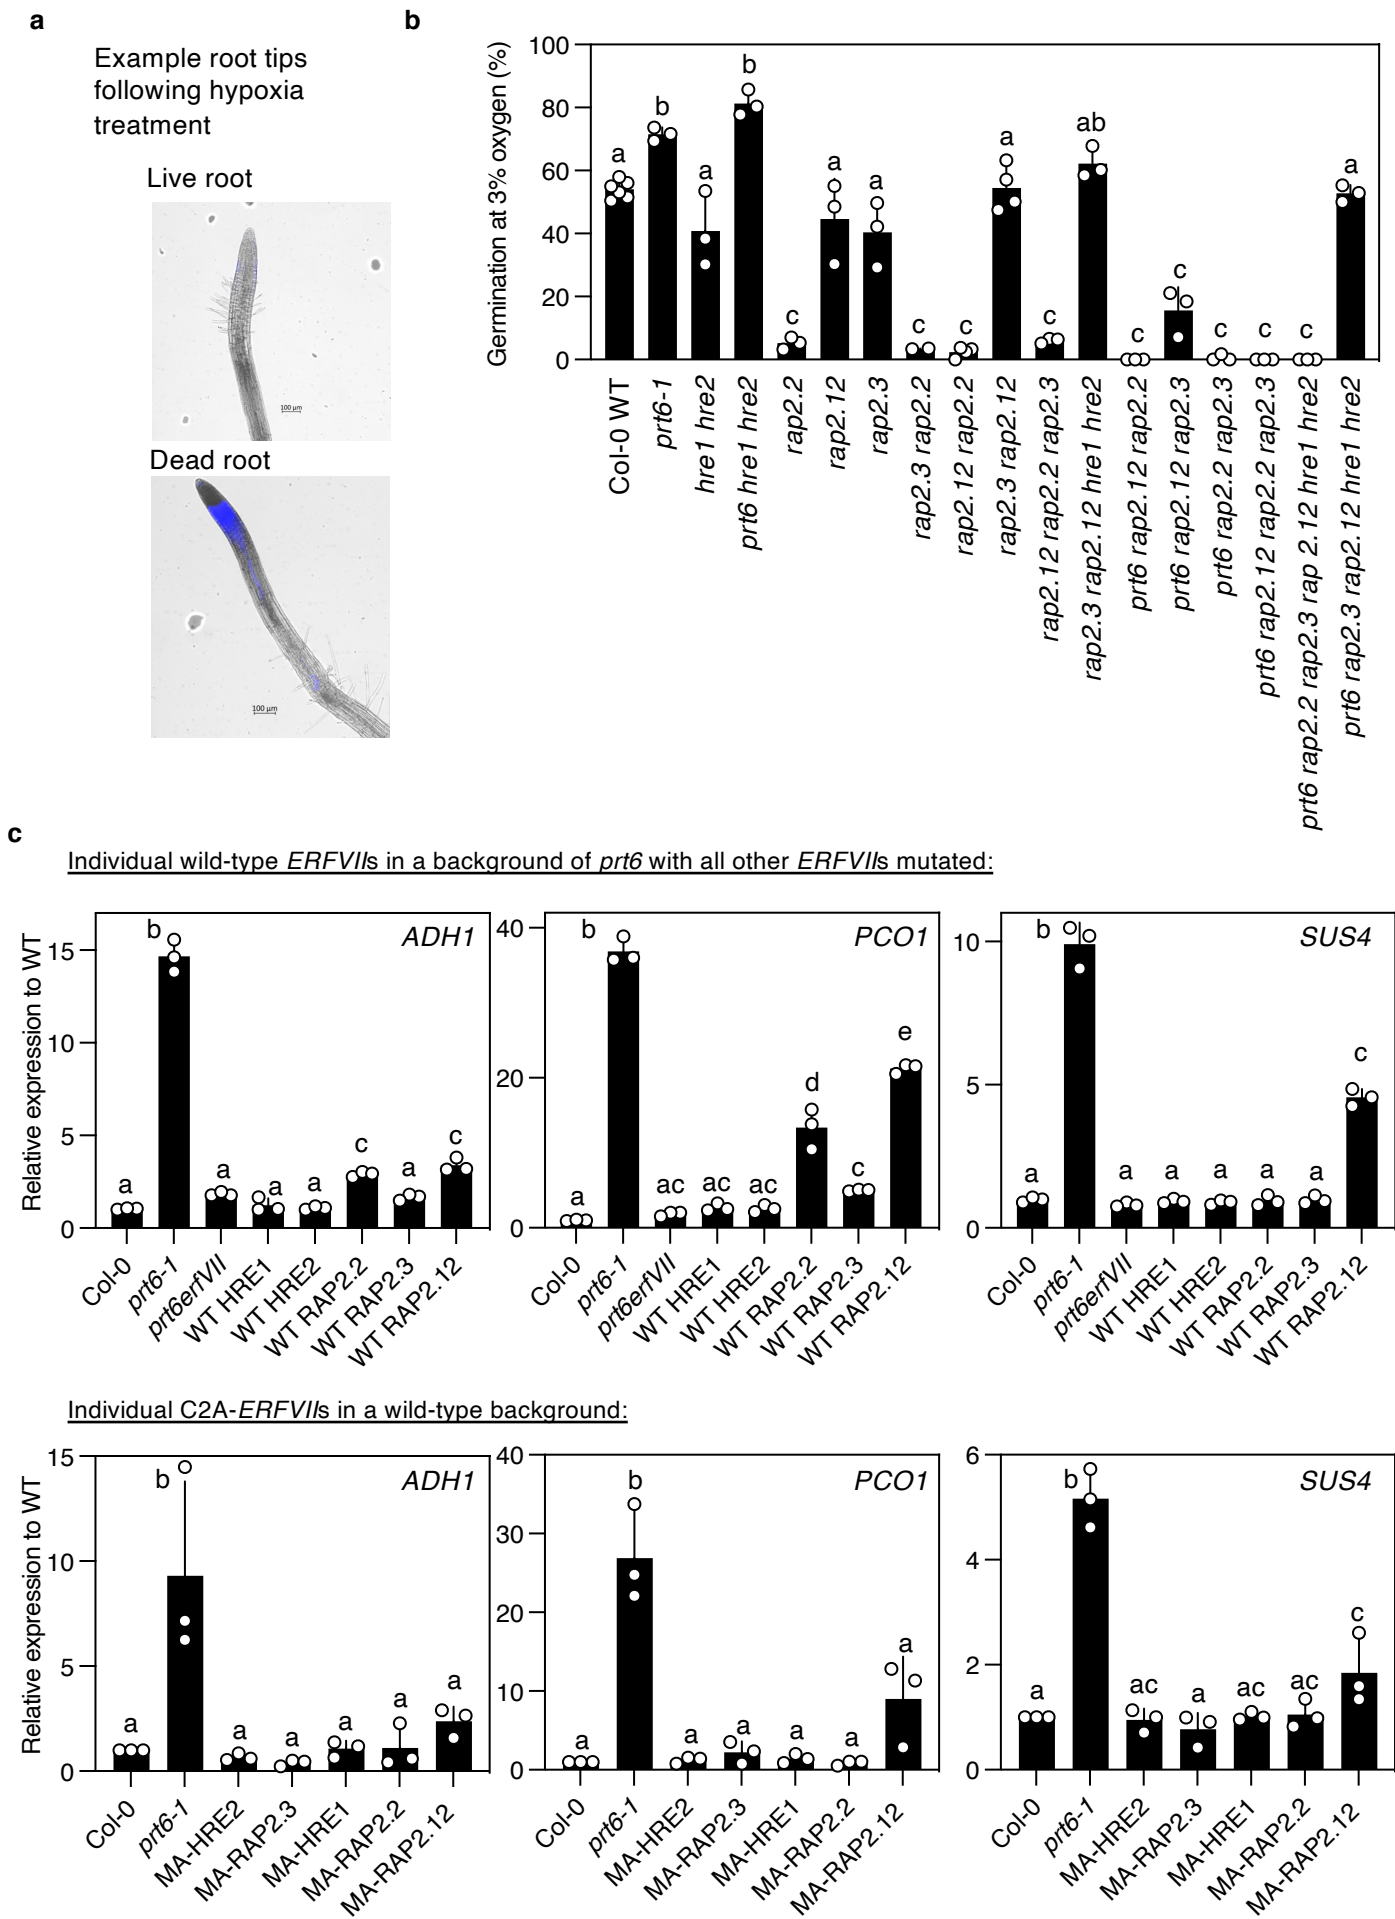

**Supplementary Figure 1: Influence of *ERFV*ls on hypoxia tolerance**

S1a: Trypan blue staining to show death of root tip cells comparing live (no staining) to dead (blue staining). Merged image with bright field is shown for two root tips following hypoxia treatment.

S1b: Germination under 3% ambient oxygen for wild-type and mutant seeds.

S1c: Expression of hypoxia-related genes *ADH1*, *PCO1* and *SUS4* in WT and mutant or transgenic seedlings in normoxia.

Means are plotted with SD, data were analysed by one-way ANOVA and different letters indicate significant differences (p-value < 0.05) (n= 3).

## Supplementary Figure 2

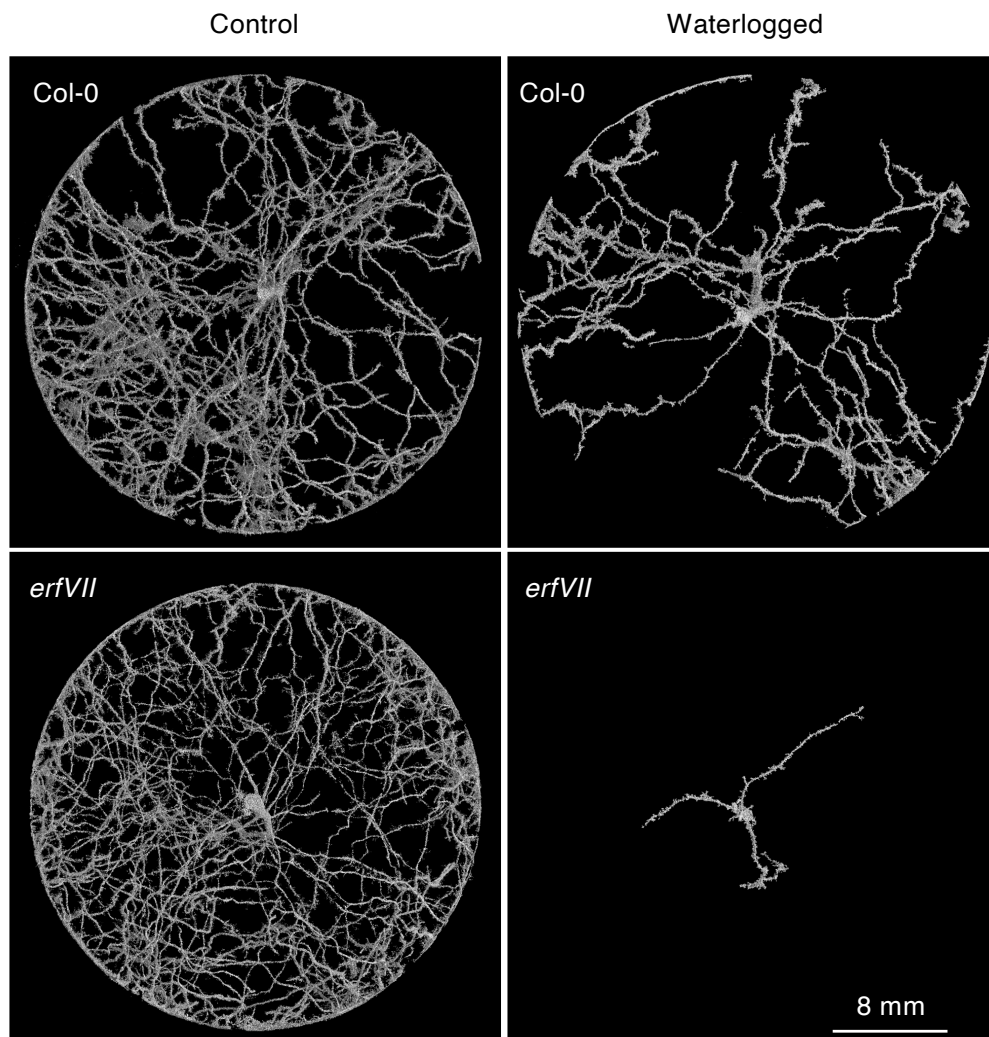

### Supplementary Figure 2: *ERFVII* role on root structure in waterlogged soil

Representative 3D rendered X-ray computed micro-tomography top view images of wild type (Col-0) and *erfVII* mutant roots grown in sandy-clay loam soil in control conditions or following waterlogging treatment for 7 days. Scale bar is 8 mm.

## Supplementary Figure 3

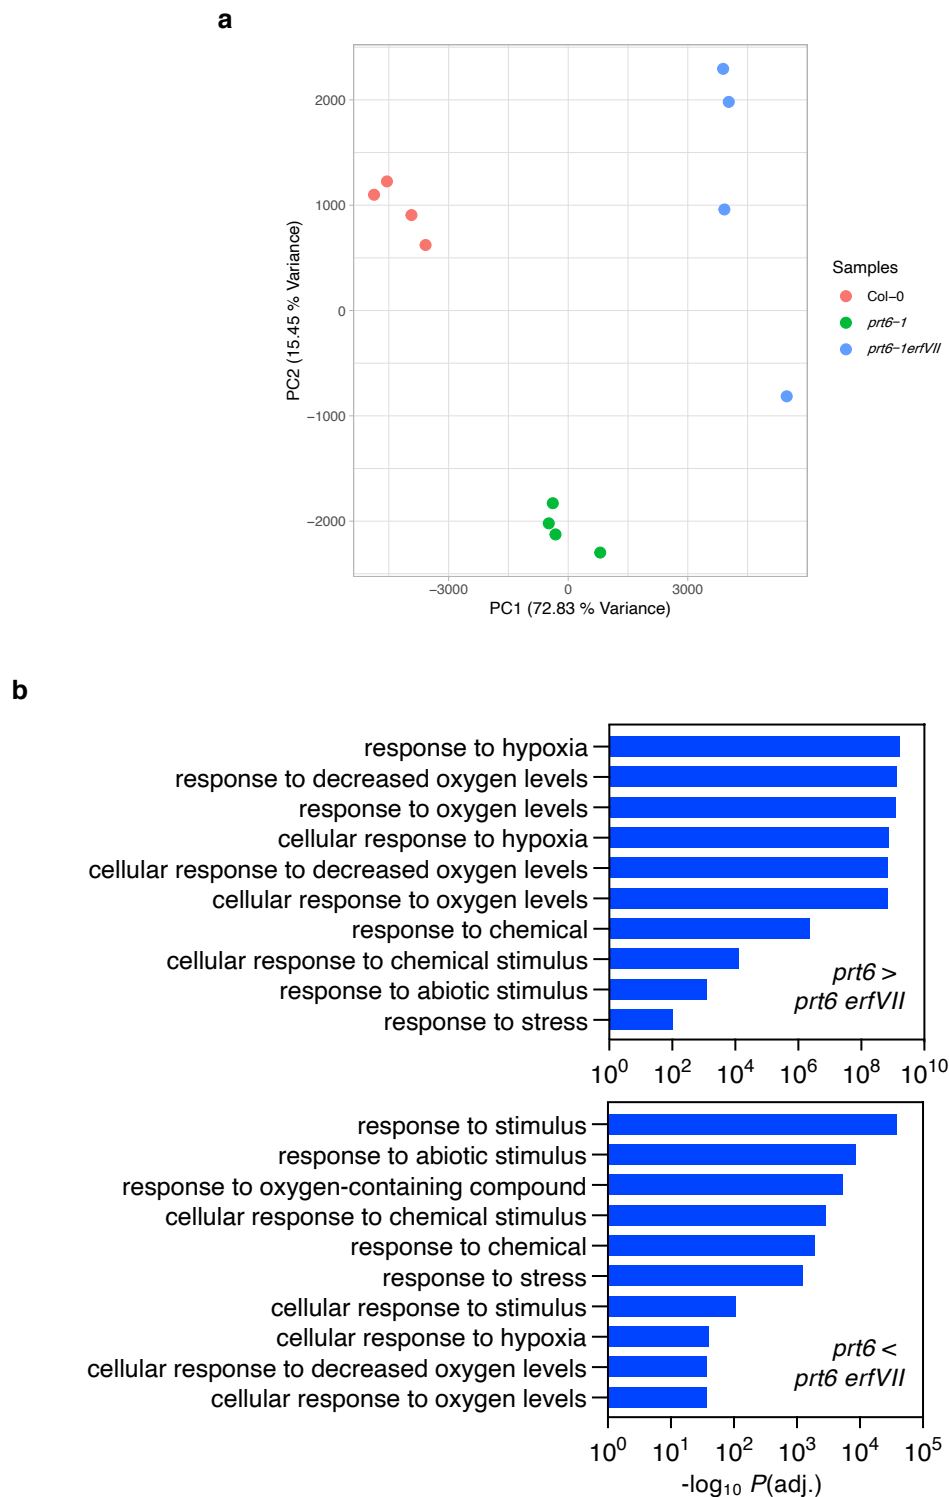

### Supplementary Figure 3: Transcriptome analysis of ERFVII effect on genome expression

a. Principal component analysis for replicates of RNA samples used in transcriptome comparisons. 

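Within a genotype, libraries lay between 31.2 and 34.3 units from their centroid in Col-0, between 28.5 and 37.7 units in the libraries labelled prt6 and between 28.8 and 39.2 units in prt6 erfVII, on the log2 CPM over all components. The library farthest from its centroid was prt6 erfVII replicate 2. Among the libraries labelled prt6 it was replicate 2, and replicate 4 was the second farthest at 35.1 units.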

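On log2 CPM, components 1 and 2 together carried 58.5% of the variance of the 12 libraries. On normalized counts without a log, they carried 88.2%, component 1 with 60.8% and component 2 with 27.5%. On that scale a few abundant genes set the components: 10 genes of light-harvesting proteins, led by LHB1B2 and CAB1, accounted for 54.1% of component 1. The 500 most variable genes gave 71.5%.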

Principal components 1 and 2 are shown, that represent 88.28% of total variance.

b. Overlap of genes from *prt6* vs *prt6 erfVII* that both contain HRPE in promoter or genomic coding regions and are bound by HRE2 in ChIP experiments with seedlings (Lee and Bailey-Serres Plant Cell 31, 2573-2595, doi:10.1105/tpc.19.00463 (2019).  $p < 0.05$ , Fisher's one-tailed test. See Table S11.

**Supplementary Figure 4**

**a**

Ubiquitin Fusion Technique (UFT) cleavage of the pro-protein in transgenic plants:

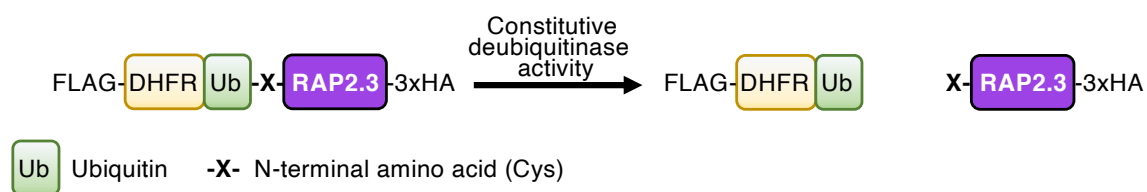

**b**

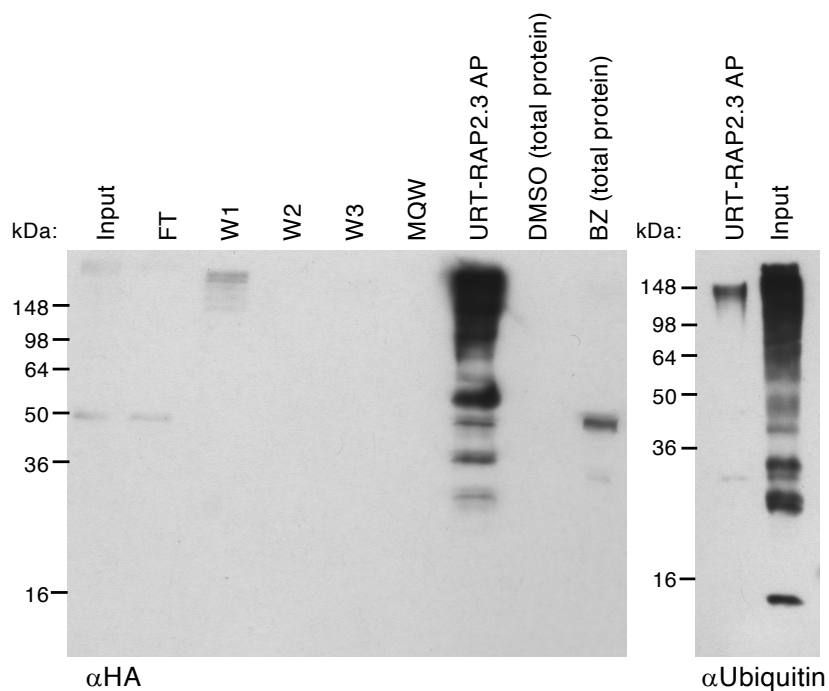

**c**

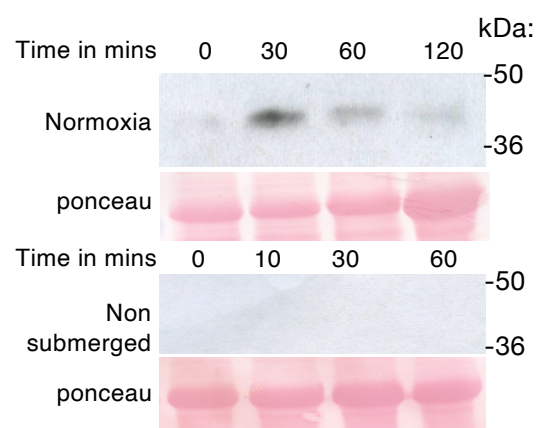

**d**

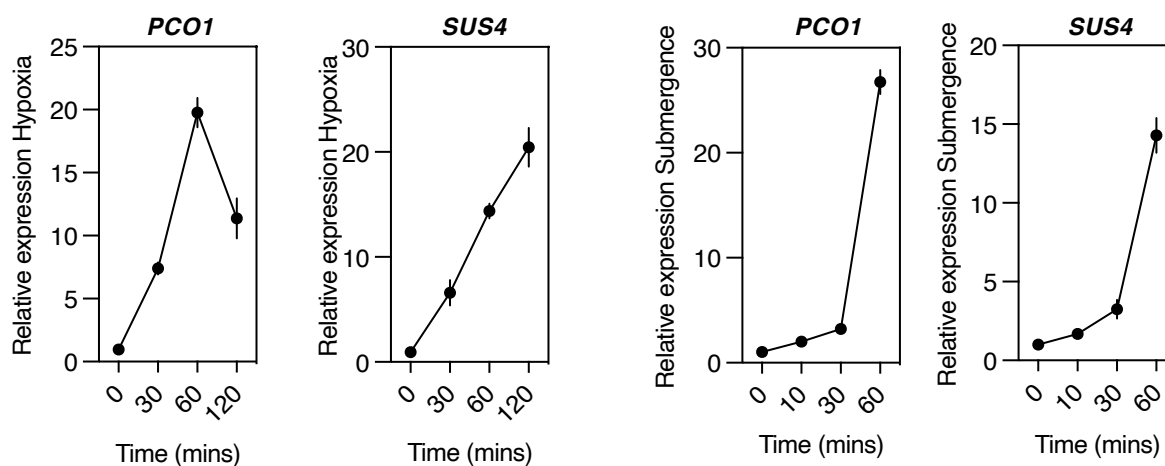

**e**

Kinetics of RAP2.3 stability during submergence and dark from 35S:RAP2.3<sup>3xHA</sup>

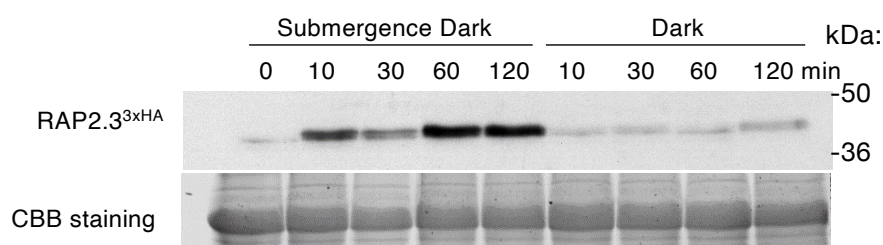

**Supplementary Figure 4: Gene expression and protein abundance in response to reduced oxygen conditions**

- a. Diagram of the UFT:RAP2.3<sup>3xHA</sup> construct used to analyse stability of RAP2.3. Ub, ubiquitin; X-, first amino-acid of the test protein.
- b. Western blots showing polyubiquitination of RAP2.3<sup>3xHA</sup> in vivo. Transgenic plants expressing RAP2.3<sup>3xHA</sup> were used for immunoprecipitation with anti-HA magnetic beads. Anti-HA and anti-ubiquitin antibodies were used to detect polyubiquitinated RAP2.3 in vivo. Input, total protein extract; FT, flow through; W1-W3, phosphate buffer saline washes; MWQ, molecular grade water wash.
- c. Western blot analysis of RAP2.3<sup>3xHA</sup> abundance in control WT seedlings for hypoxia (normoxia in Fig. 4c) and non-submerged (submerged in Fig. 4c) seedlings. Ponceau staining is shown.
- d. Time-course of expression of low-oxygen responsive transcripts *PCO1* and *SUS4* in WT seedlings in response to submergence or hypoxia treatment. Means are plotted with SD (n=3).
- e. Time-course Western blot analysis of RAP2.3<sup>3xHA</sup> abundance in WT seedlings in response to submergence treatment, derived from the *35S:RAP2.3<sup>3xHA</sup>* transgene 15. CBB Coomassie brilliant blue stained gel.

Supplementary Figure 5

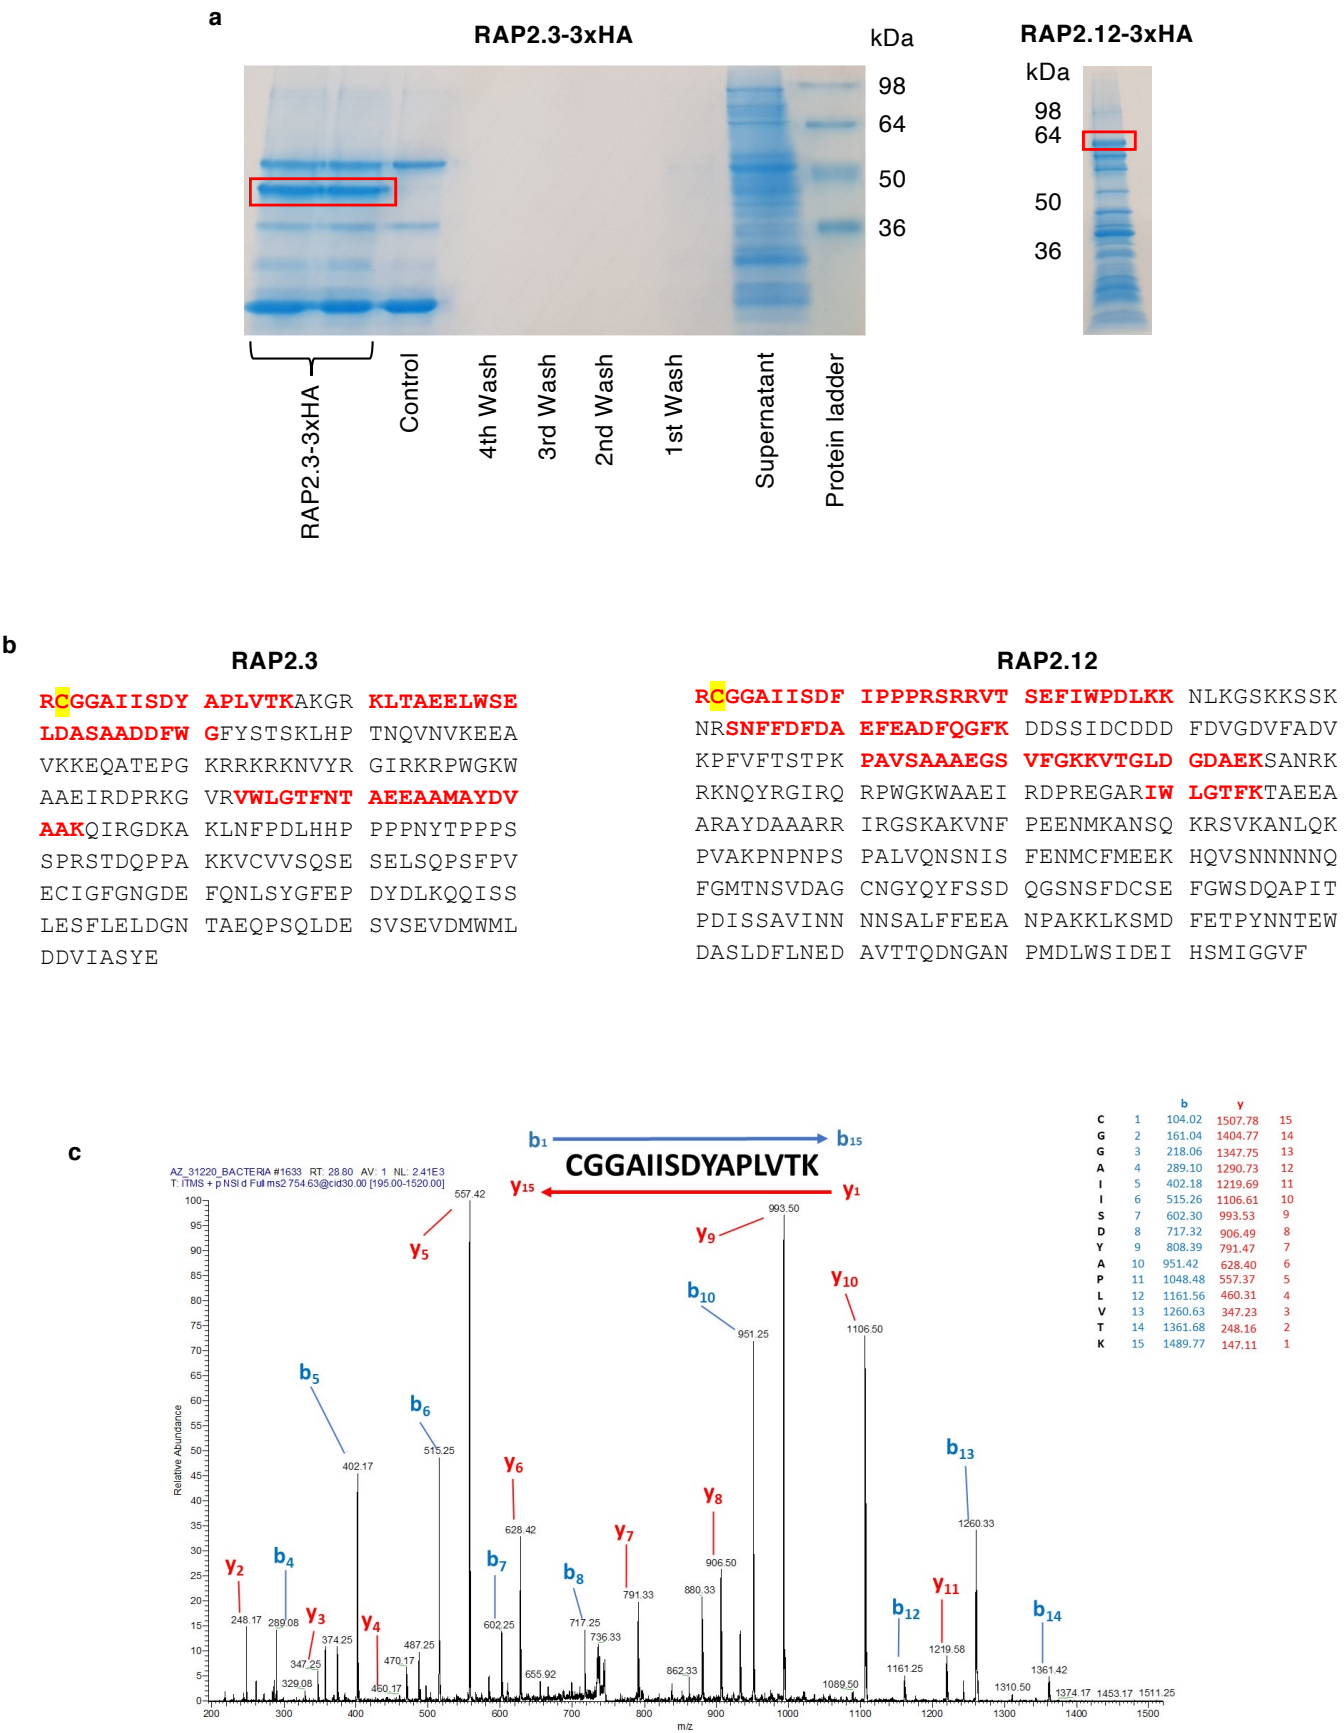

# Supplementary Figure 5 (cont)

d

## RAP2.3: RC<sup>3ox</sup>GGAISDYAPLVTK

AZ\_240321\_RAP23\_18Owater\_UltraZoom  
F: ITMS + p NSI u SIM ms [831.50-881.50]

#2032-2053 RT: 48.48-48.95 AV: 11 NL: 1.12E4

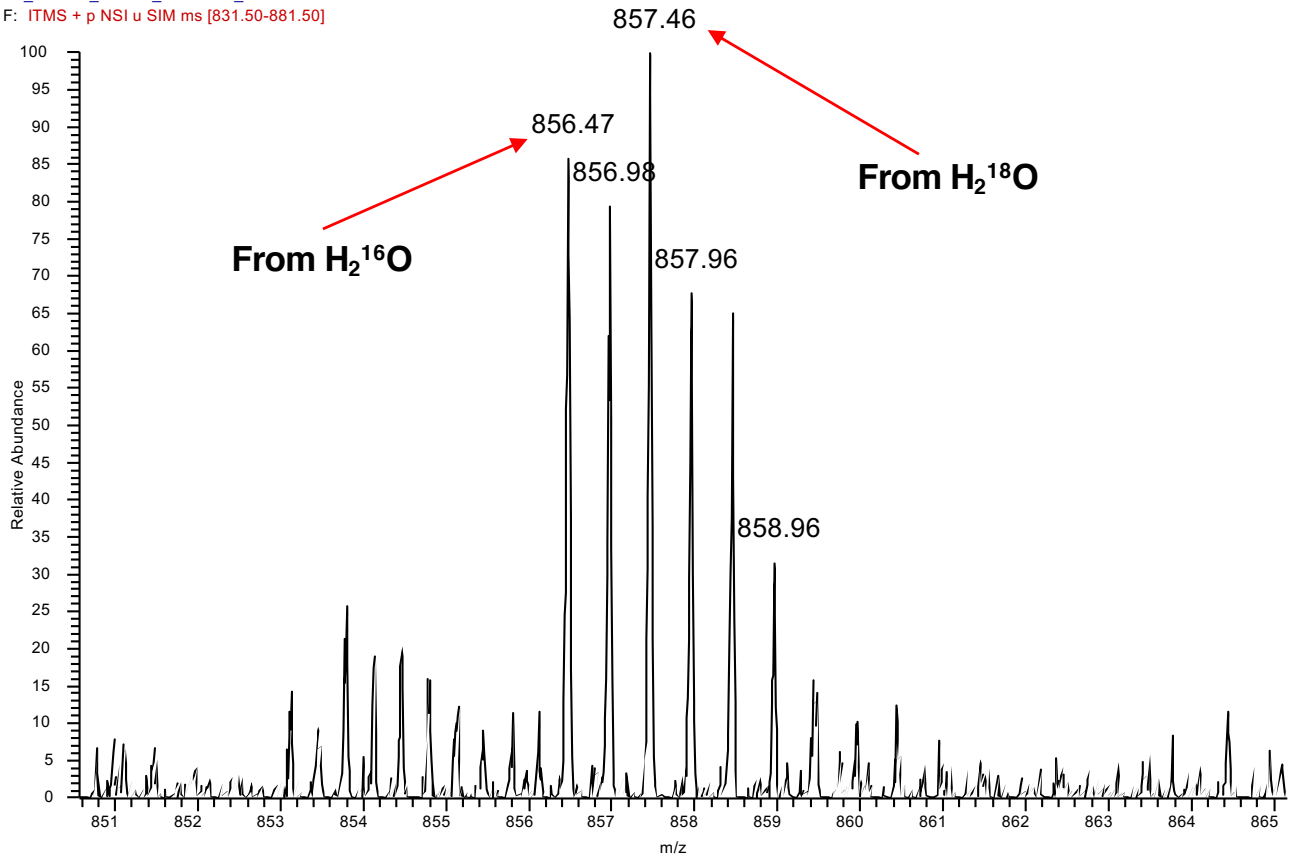

e

## RC<sup>3ox</sup>GGAISDYAPLVTK

|                  | b  | y       |
|------------------|----|---------|
| R <sup>3ox</sup> | 1  | 157.11  |
| C                | 2  | 308.12  |
| G                | 3  | 365.14  |
| A                | 4  | 422.16  |
| I                | 5  | 493.20  |
| S                | 6  | 606.28  |
| D                | 7  | 719.37  |
| Y                | 8  | 806.40  |
| P                | 9  | 921.42  |
| L                | 10 | 1084.49 |
| V                | 11 | 1155.53 |
| T                | 12 | 1252.58 |
| K                | 13 | 1365.66 |
|                  | 14 | 1464.73 |
|                  | 15 | 1565.78 |
|                  | 16 | 1693.87 |

AZ\_240321\_RAP23\_18Owater\_UltraZoom #2032-2053 RT: 48.48-48.95 AV: 11 NL: 1.12E4  
F: ITMS + p NSI u SIM ms [831.50-881.50]

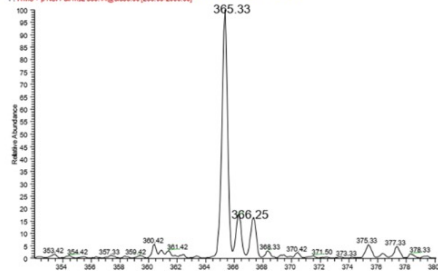

AZ\_240321\_RAP23\_18Owater\_UltraZoom #2032-2053 RT: 48.48-48.95 AV: 11 NL: 1.12E4  
F: ITMS + p NSI u SIM ms [831.50-881.50]

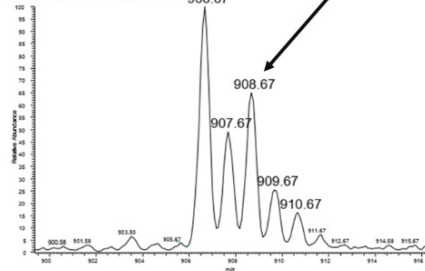

AZ\_240321\_RAP23\_18Owater\_UltraZoom #2032-2053 RT: 48.48-48.95 AV: 11 NL: 1.12E4  
F: ITMS + p NSI u SIM ms [831.50-881.50]

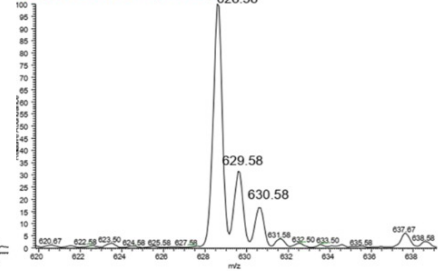

## Supplementary Figure 5: Analysis of the chemical structure at the amino-terminus of RAP2.3 and RAP2.12

- Coomassie Blue stained SDS-PAGE gel showing RAP2.3<sup>3xHA</sup> and RAP2.12<sup>3xHA</sup> purified following coupled in vitro transcription/translation in a wheat germ extract. The purification scheme including 4 washed is shown for RAP2.3<sup>3xHA</sup>, for RAP2.12<sup>3xHA</sup> just the final purified eluate is shown. Bands excised for MS analysis are indicated in red boxes.
- Identification of HA-affinity purified protein bands as RAP2.3 and RAP2.12 based on SearchGUI database searches of LC-MS/MS data. High quality MS/MS hits for 9 peptides were recorded for each protein, and the coverage indicated in red on each sequence. Associated spectra in Supplementary Data 1.
- MS/MS spectra of the Nt tryptic peptides of RAP2.3HIS ([M+2H]<sup>2+</sup> = m/z 754.4) following expression in *E. coli*.
- LC-MS analysis of the tryptic digest of RAP2.3<sup>3xHA</sup> synthesised in the presence of 40% H<sub>2</sub><sup>18</sup>O.
- RAP2.3<sup>3xHA</sup> MS/MS analysis on the [M+2H]<sup>2+</sup> precursor ions at m/z 856.5/857.5 showing <sup>18</sup>O incorporation into the carboxylate group of Asp-9 and no <sup>18</sup>O incorporation into Cys2.

# Supplementary material for: ERFVII action and modulation through oxygen-sensing in Arabidopsis thaliana
**Source:** Nat Commun. 2023 Aug 3;14:4665. doi: 10.1038/s41467-023-40366-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1.** Statistically significant differentially regulated genes between Col-0 and *prt6 erfVII*

**Supplementary Data 2.** Statistically significant differentially regulated genes between Col-0 and *prt6-1*

**Supplementary Data 3.** Statistically significant differentially regulated genes between *prt6-1* and *prt6 erfVII*

**Supplementary Data 4.** GO and KEGG pathway analysis for *prt6* > *prt6 erfVII* genes more than 2 fold upregulated; Fisher's one-tailed test (p<0.05).

**Supplementary Data 5.** GO and KEGG pathway analysis for *prt6* < *prt6 erfVII* genes more than 2 fold upregulated; Fisher's one-tailed test (p<0.05).

**Supplementary Data 6.** Fold difference transcript levels in transcriptome comparisons for a set of 49 core hypoxia genes.

**Supplementary Data 7.** Identification of HRPE elements in the genomic locus region of genes *prt6* > *prt6 erfVII*.

**Supplementary Data 8.** Identification of HRPE elements in the genomic locus region of genes *prt6* < *prt6 erfVII*.

**Supplementary Data 9.** Identification of HRPE elements in the -1000 promoter region of genes *prt6* > *prt6 erfVII*.

**Supplementary Data 10.** Identification of HRPE elements in the -1000 promoter region of genes *prt6* < *prt6 erfVII*.

**Supplementary Data 11.** Overlap of genes from *prt6* vs *prt6 erfVII* that both contain HRPE in promoter or genomic coding region and are bound by HRE2 in ChIP; Fisher's one-tailed test (p<0.05).

**Supplementary Data 12.** FASTA sequences and RAP2.3 and RAP2.12 search spectra.

**Supplementary Data 13.** List of oligonucleotide primers used for qRT-PCR.

**Supplementary Movie 1.** 3D rendered X-ray computed micro-tomography movie showing a comparison between four-week-old wild-type (Col-0) and *erfVII* mutant roots grown in sandyclay loam soil under control conditions.

**Supplementary Movie 2.** 3D rendered X-ray computed micro-tomography movie showing a comparison between four-week-old wild-type (Col-0) and *erfVII* mutant roots grown in sandyclay loam and waterlogged for 7 days.

# Supplementary material for: ERFVII action and modulation through oxygen-sensing in Arabidopsis thaliana
**Source:** Nat Commun. 2023 Aug 3;14:4665. doi: 10.1038/s41467-023-40366-y

**Supplementary Data 12:** **FASTA sequences and** **RAP2.3 and RAP2.12 search spectra**

A. FASTA sequences for RAP2.3 and RAP2.12:

>RAP2.3

MCGGAIISDY APLVTKAKGR KLTAEELWSE LDASAADDFW GFYSTSKLHP TNQVNVKEEA VKKEQATEPG KRRKRKNVYR GIRKRPWGKW AAEIRDPRKG VRVWLGTFNT AEEAAMAYDV AAKQIRGDKA KLNFPDLHHP PPPNYTPPPS SPRSTDQPPA KKVCVVSQSE SELSQPSFPV ECIGFGNGDE FQNLSYGFEP DYDLKQQISS LESFLELDGN TAEQPSQLDE SVSEVDMWML DDVIASYE

>RAP2.12

RCGGAIISDF IPPPRSRRVT SEFIWPDLKK NLKGSKKSSK NRSNFFDFDA EFEADFQGFK DDSSIDCDDD FDVGDVFADV KPFVFTSTPK PAVSAAAEGS VFGKKVTGLD GDAEKSANRK RKNQYRGIRQ RPWGKWAAEI RDPREGARIW LGTFKTAEEA ARAYDAAARR IRGSKAKVNF PEENMKANSQ KRSVKANLQK PVAKPNPNPS PALVQNSNIS FENMCFMEEK HQVSNNNNNQ FGMTNSVDAG CNGYQYFSSD QGSNSFDCSE FGWSDQAPIT PDISSAVINN NNSALFFEEA NPAKKLKSMD FETPYNNTEW DASLDFLNED AVTTQDNGAN PMDLWSIDEI HSMIGGVF

**B. RAP2.3 and RAP2.12 search spectra**

RAP2.3 expressed in wheat germ extract

**RCGGAIISDY APLVTK**AKGR **KLTAEELWSE LDASAADDFW G**FYSTSKLHP TNQVNVKEEA VKKEQATEPG KRRKRKNVYR GIRKRPWGKW AAEIRDPRKG VR**VWLGTFNT AEEAAMAYDV AAK**QIRGDKA KLNFPDLHHP PPPNYTPPPS SPRSTDQPPA KKVCVVSQSE SELSQPSFPV ECIGFGNGDE FQNLSYGFEP DYDLKQQISS LESFLELDGN TAEQPSQLDE SVSEVDMWML DDVIASYE

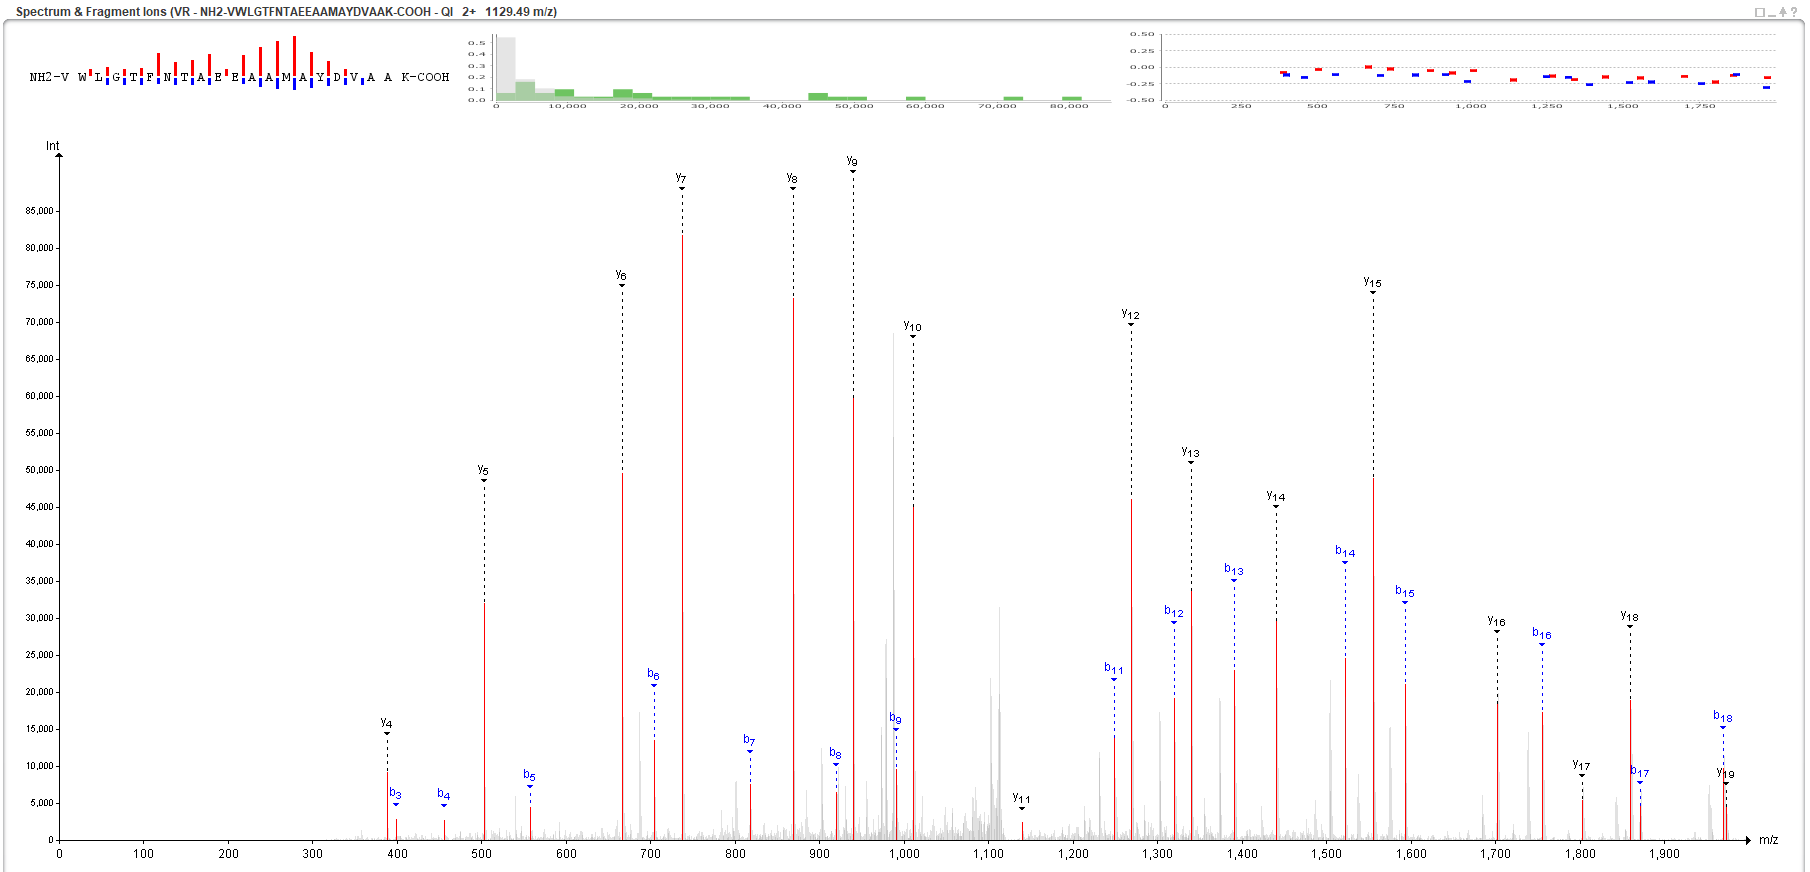

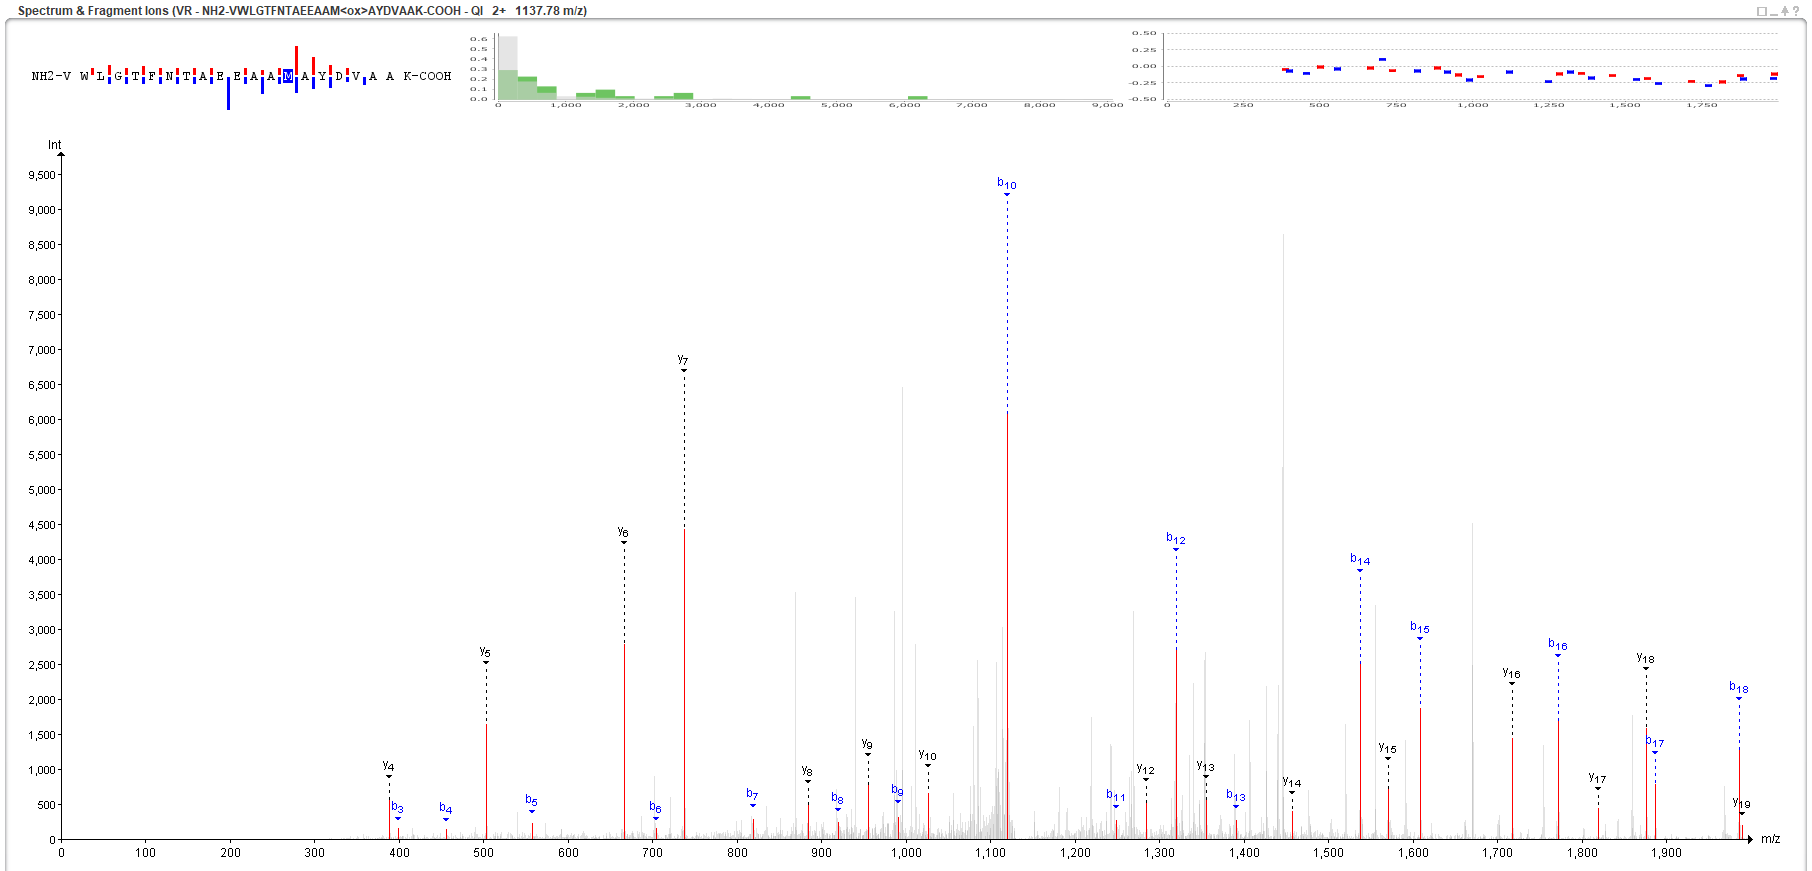

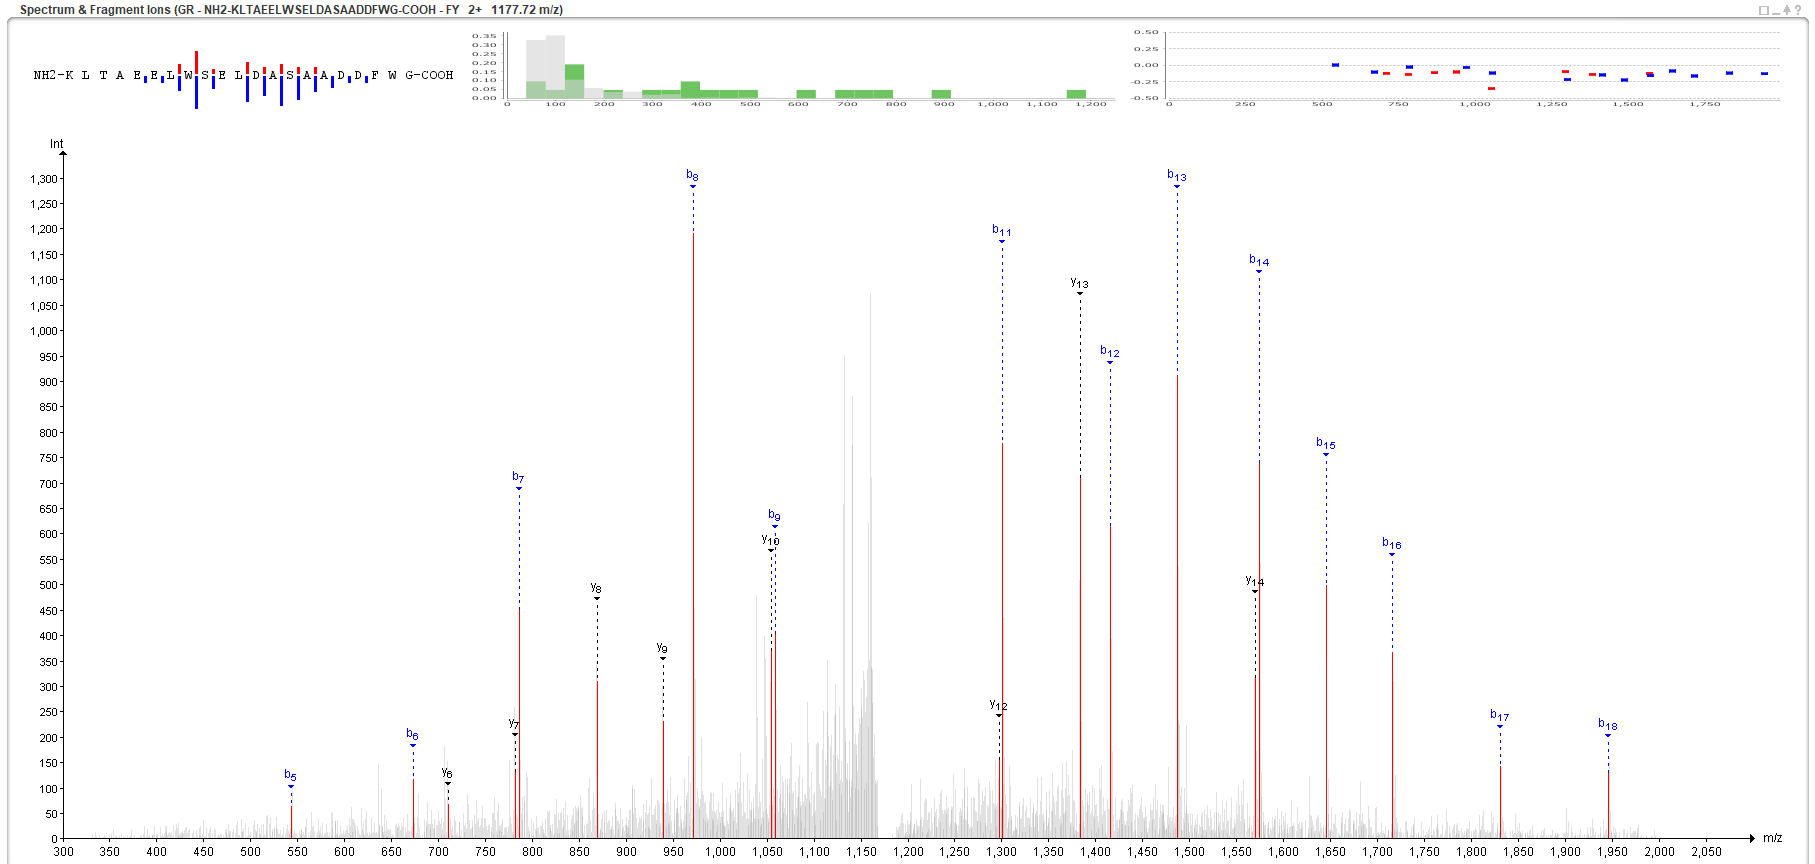

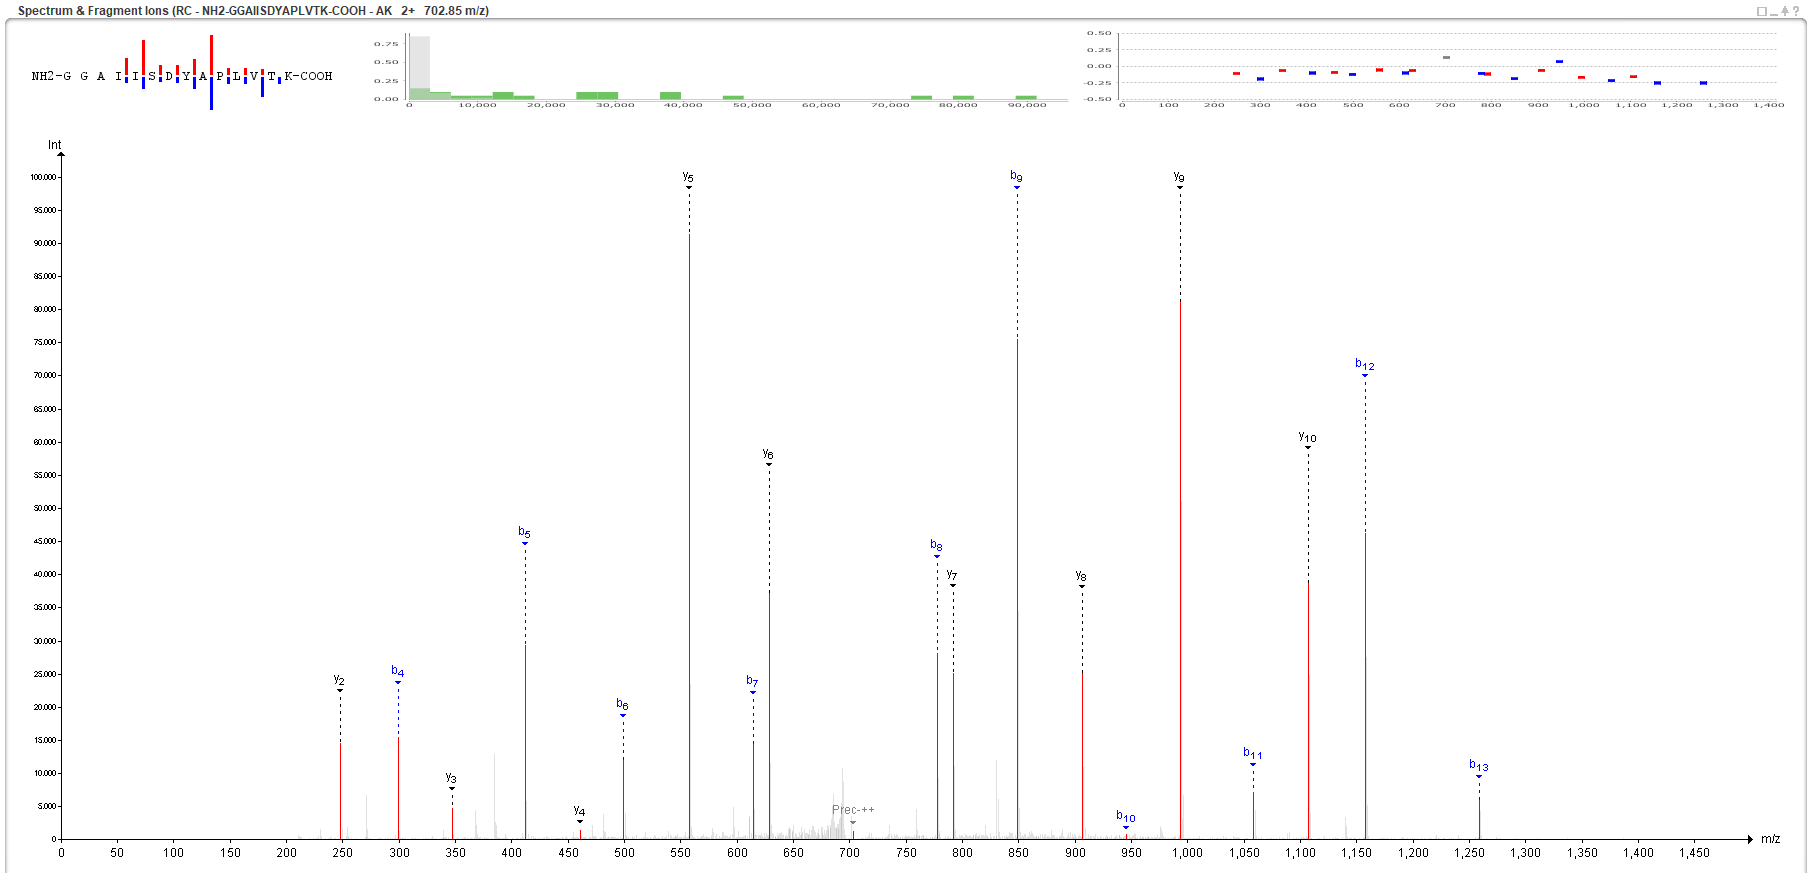

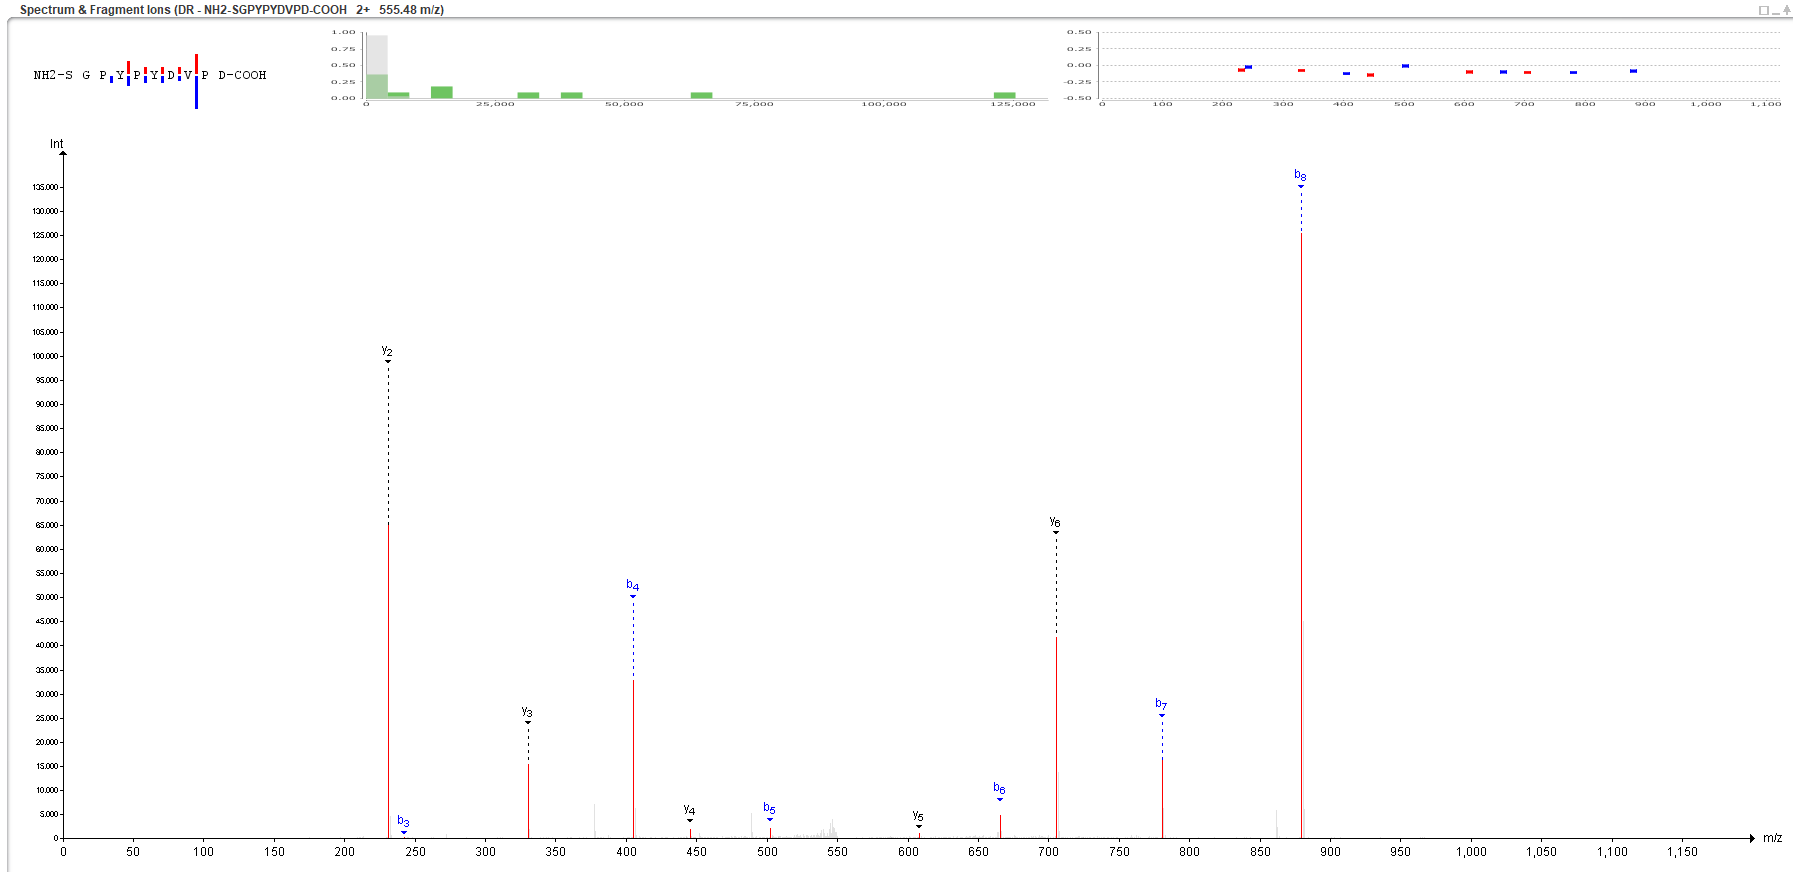

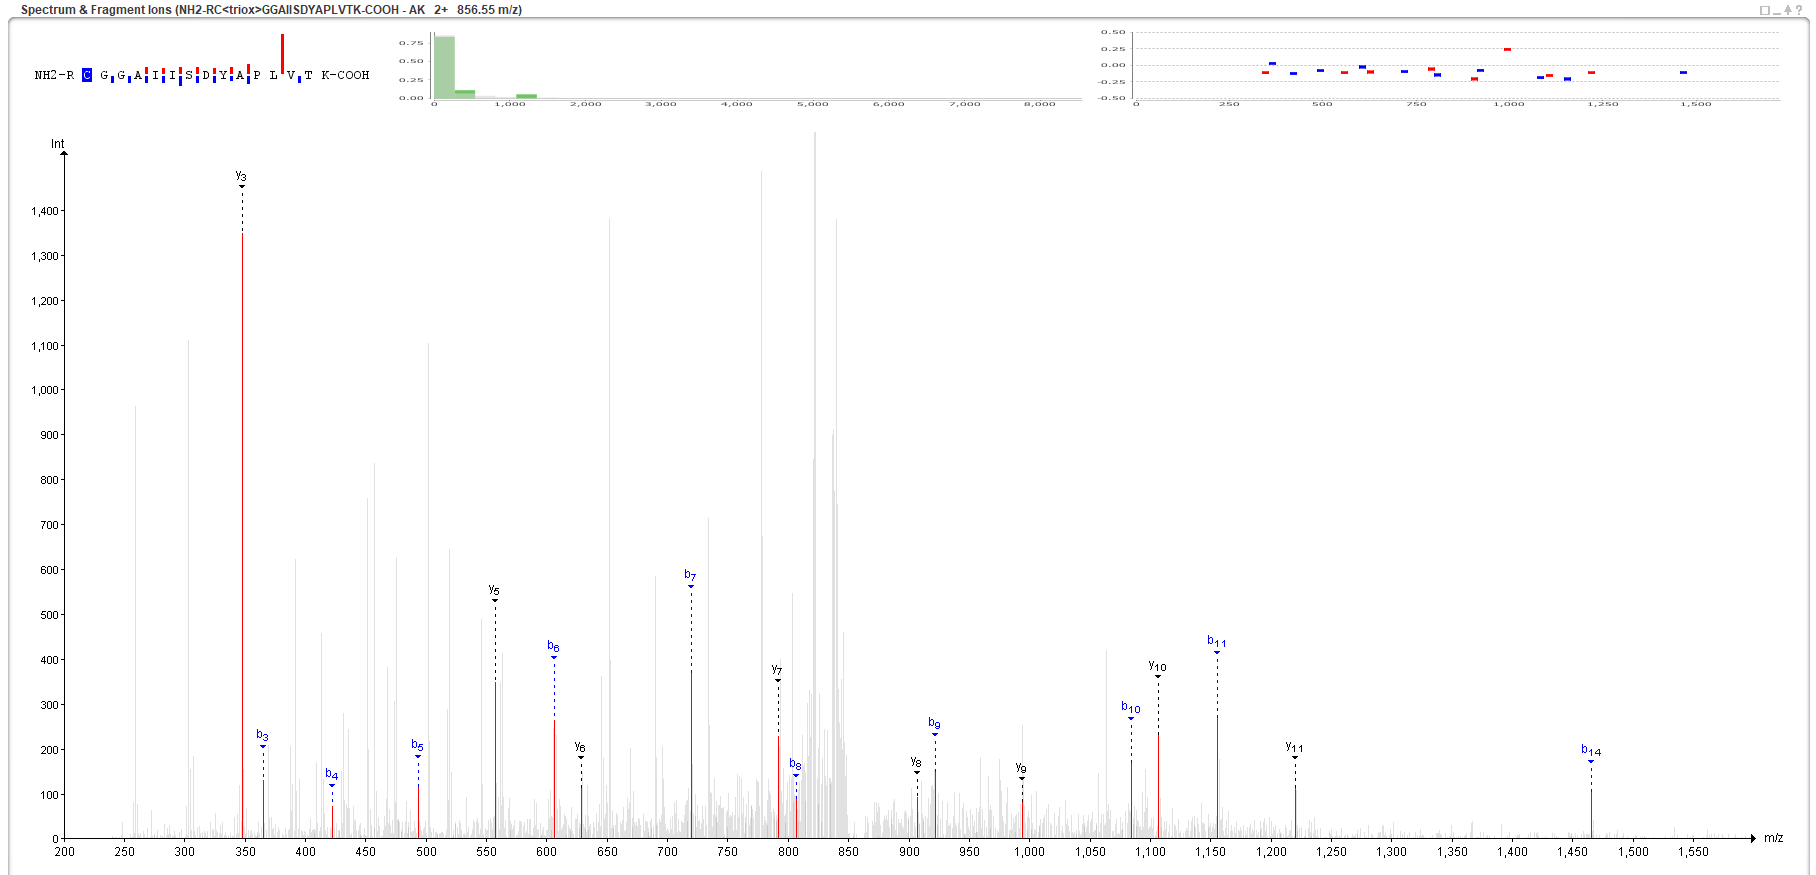

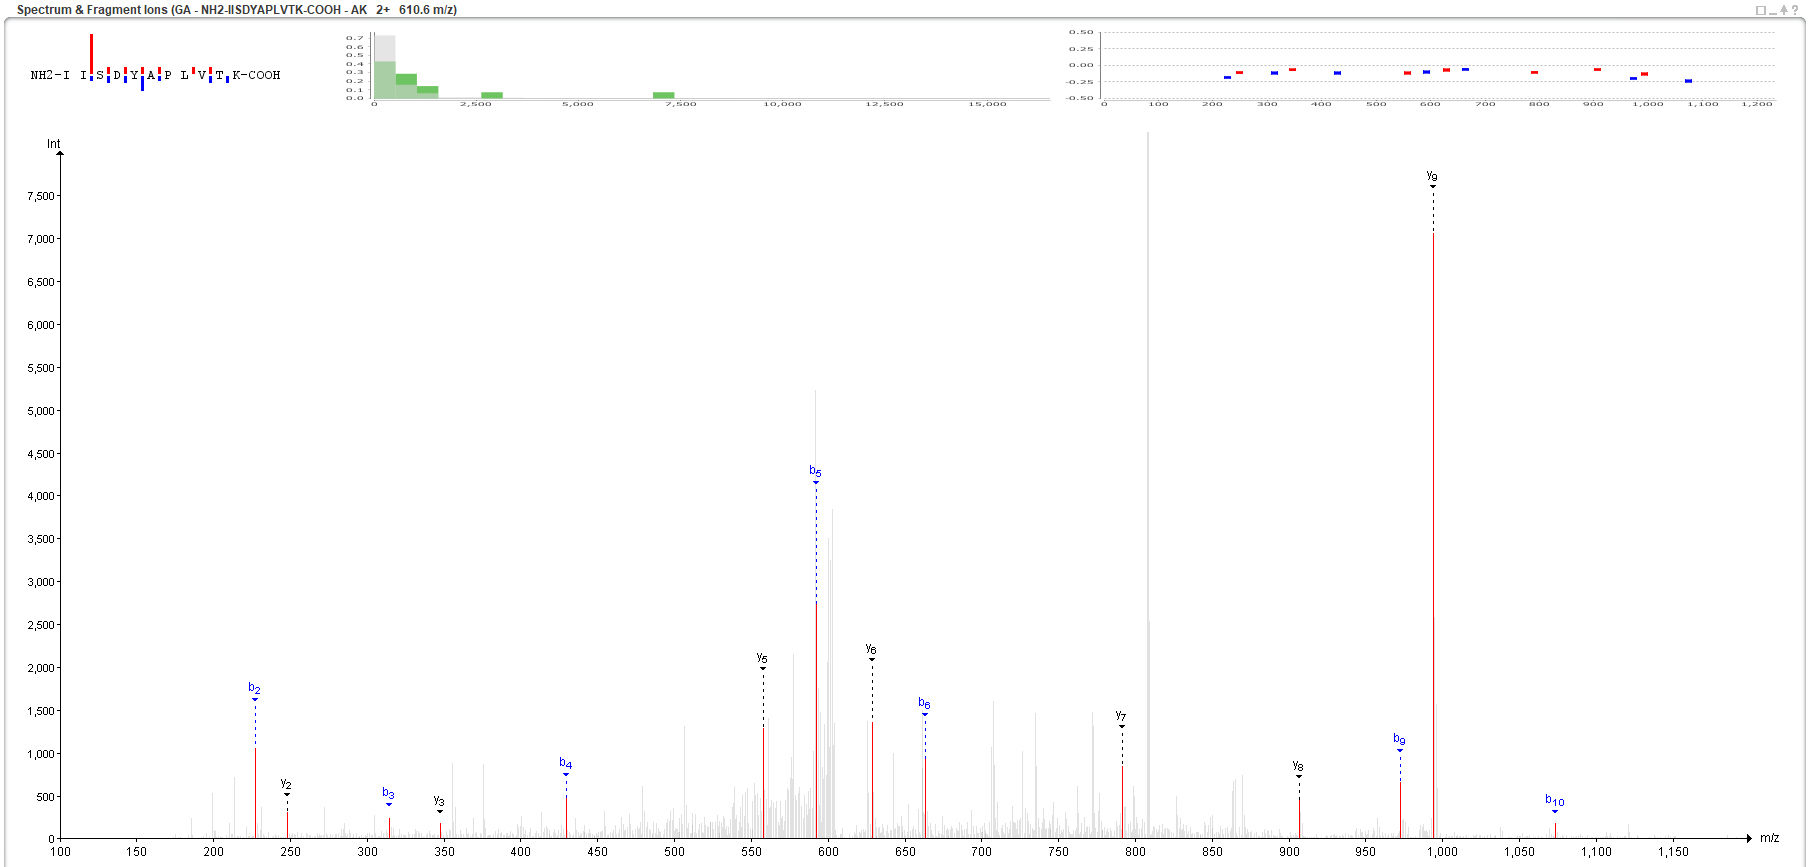

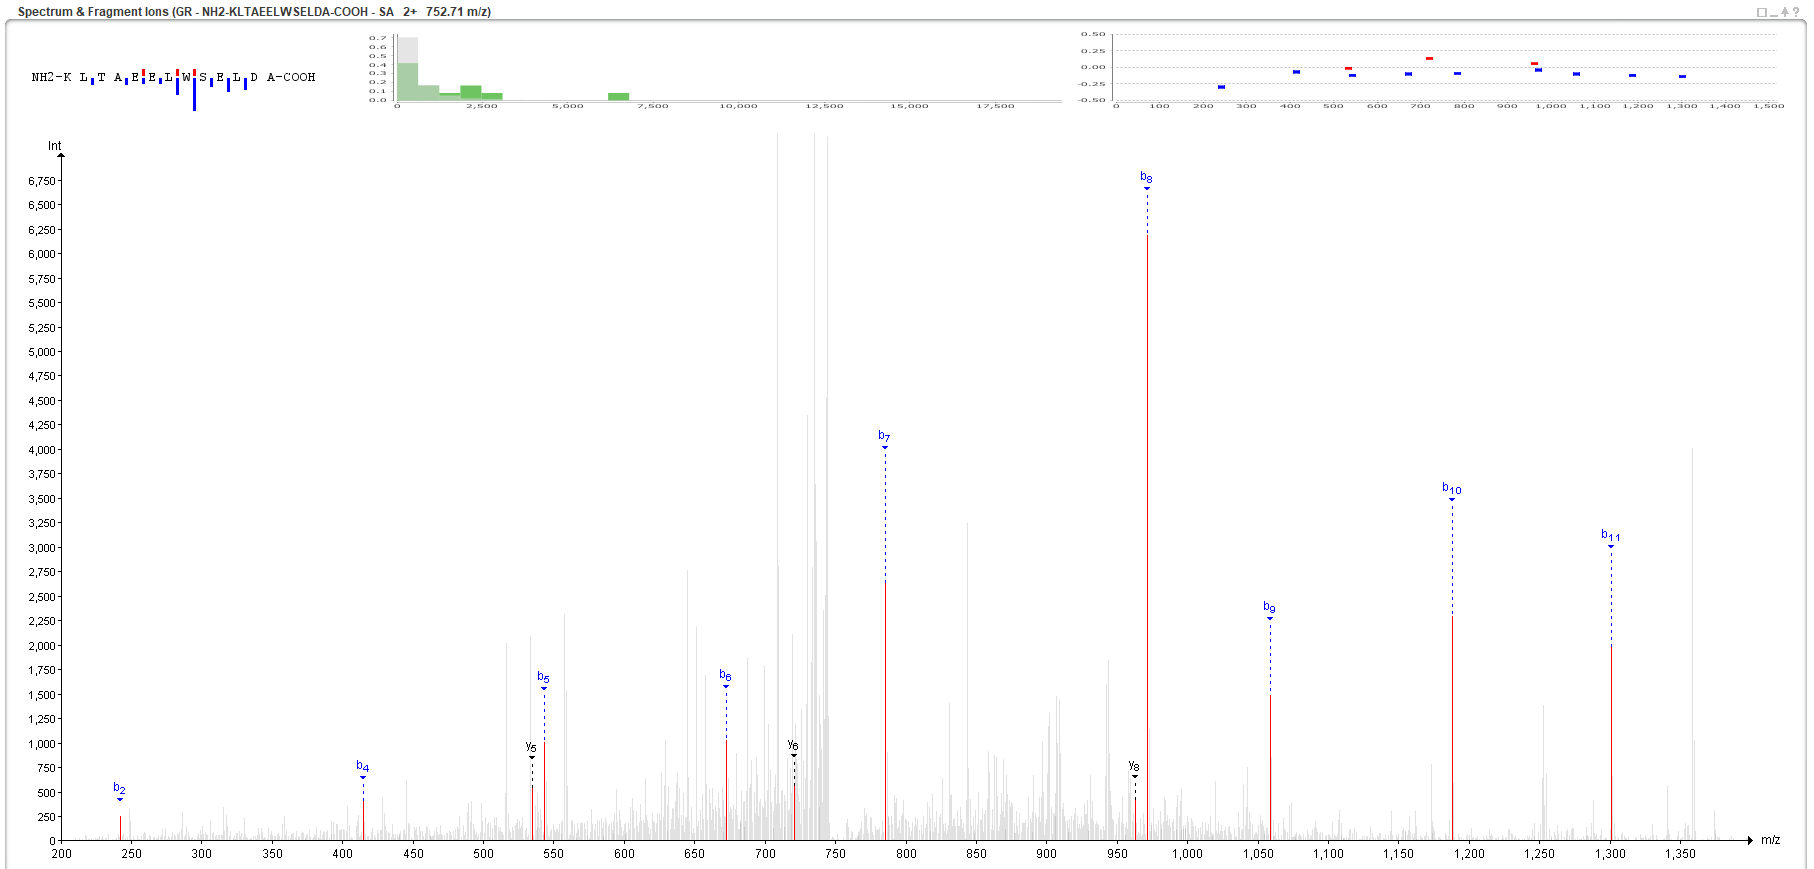

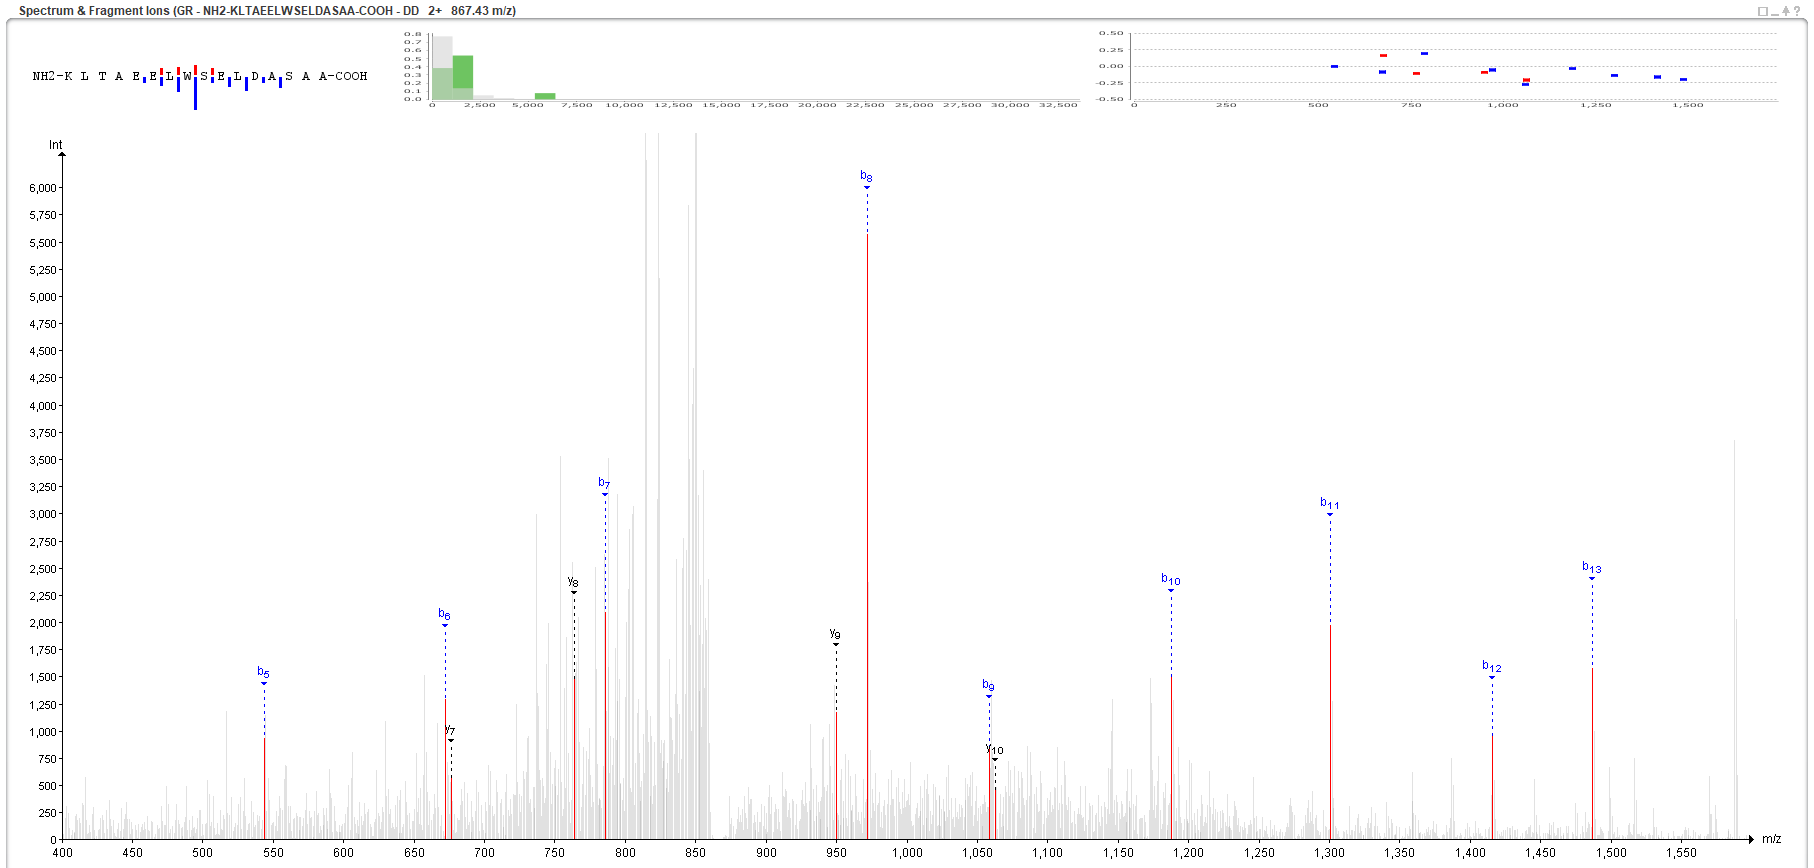

RAP2.12 expressed in wheat germ extract

**RCGGAIISDF IPPPRSRRVT SEFIWPDLKK** NLKGSKKSSK NR**SNFFDFDA EFEADFQGFK** DDSSIDCDDD FDVGDVFADV KPFVFTSTPK **PAVSAAAEGS VFGKKVTGLD GDAEK**SANRK RKNQYRGIRQ RPWGKWAAEI RDPREGAR**IW LGTFK**TAEEA ARAYDAAARR IRGSKAKVNF PEENMKANSQ KRSVKANLQK PVAKPNPNPS PALVQNSNIS FENMCFMEEK HQVSNNNNNQ FGMTNSVDAG CNGYQYFSSD QGSNSFDCSE FGWSDQAPIT PDISSAVINN NNSALFFEEA NPAKKLKSMD FETPYNNTEW DASLDFLNED AVTTQDNGAN PMDLWSIDEI HSMIGGVF

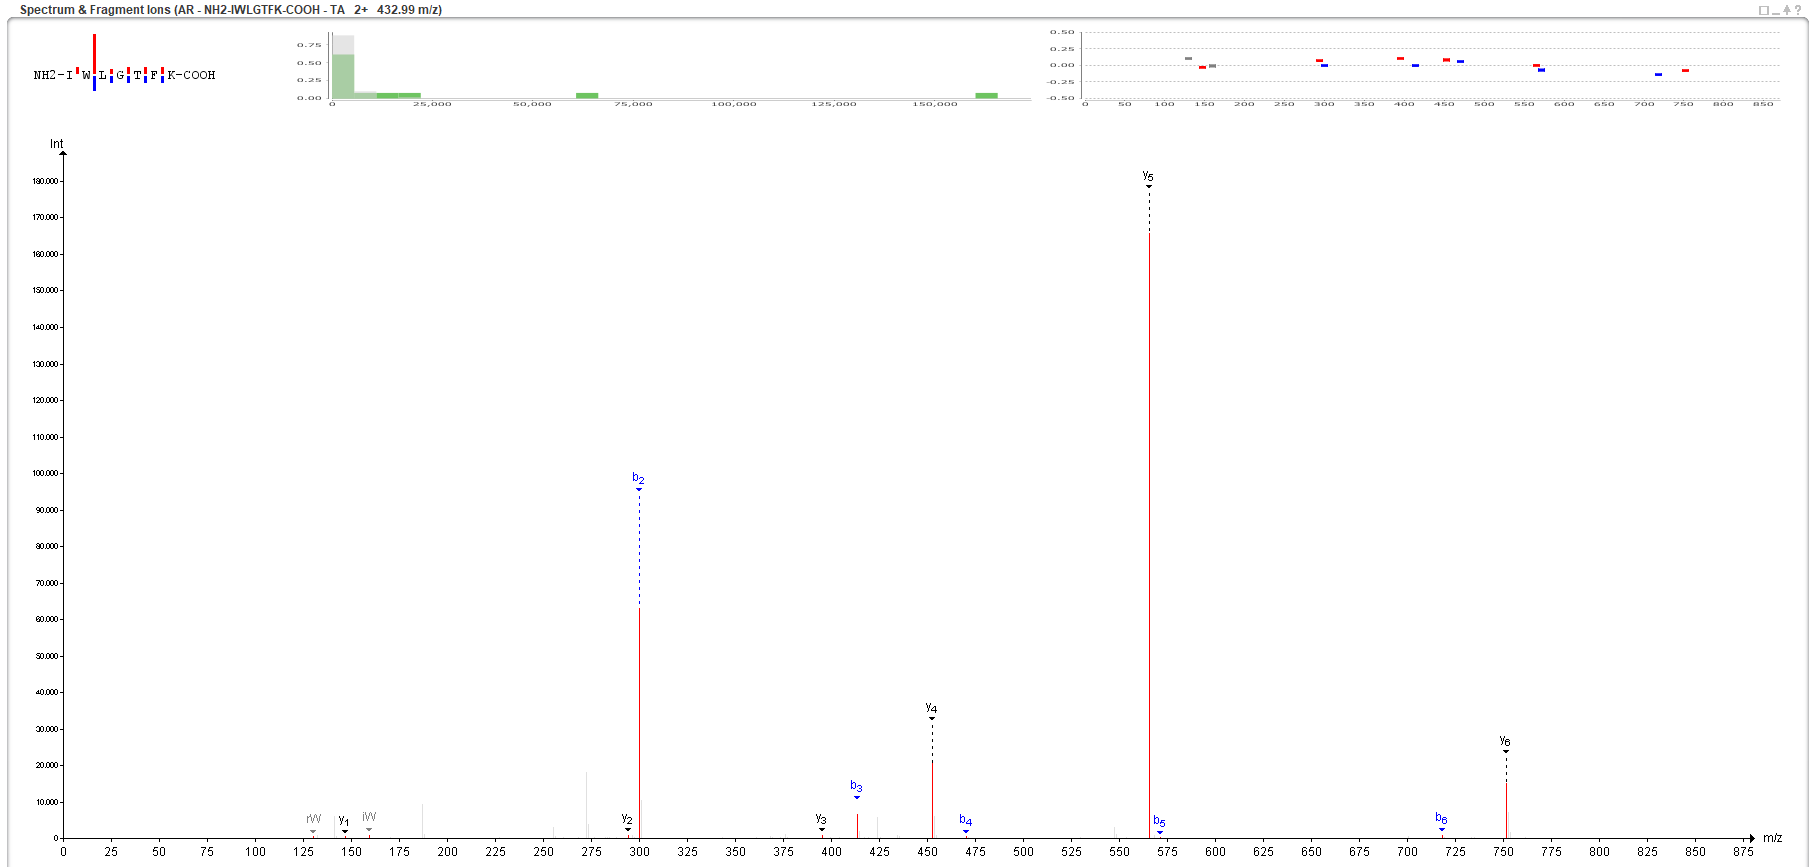

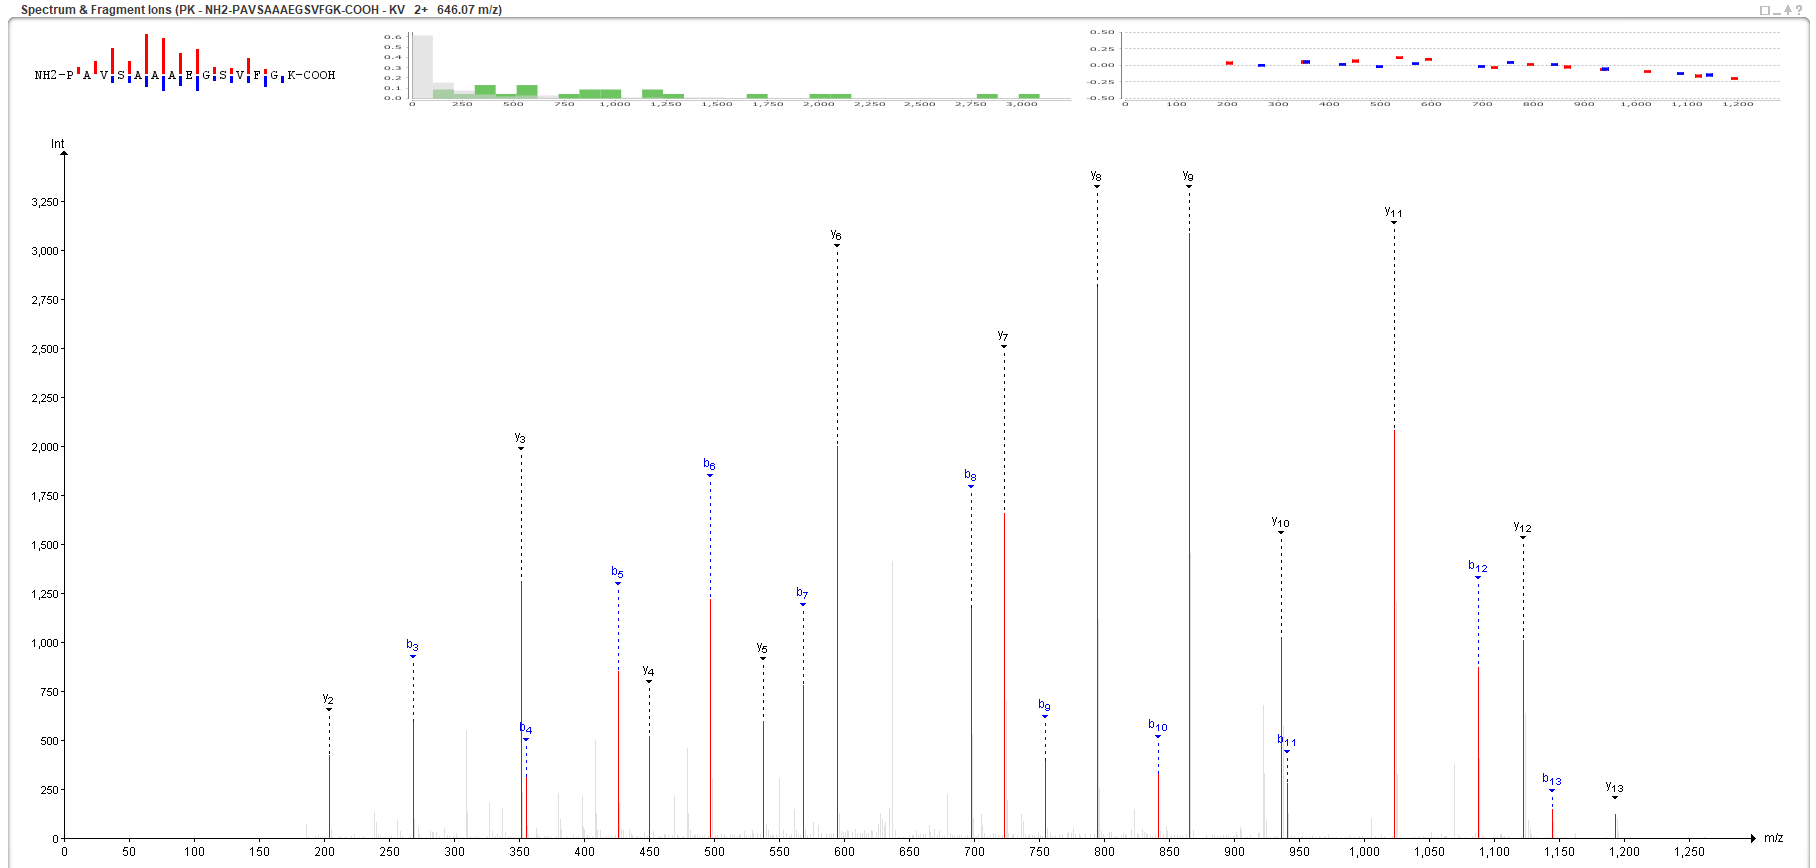

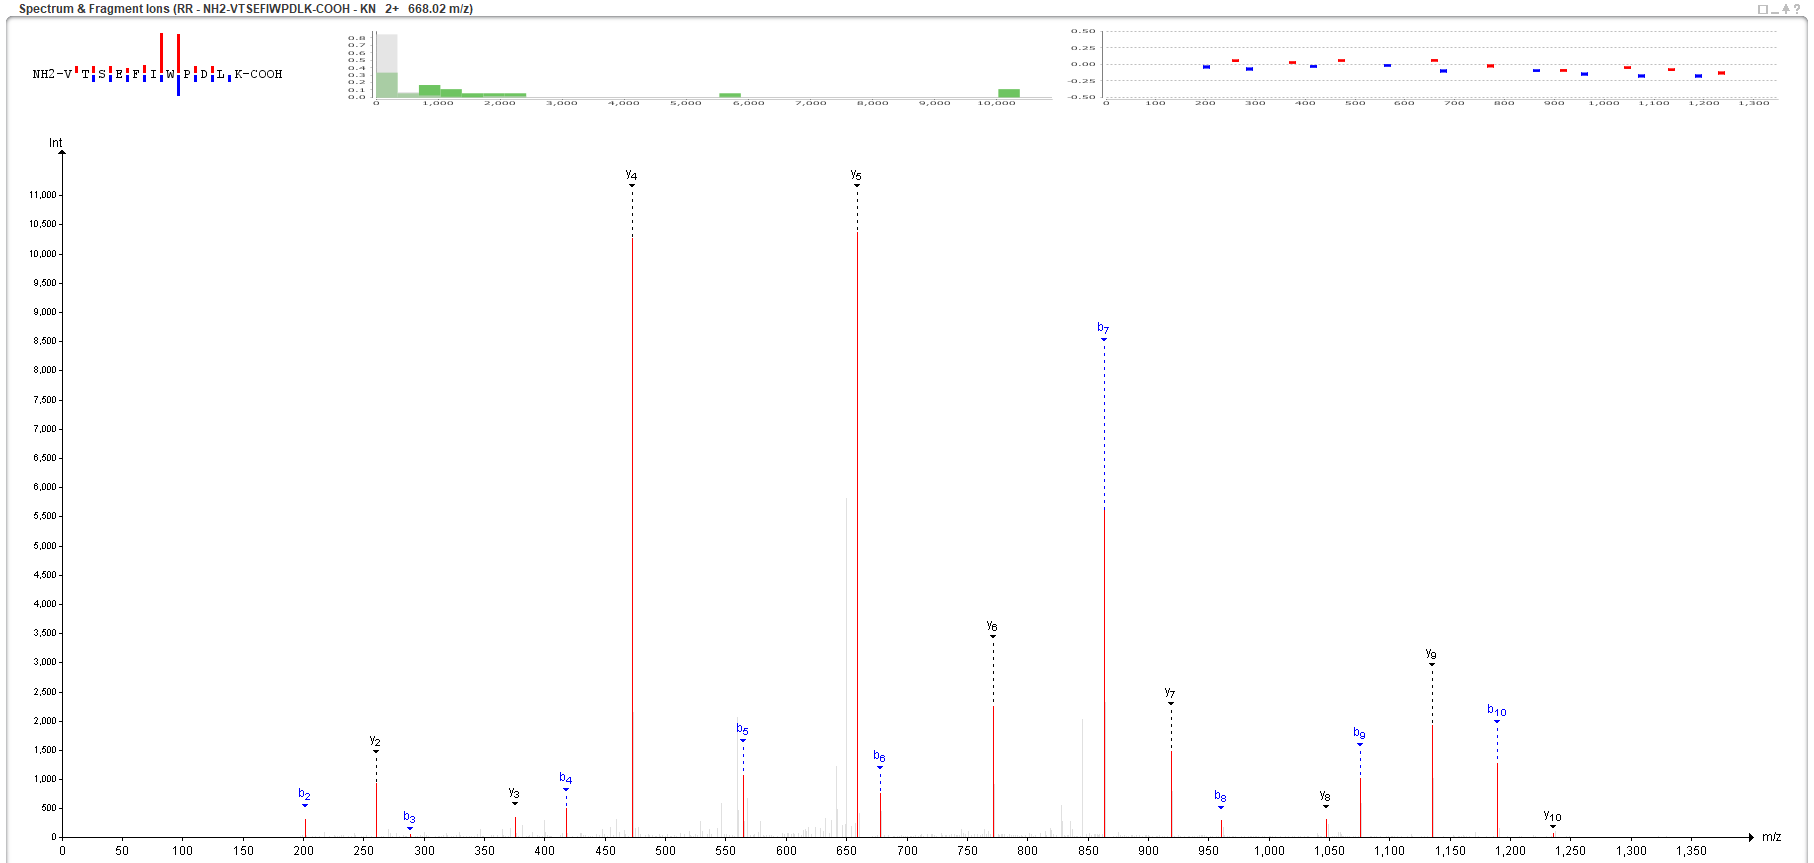

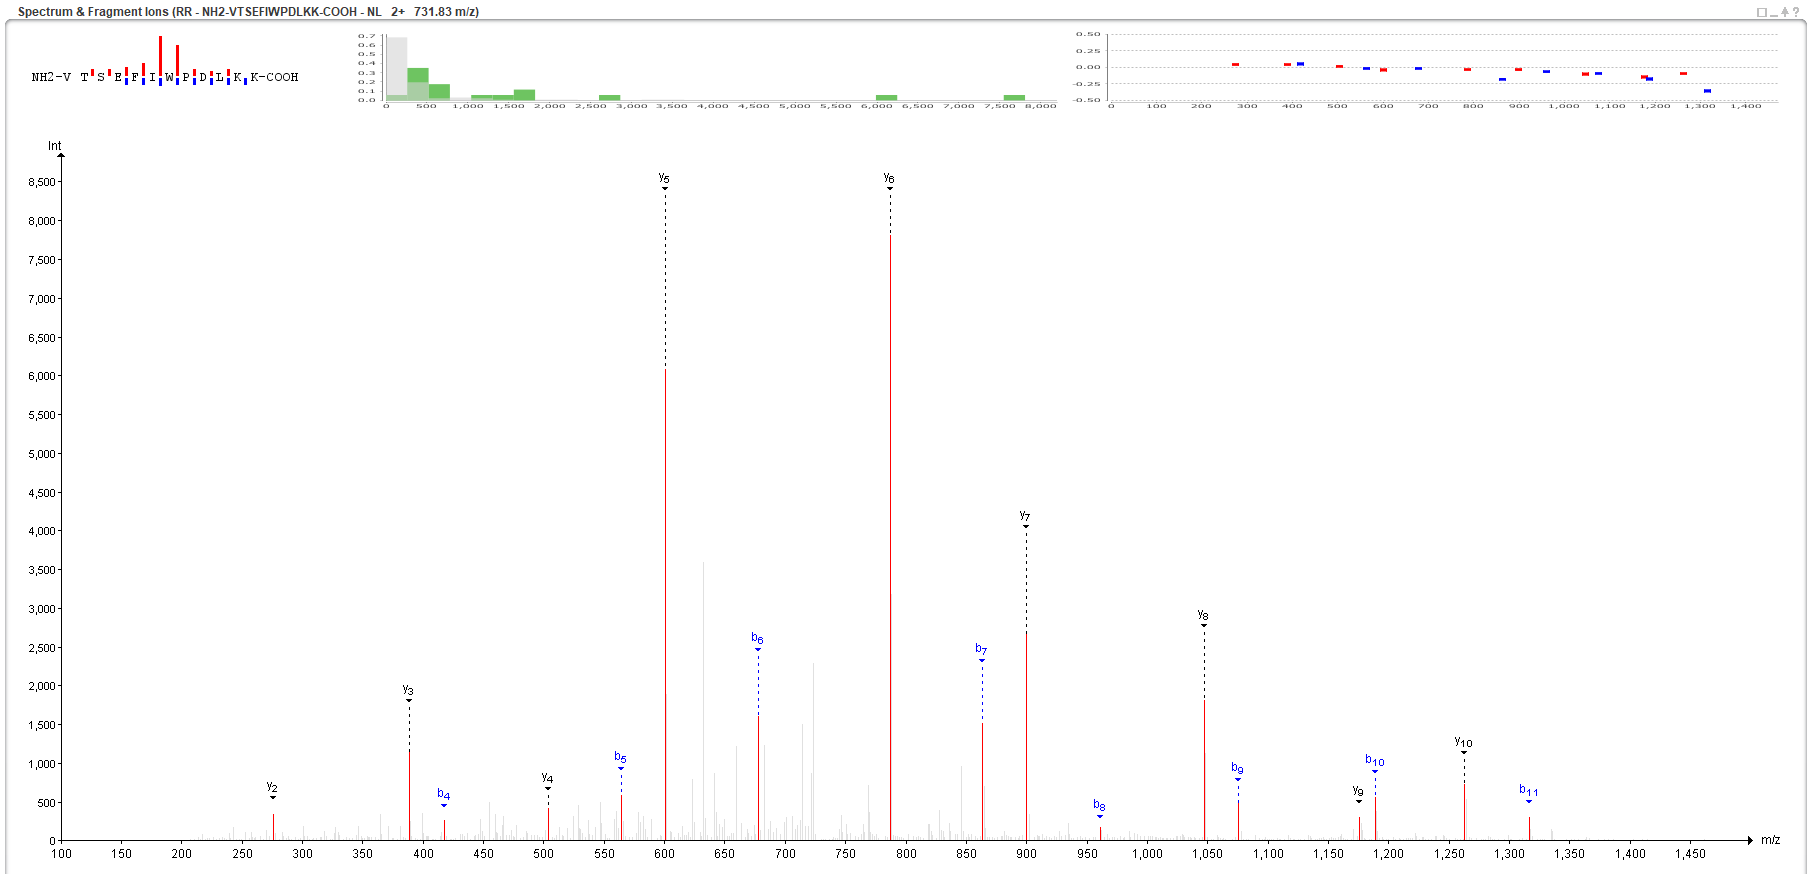

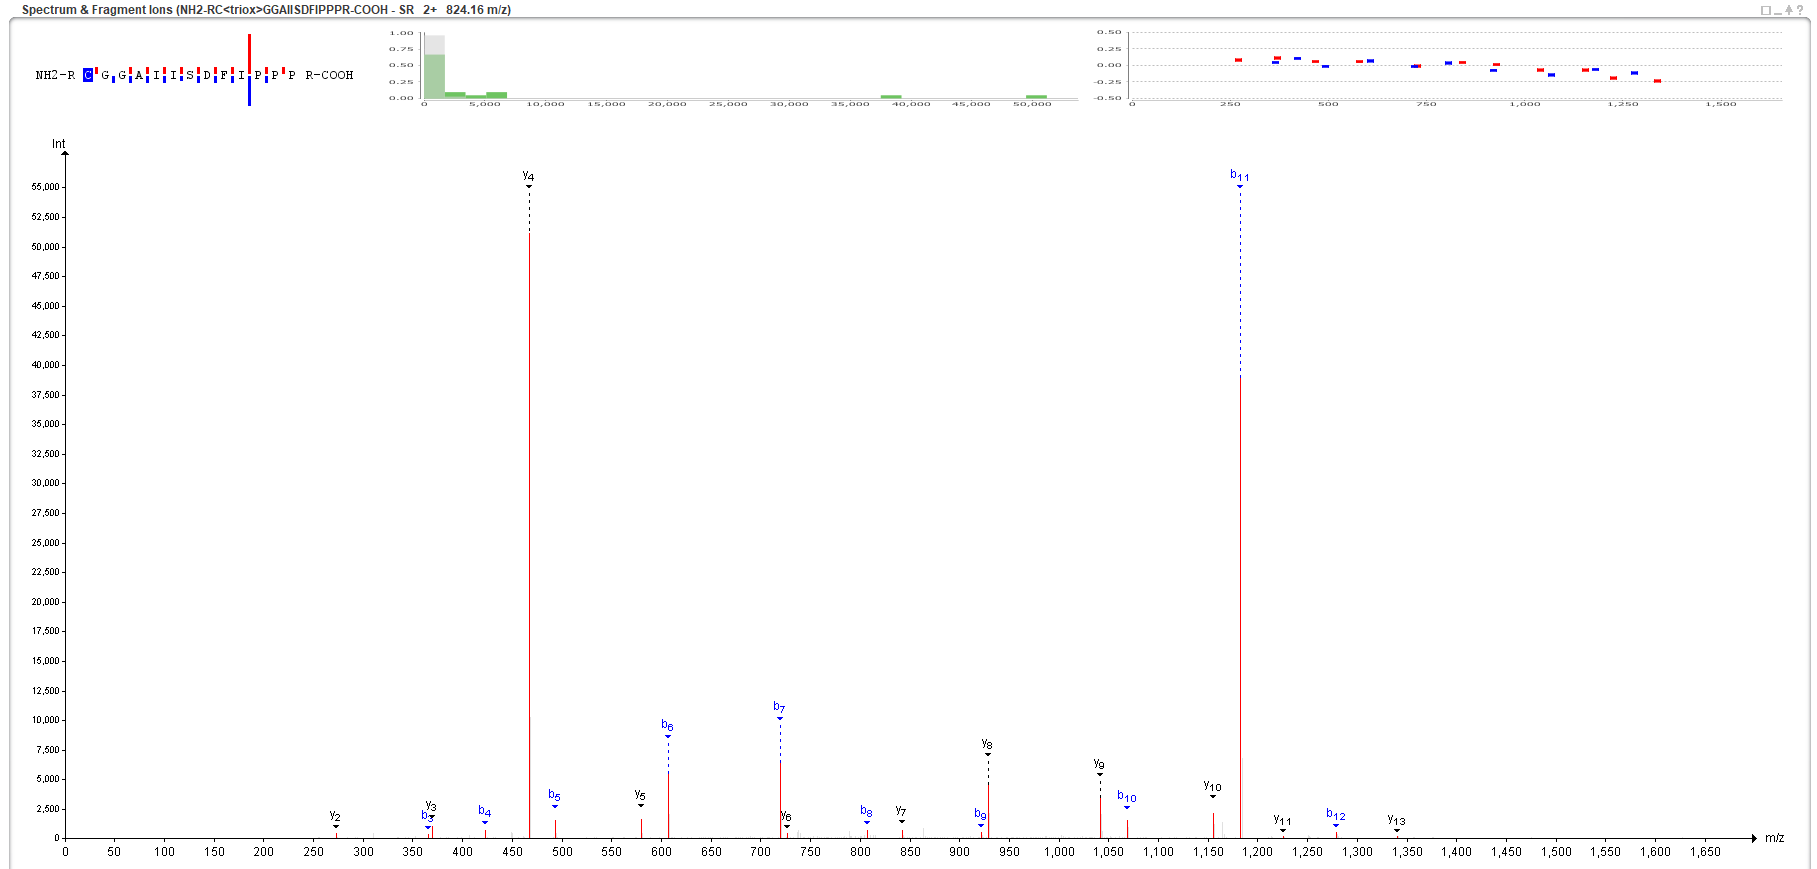

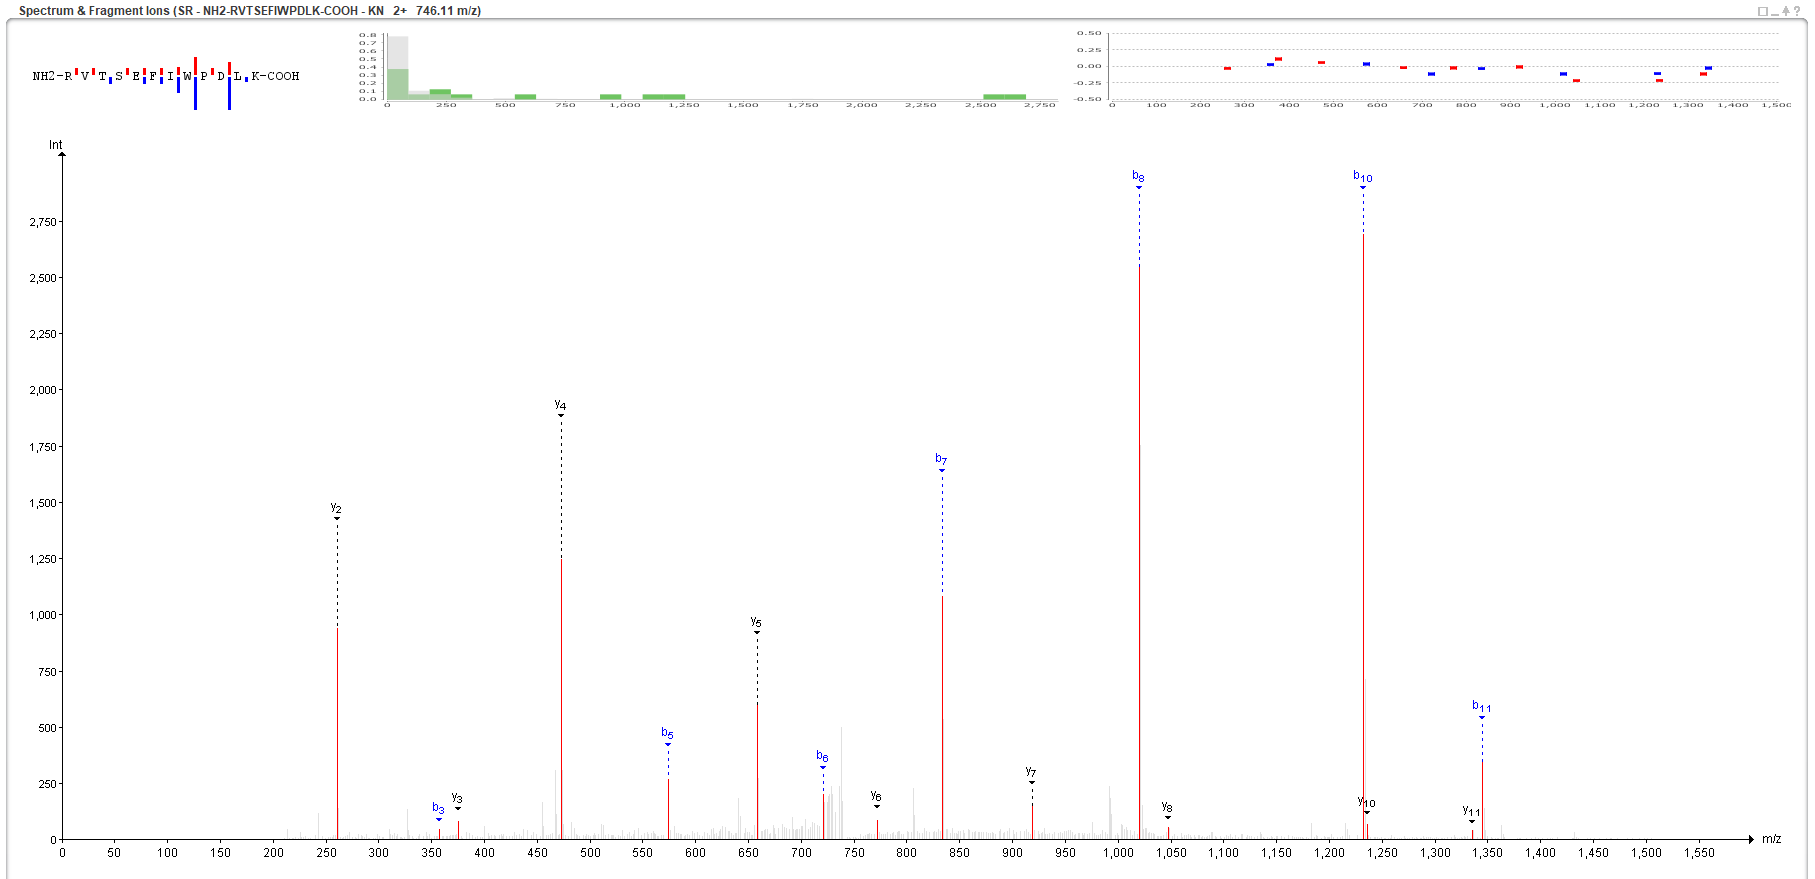

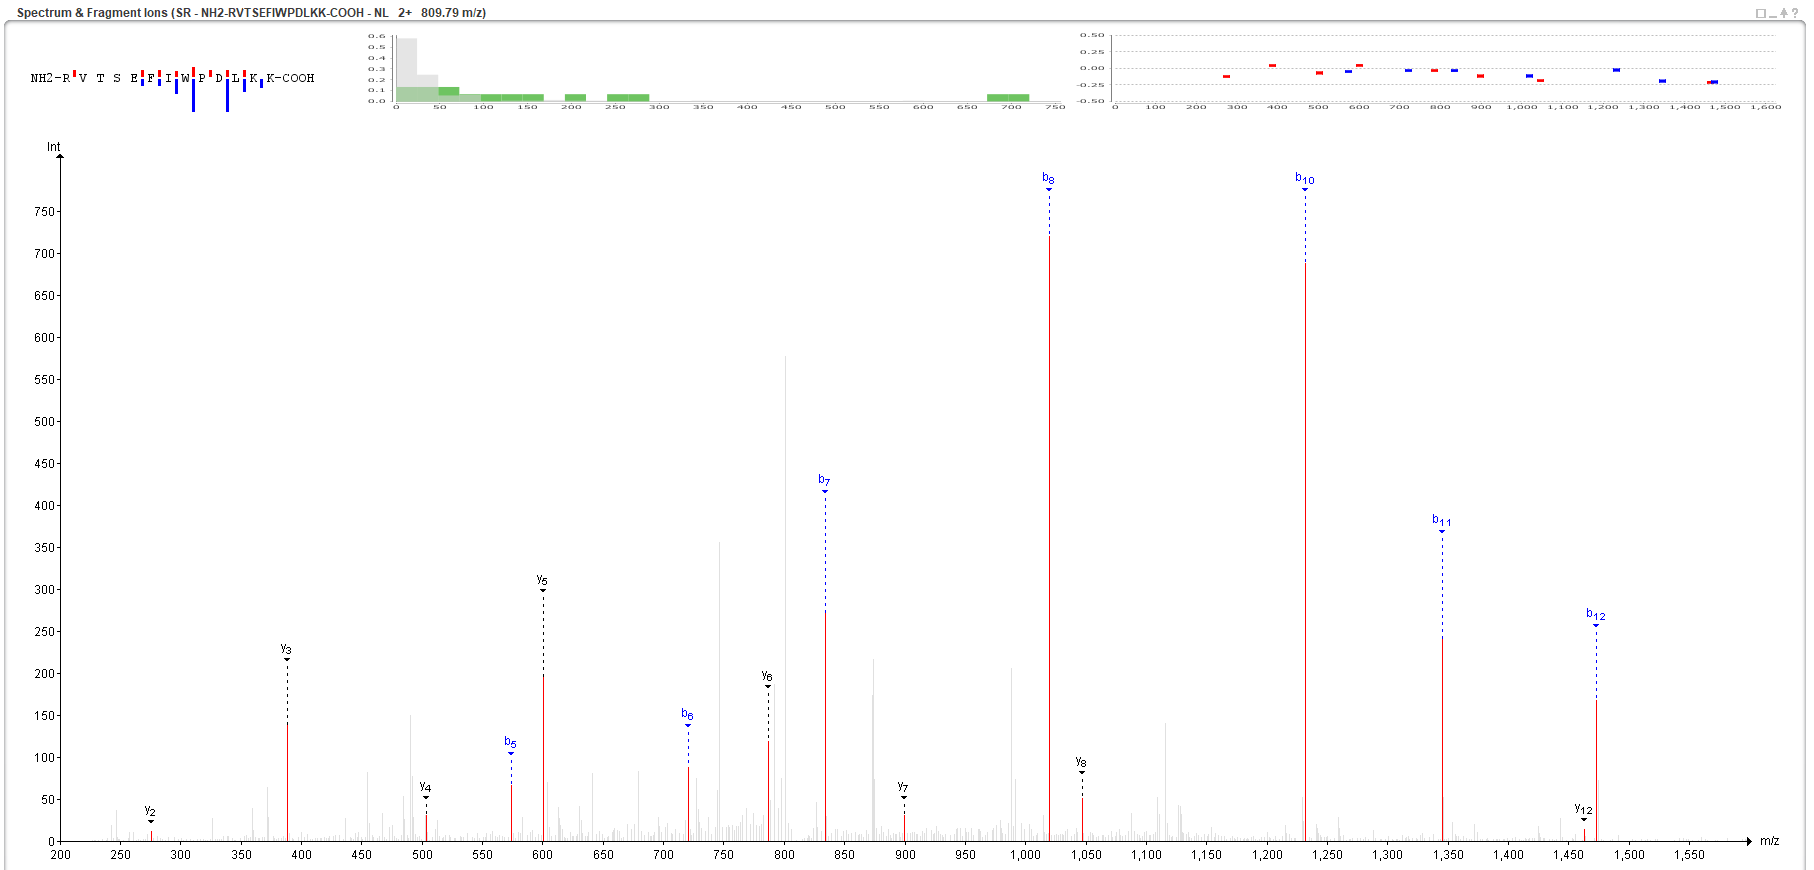

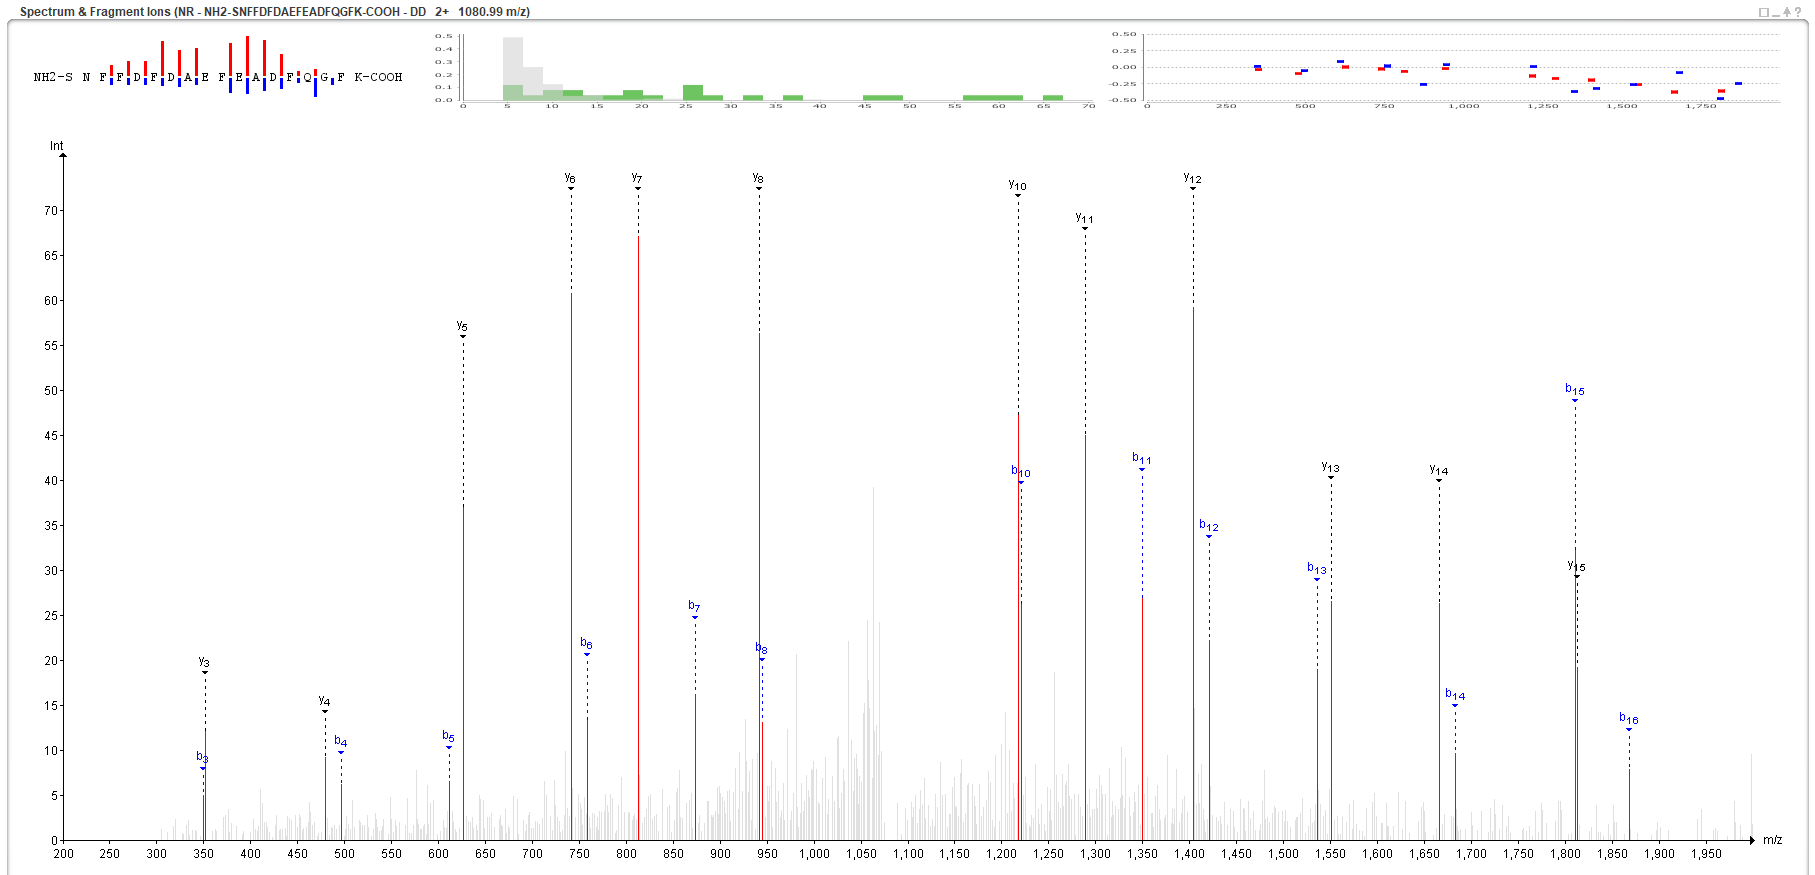

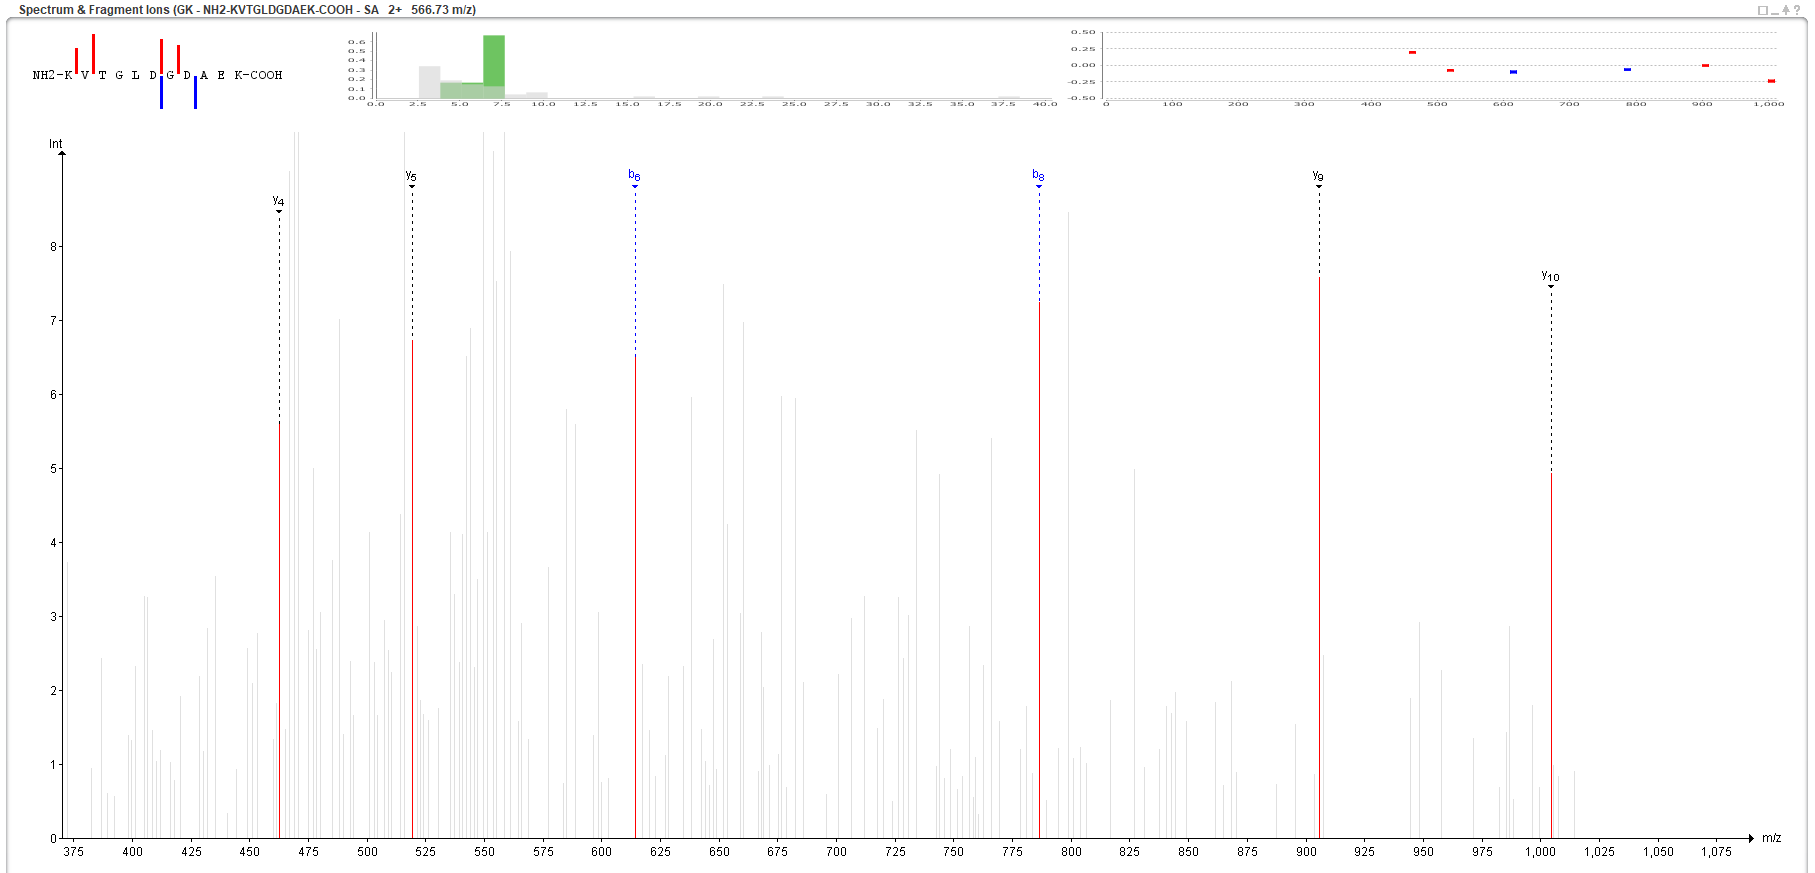

RAP2.3 expressed in E. coli

**CGGAIISDYA PLVTK**AKGRK LTAEELWSEL DASAADDFWG FYSTSKLHPT NQVNVKEEAV KKEQATEPGK RRKRKNVYRG IRKRPWGKWA AEIRDPRKGV R**VWLGTFNTA EEAAMAYDVA AK**QIRGDKAK LNFPDLHHPP PPNYT**PPPSS PR**STDQPPAK KVCVVSQSES ELSQPSFPVE CIGFGN**GDEF QNLSYGFEPD YDLKQQISSL ESFLELDGNT AEQ**PSQLDES VSEVDMWMLD DVIASYE

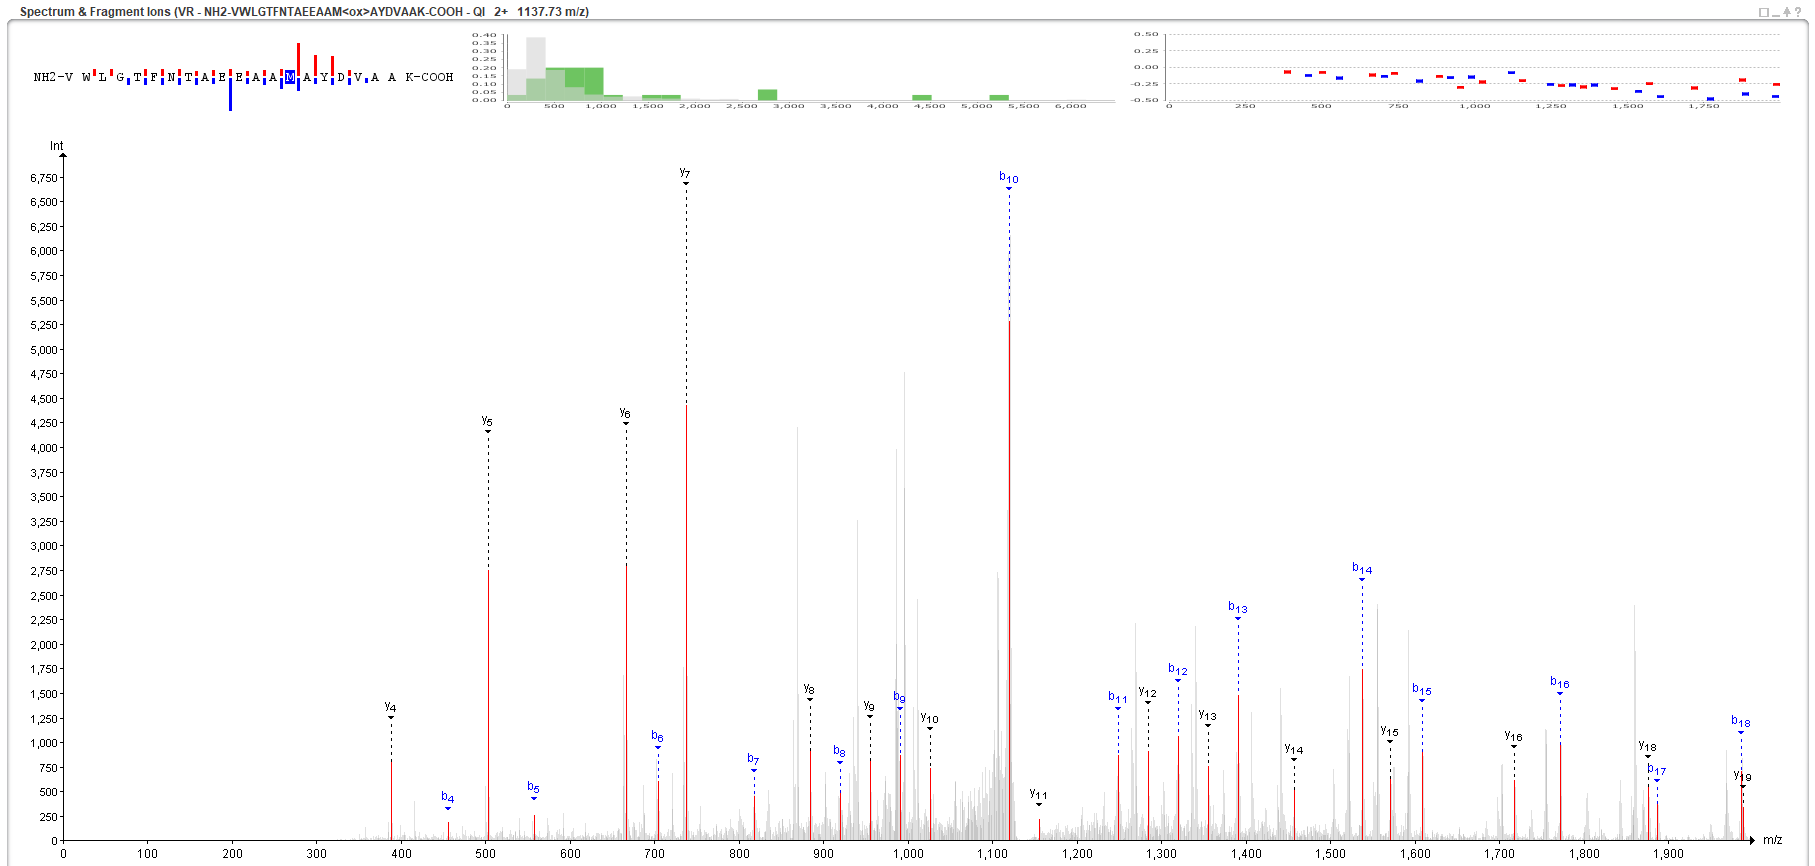

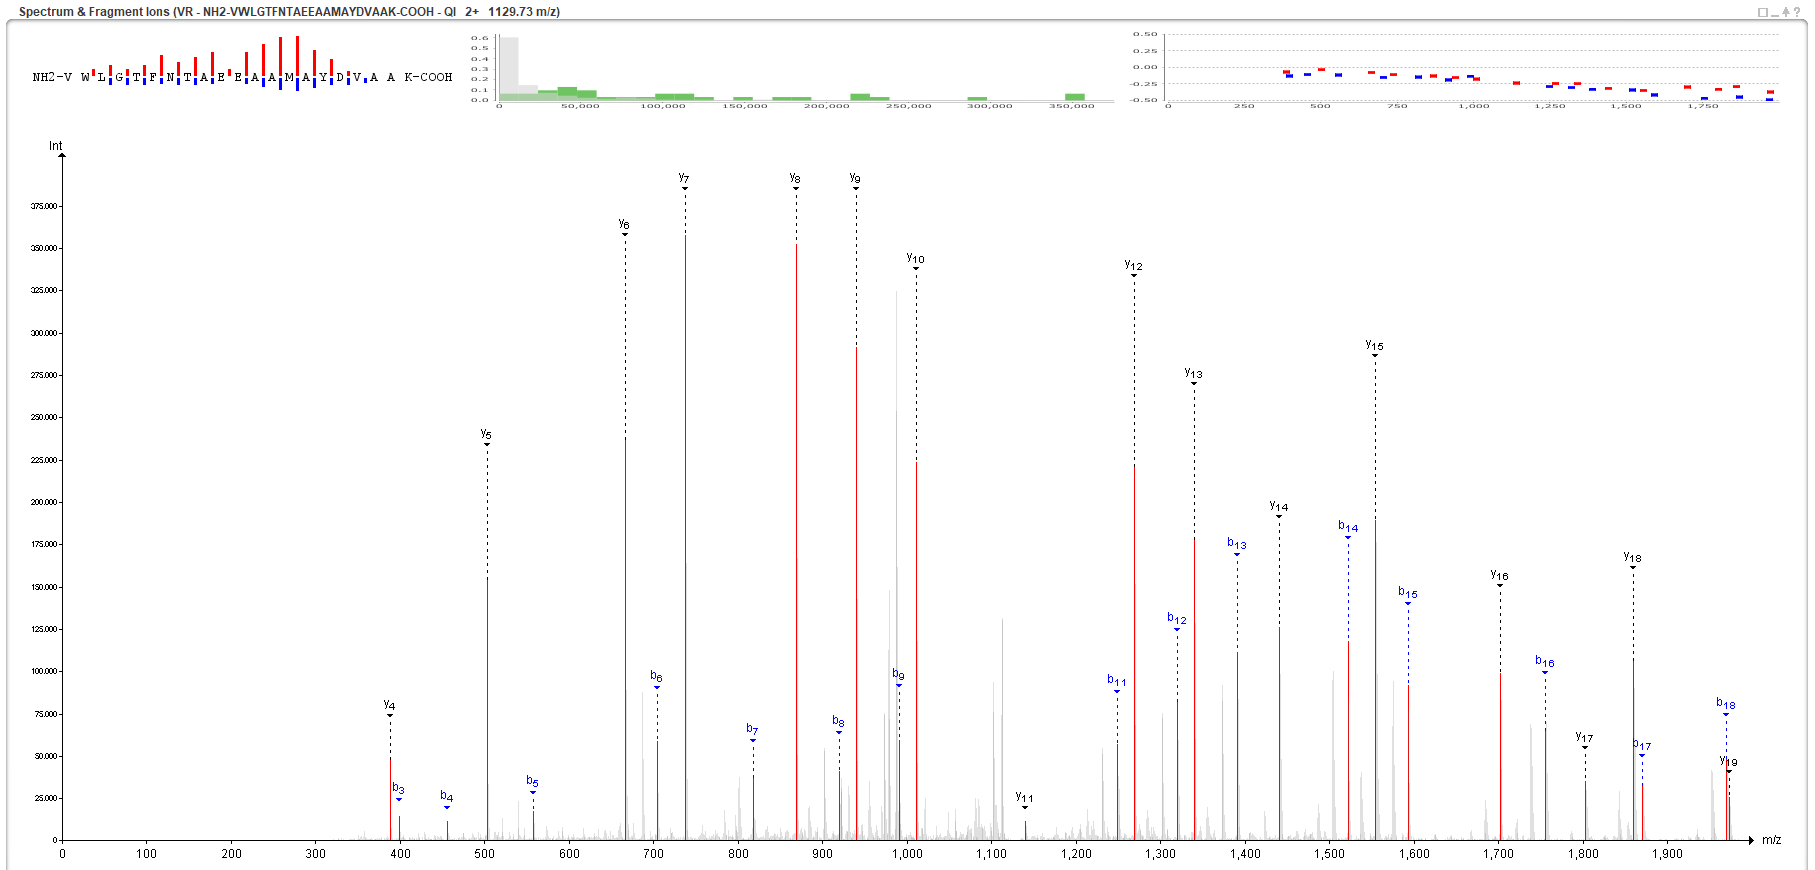

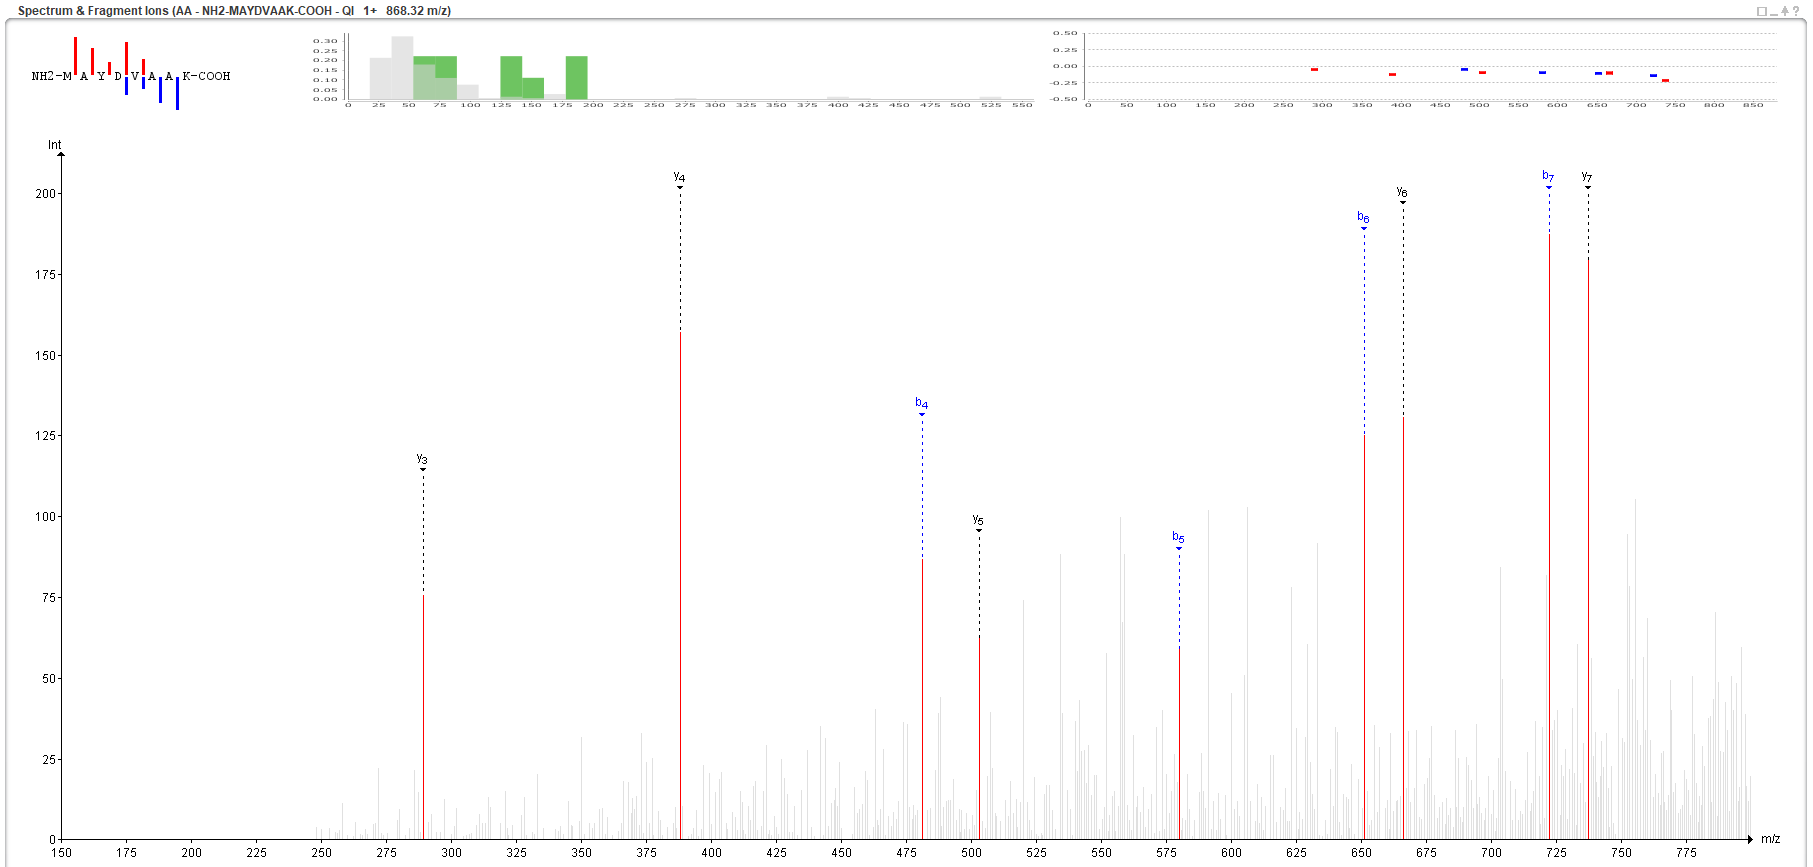

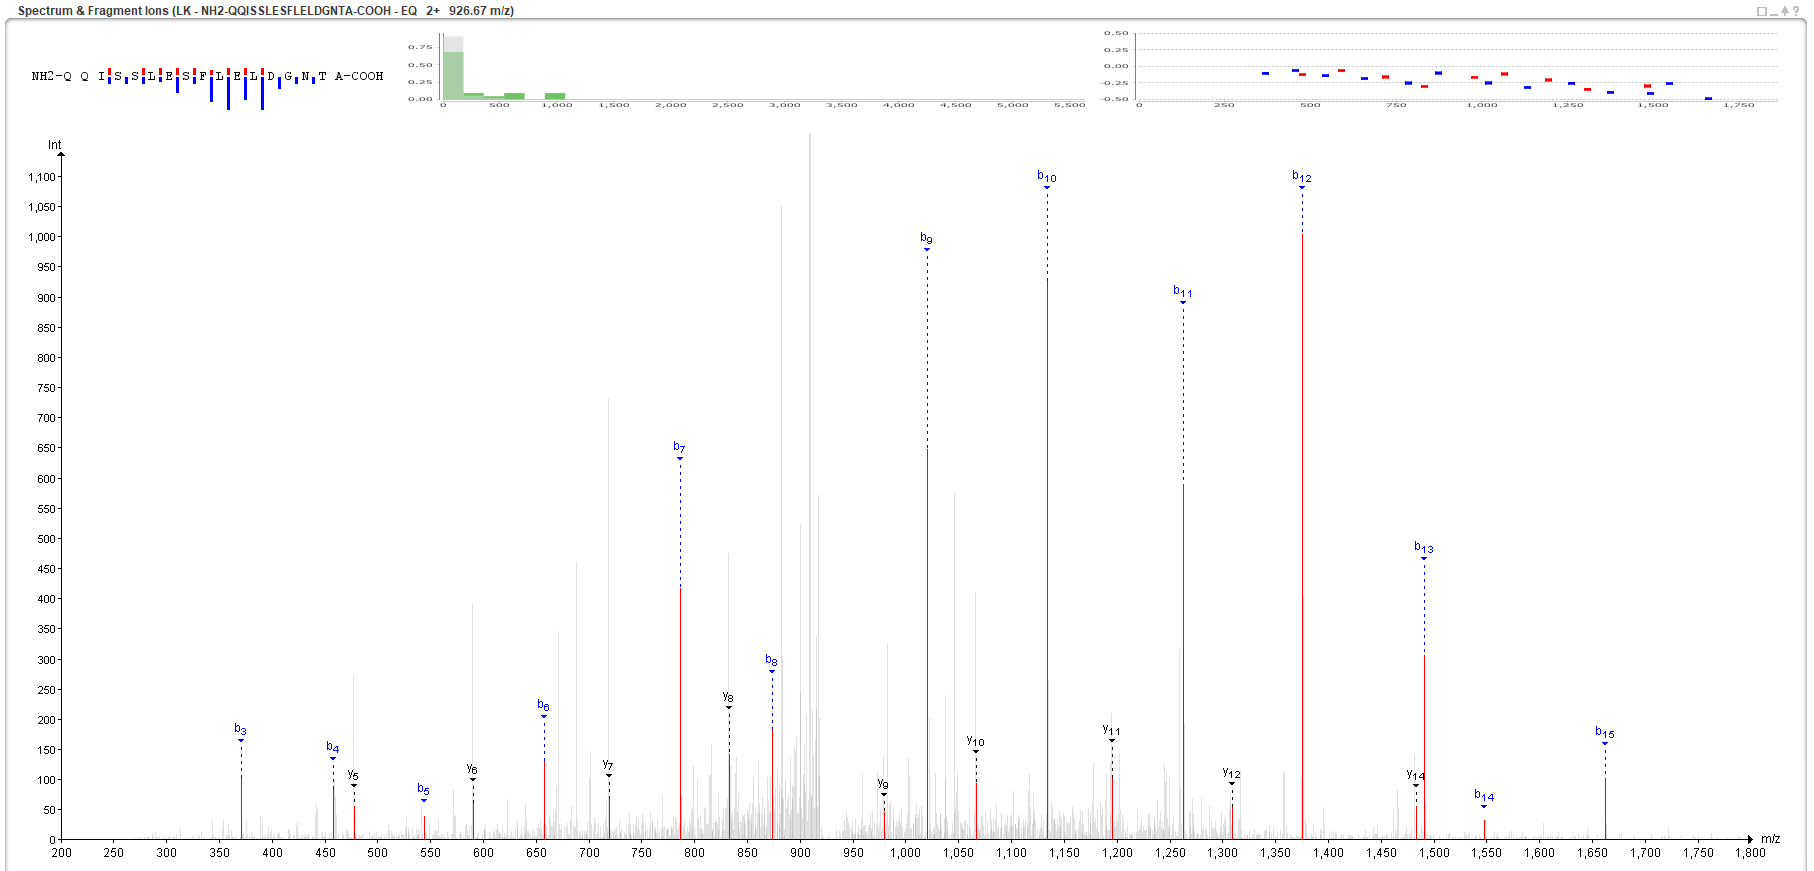

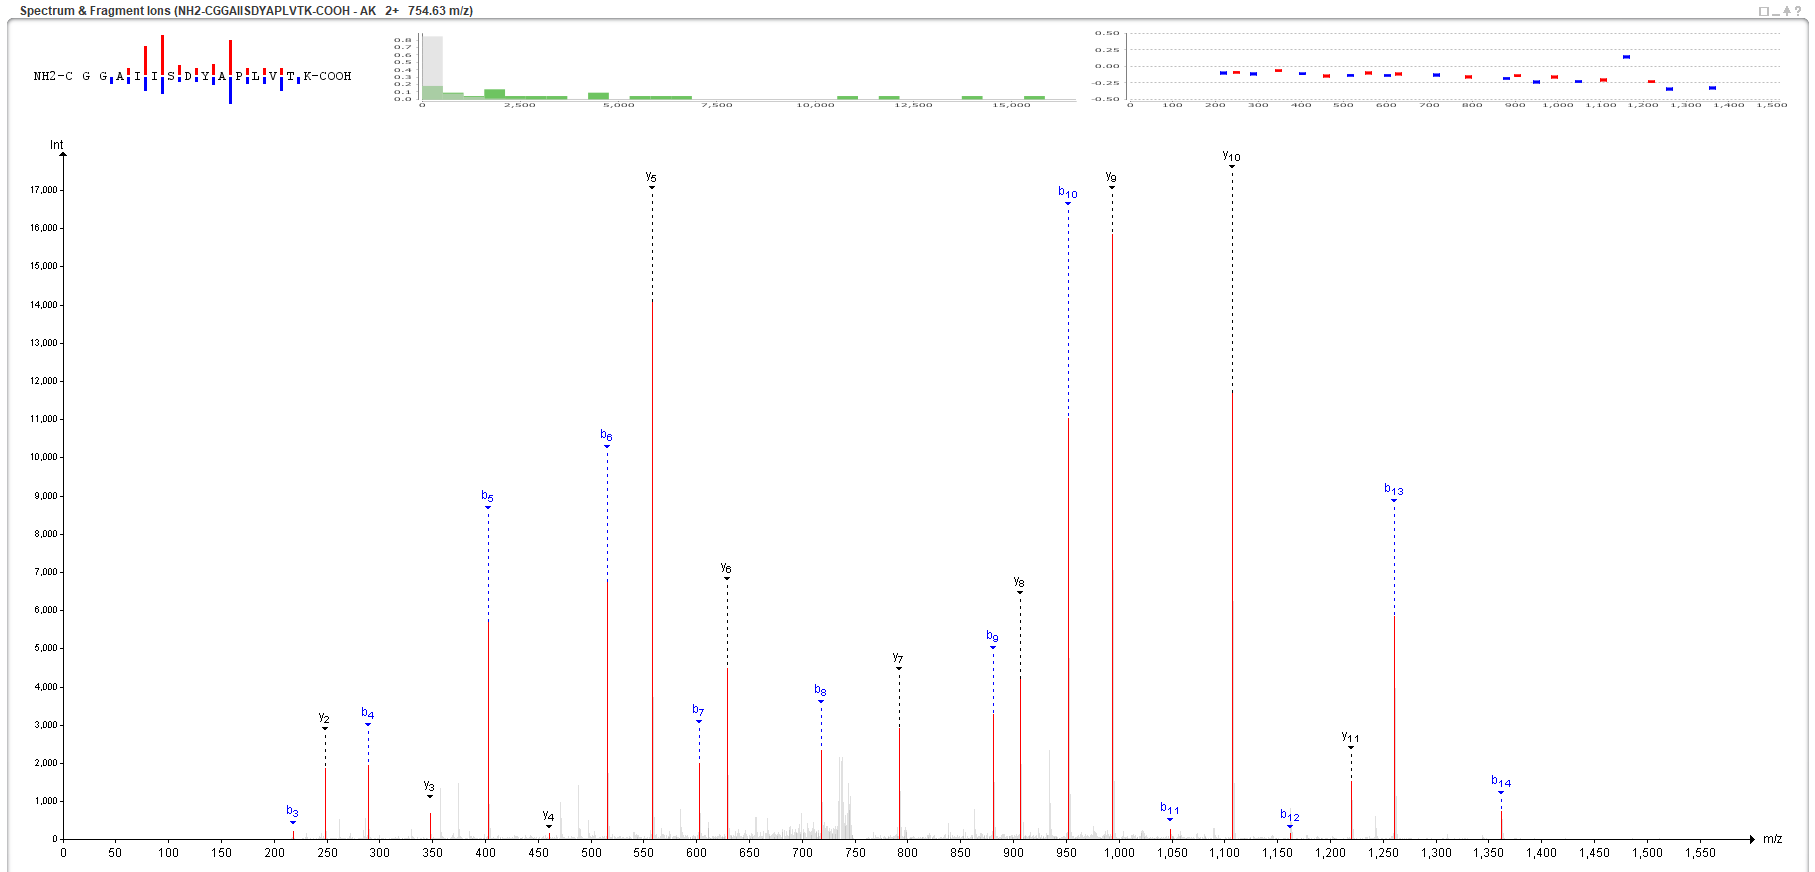

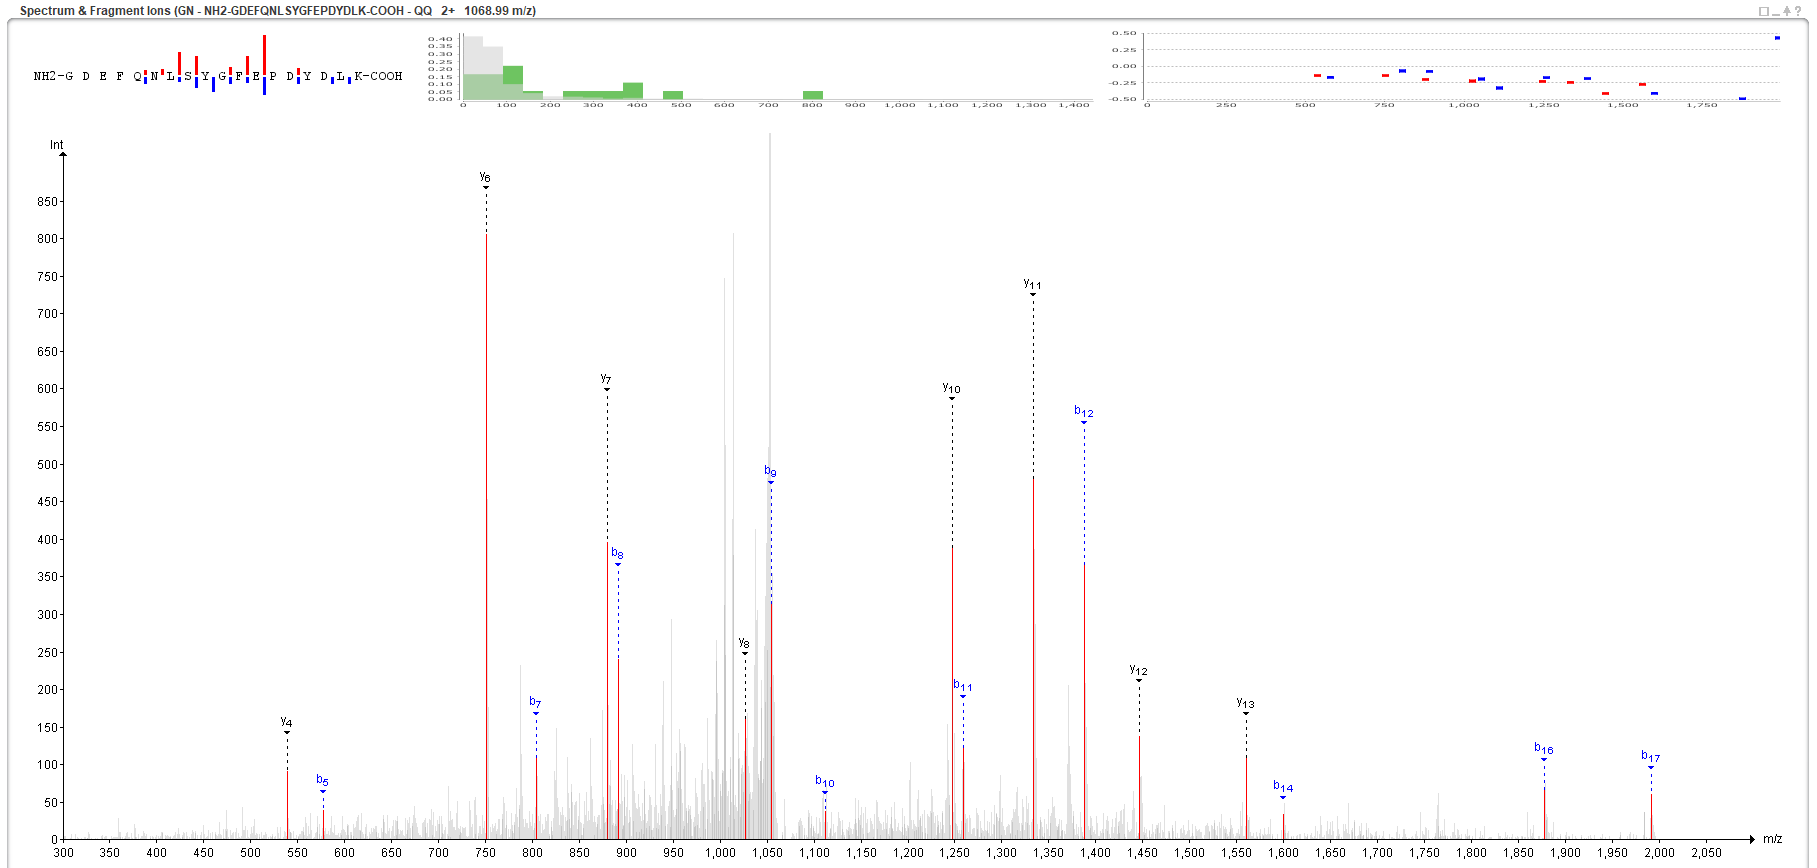

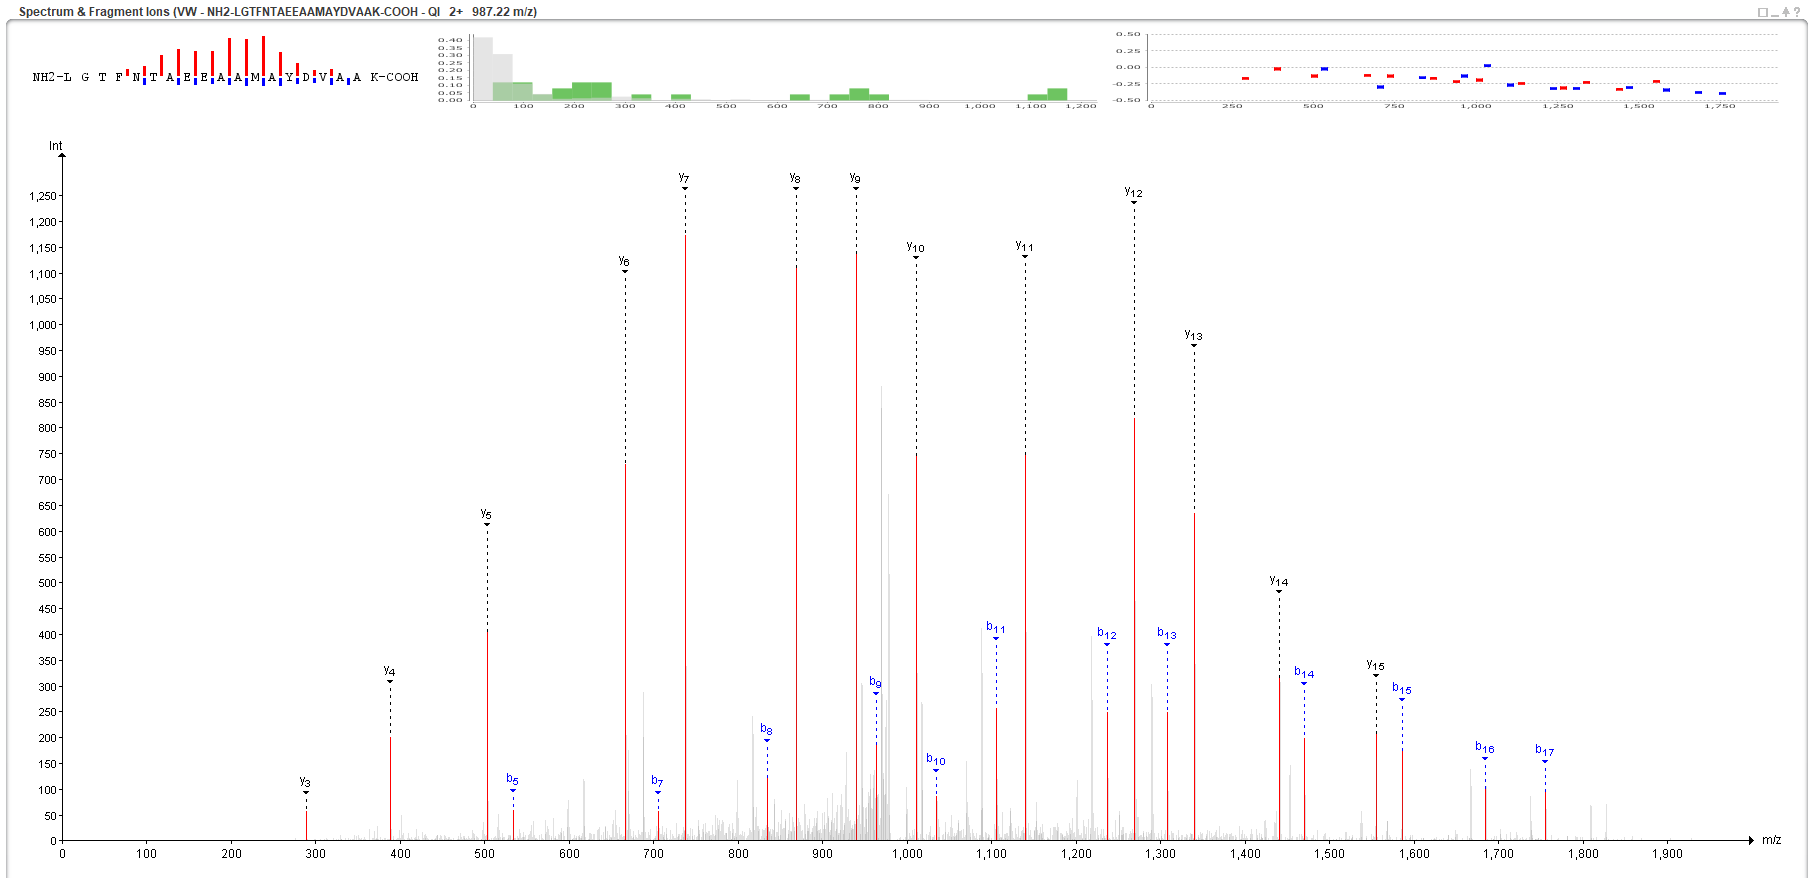

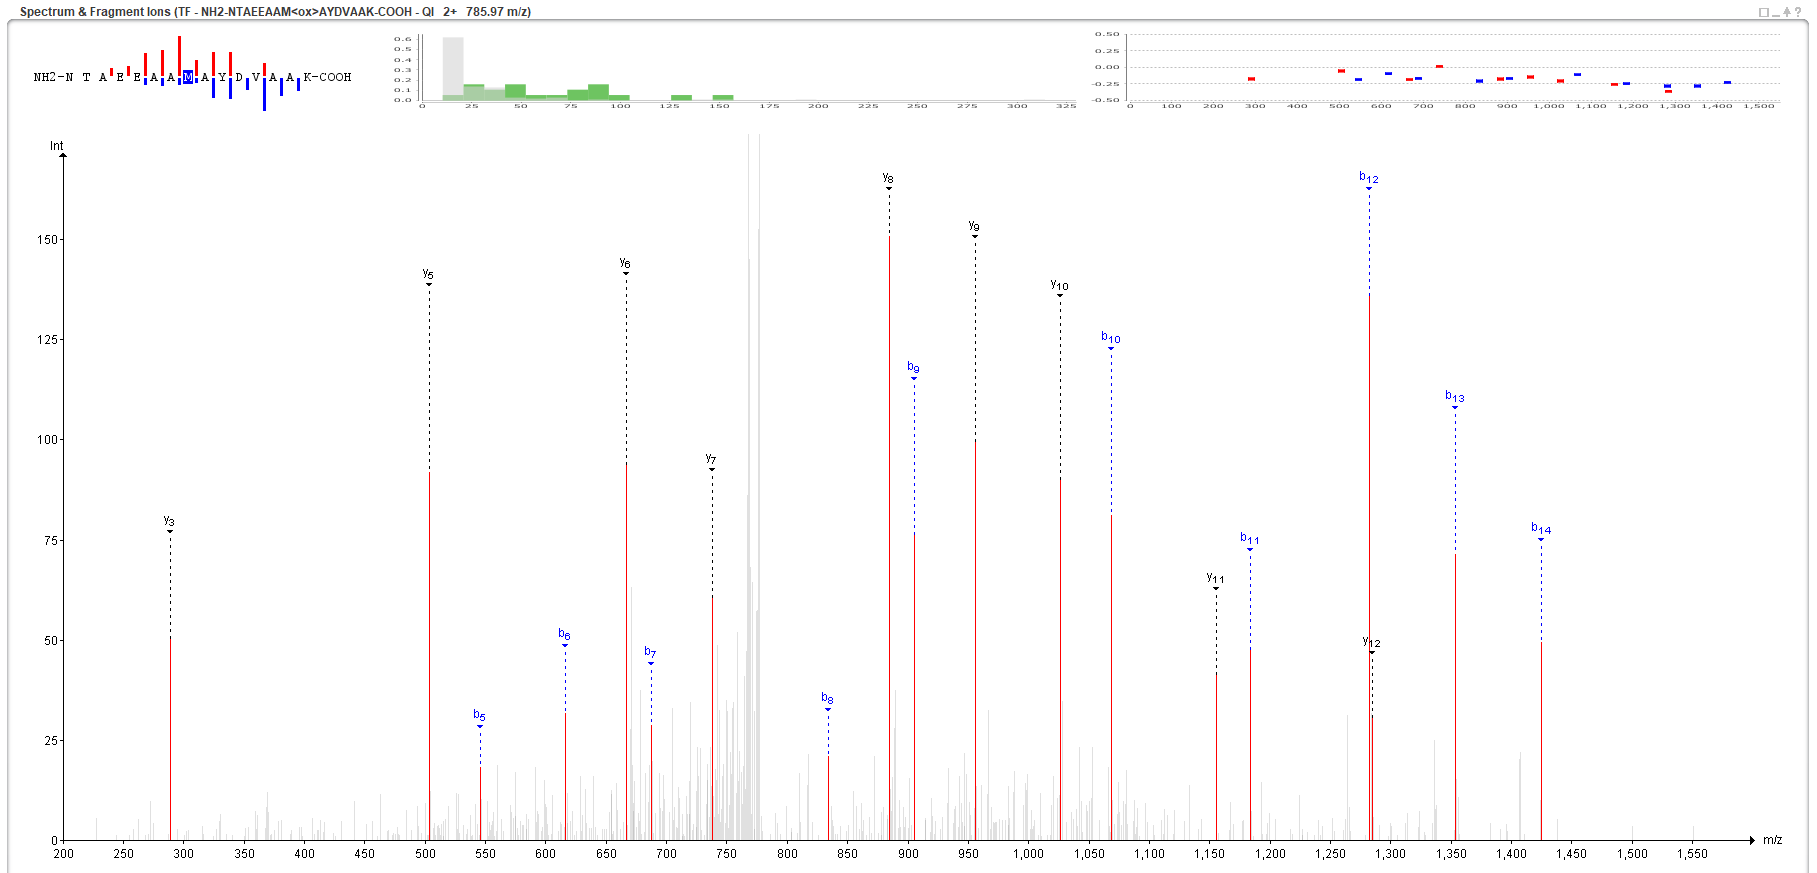

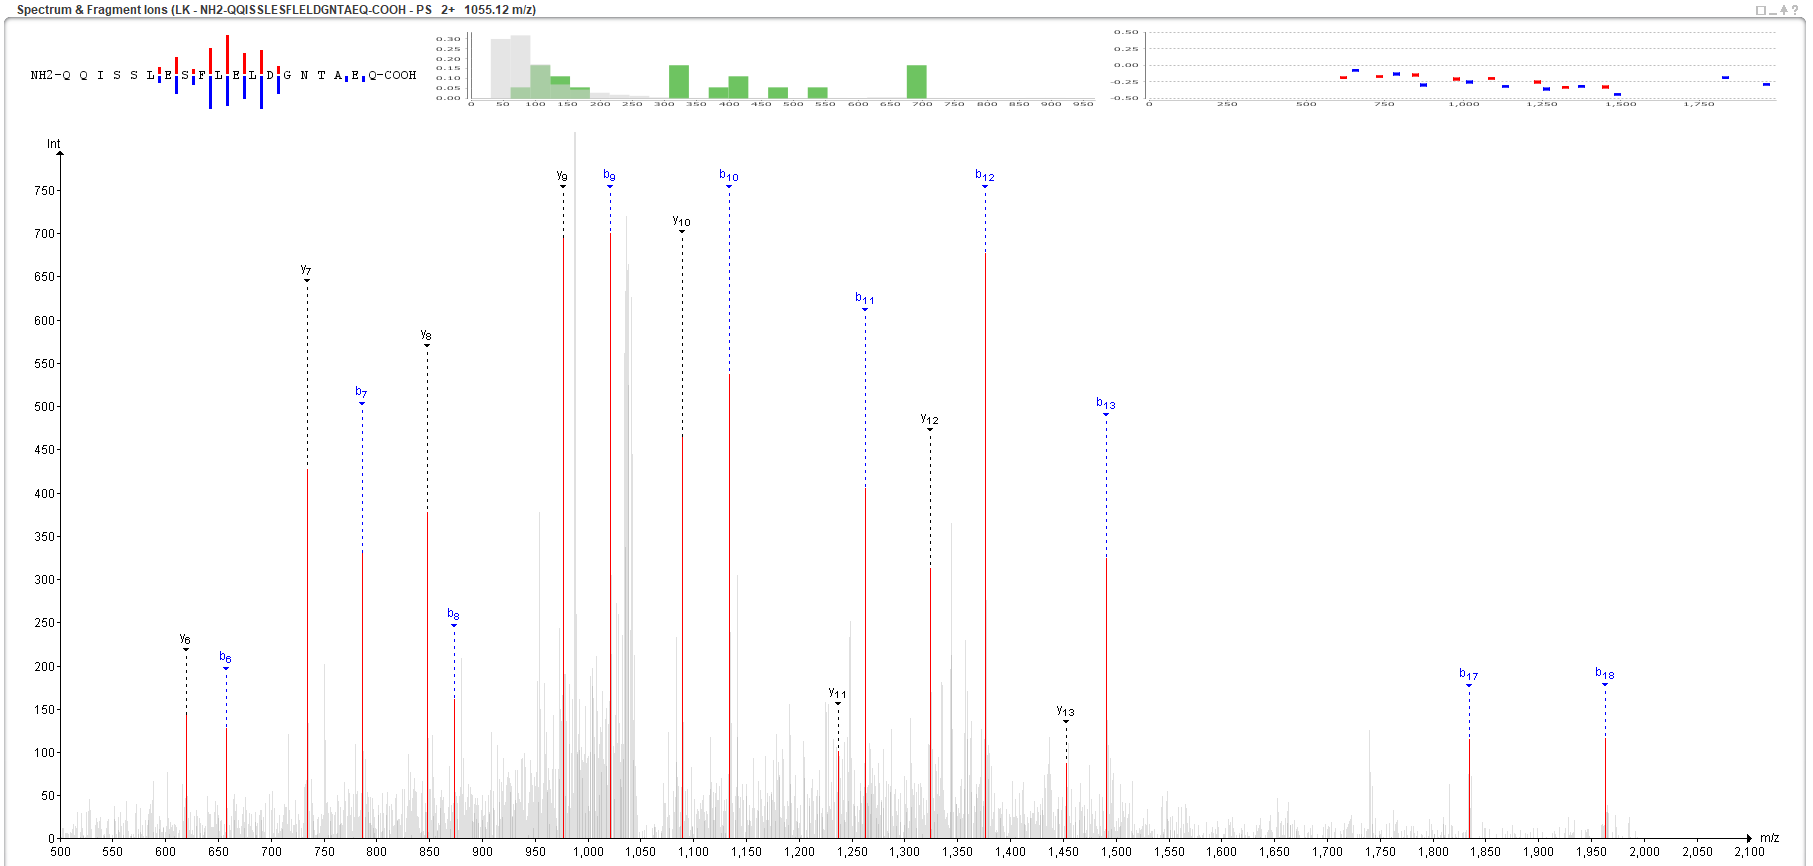

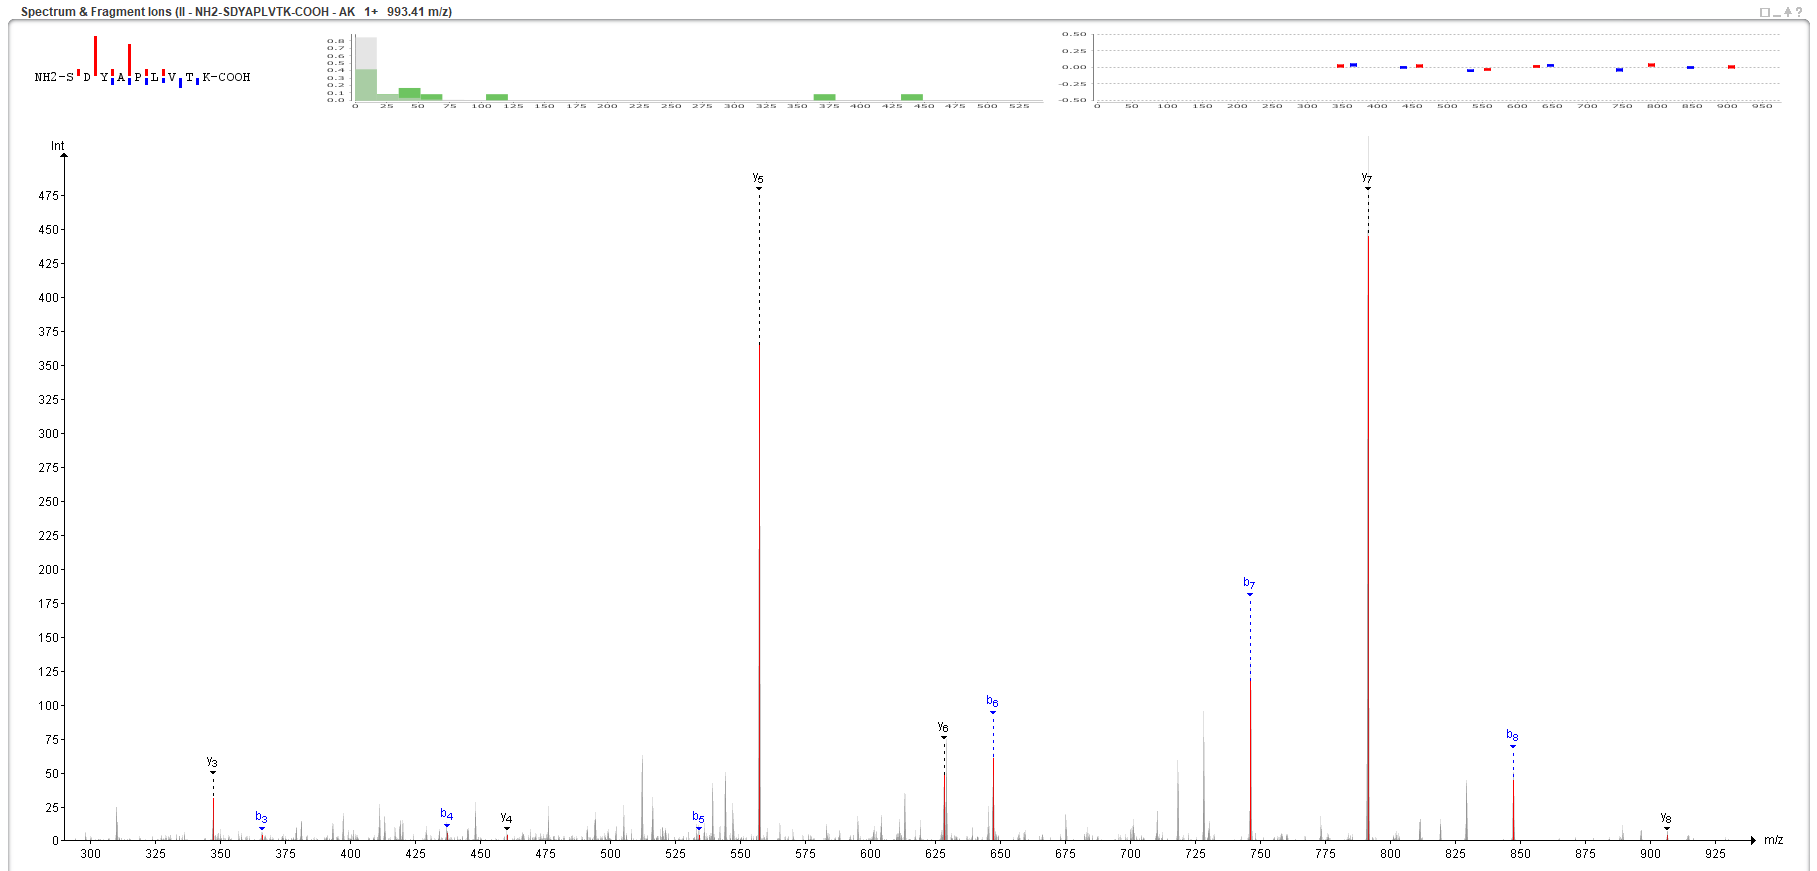

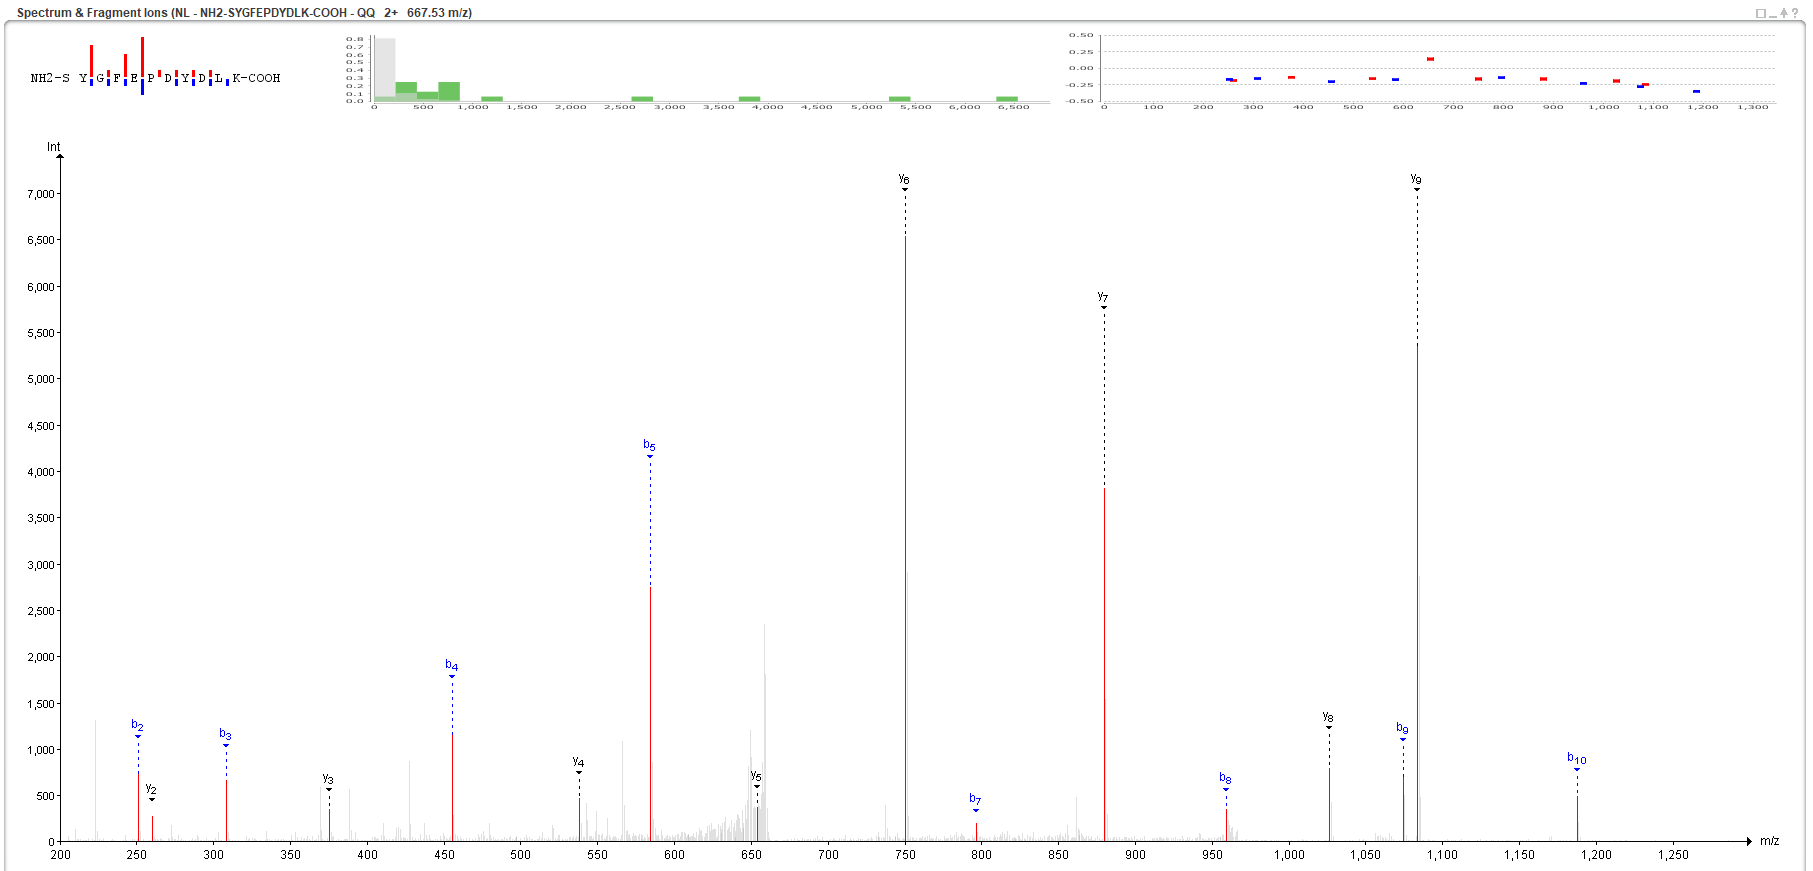

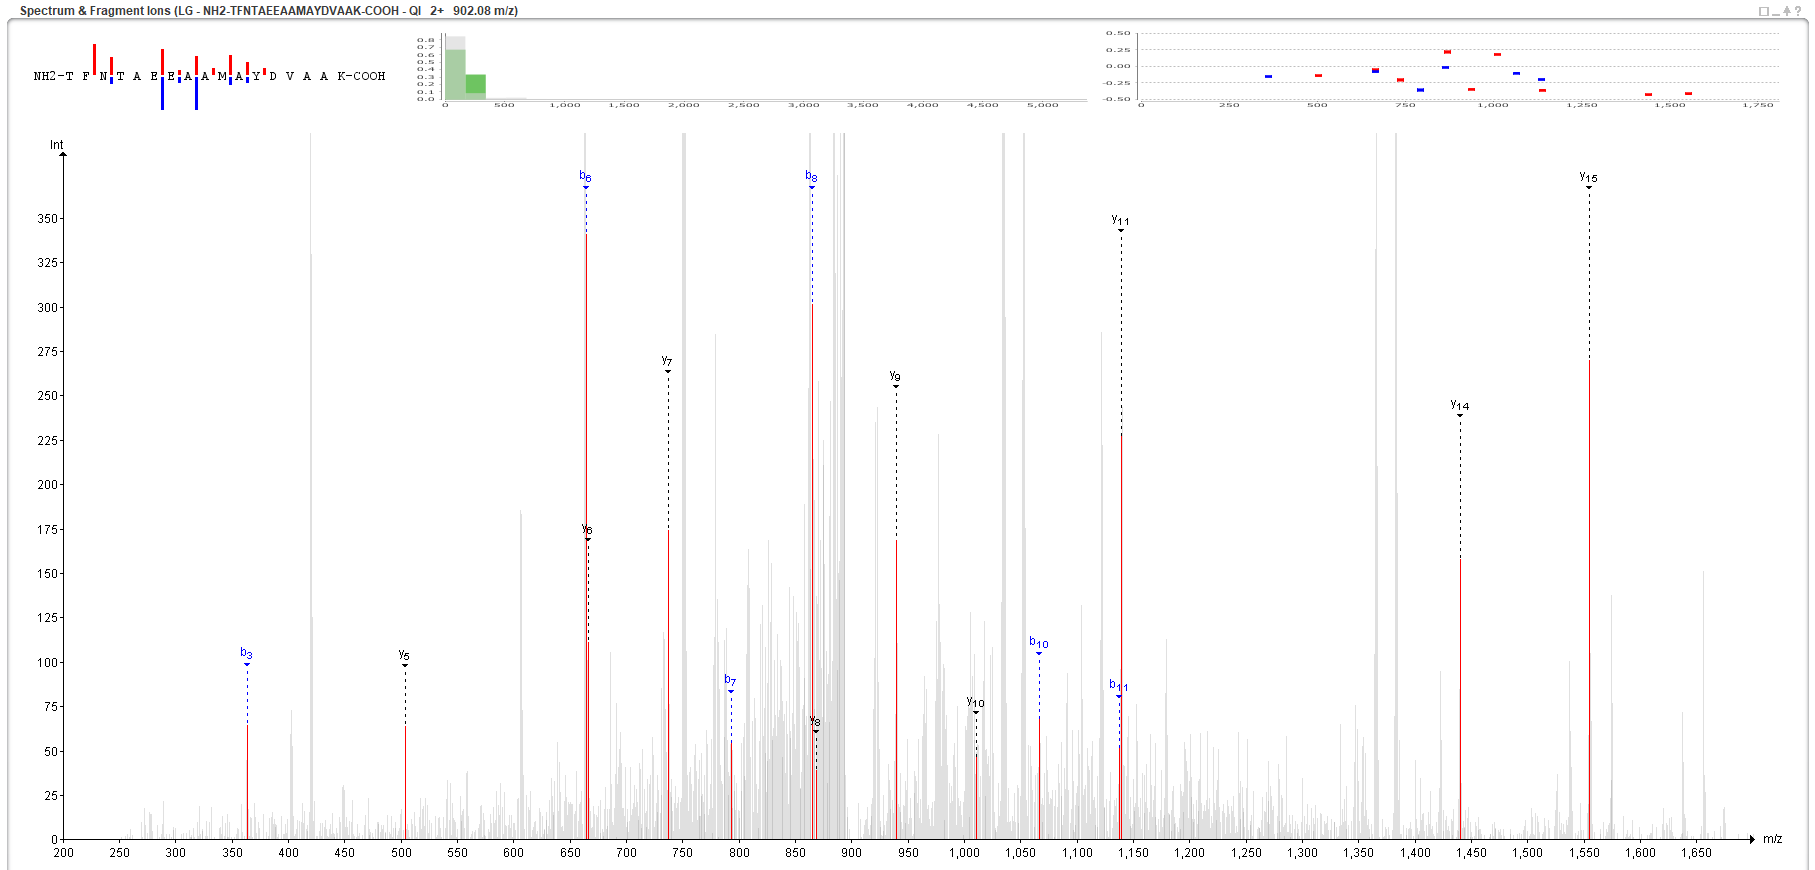

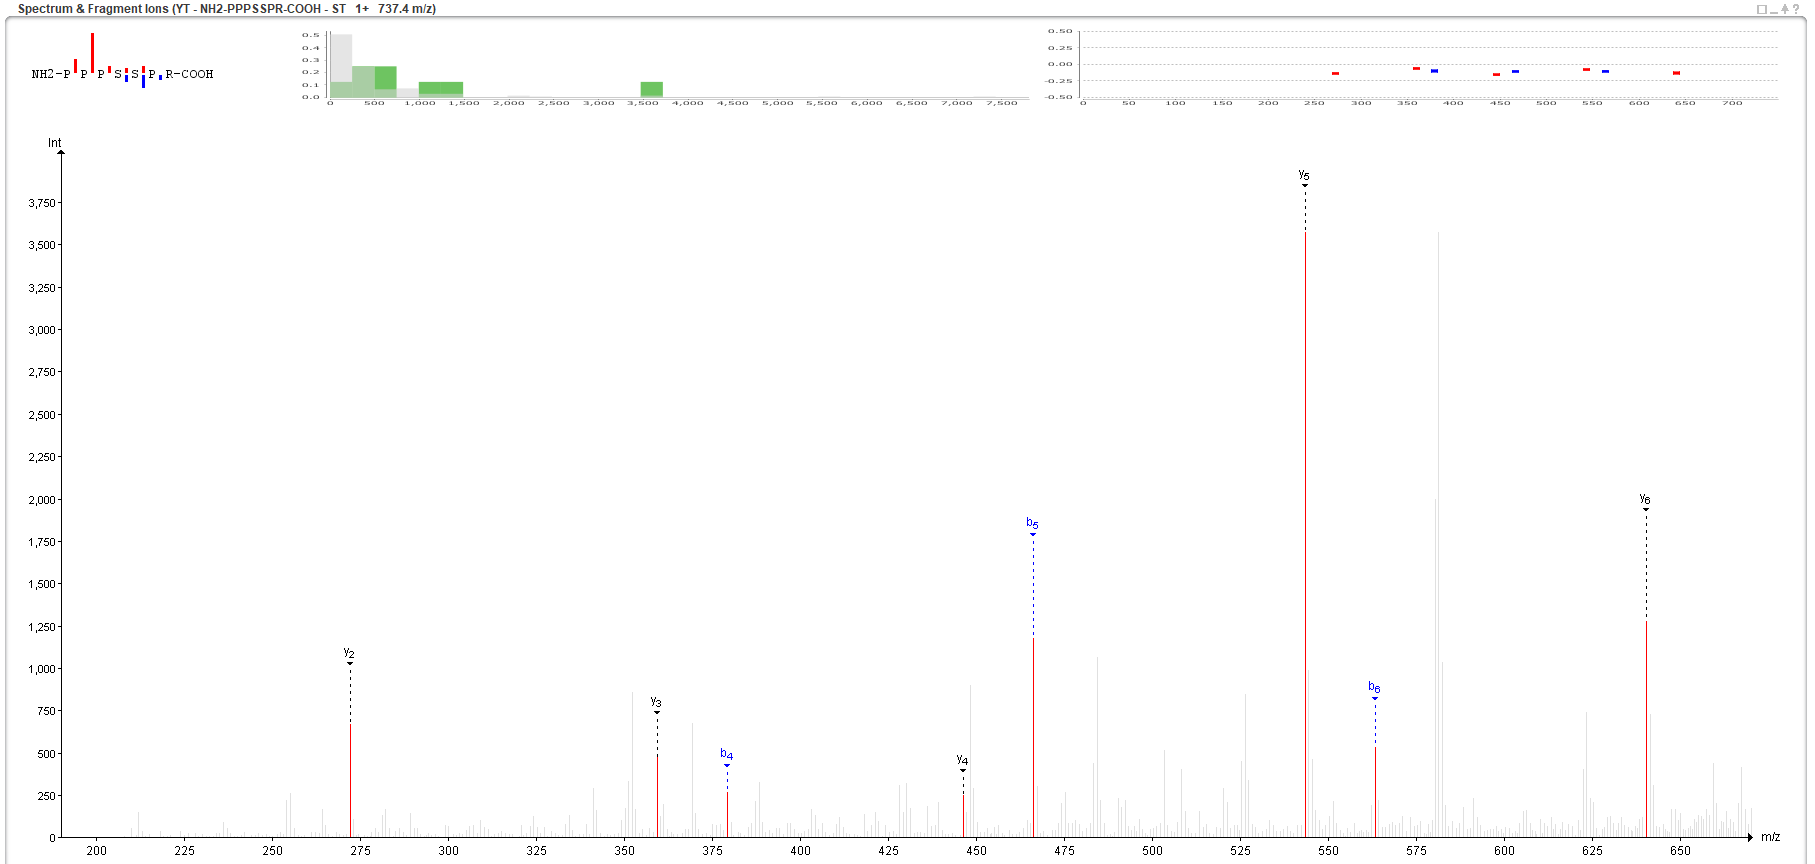

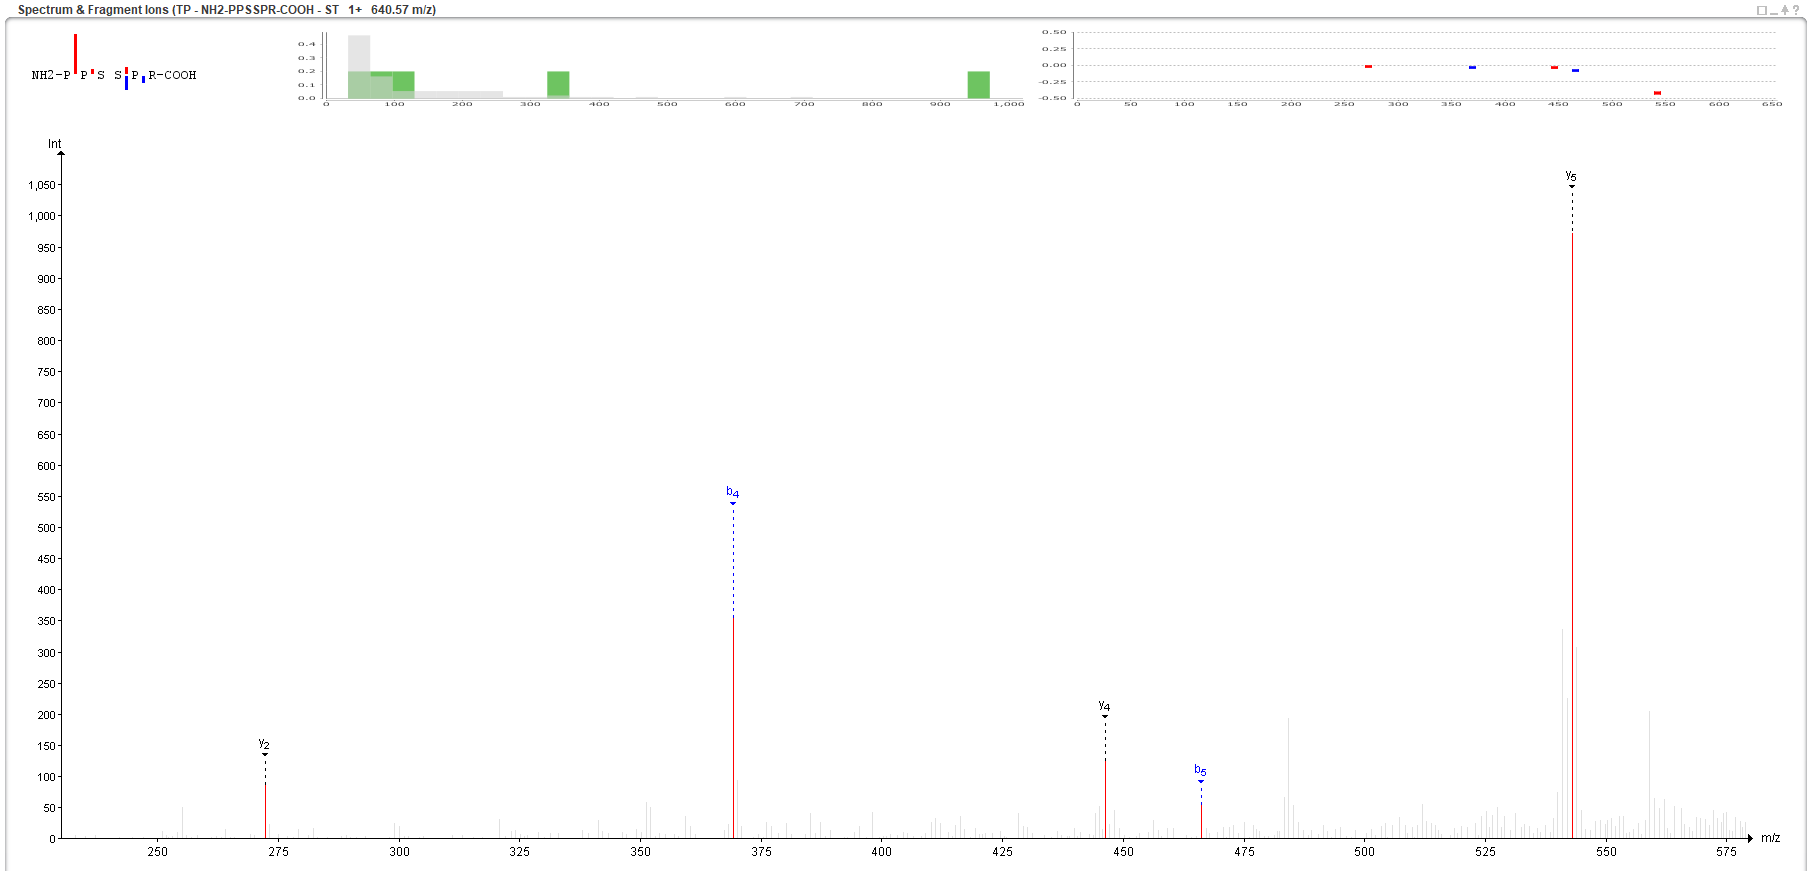

**Supplement:** Supplementary file 15 — Supplementary Data 12

# Supplementary material for: ERFVII action and modulation through oxygen-sensing in Arabidopsis thaliana
**Source:** Nat Commun. 2023 Aug 3;14:4665. doi: 10.1038/s41467-023-40366-y
**Supplement:** Supplementary file 19 — Reporting Summary

Last updated by author(s): Mar 3, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.                                                                                                                                                                                                                                                          |
| Data analysis   | Prism Graphpad (v.9), Microsoft Excel (v16), VGStudioMAX (version 2.2.0; Volume Graphics GmbH), DatosRec software (Waygate Technologies), skewer v0.2.2, Hisat2 v2.1.0, featureCounts v1.6.0, DESeq2 v1.24.0, GSEq v1.4.0, G:Profiler, MEME Suite 5.4.1 FIMO, Xcalibur, <a href="http://db.systemsbiology.net:8080/proteomicsToolkit/FragIonServlet.html">http://db.systemsbiology.net:8080/proteomicsToolkit/FragIonServlet.html</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data generated in this study have been deposited in the GEO database database under accession code GSE224694. The mass spectrometry proteomics data used in this study are available in the ProteomeXchange Consortium via the PRIDE 74 partner repository with the dataset identifier PXD039288. Source data

are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

We used at least three independent biological samples size following standard practice in the field.

Data exclusions

no data were excluded from the analyses

Replication

Data were collected from at least three independent replications for each experiment, and replication was successful and showed comparable trends. All experiments were also replicated at least twice with similar observations.

Randomization

For phenotyping and gene expression analyses of different genetic materials samples were assayed and processed randomly

Blinding

Investigators were not blinded because this was not deemed necessary for our study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

n/a Involved in the study

☐ ☒ Antibodies

☒ ☐ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☒ ☐ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

n/a Involved in the study

☒ ☐ ChIP-seq

☒ ☐ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Antibodies

Antibodies used

For Westerns: Primary antibodies used were anti-HA (Sigma, H3663-200UL; 1:1000 dilution), anti-FLAG Sigma, F1804-200UG, 1:2000 dilution) and secondary antibody Goat anti-Mouse IgG1, HRP from Thermo Fisher Scientific, PA1 74421, (1:10000 dilution). For immunodetection: Anti-HA primary antibody (Roche, Lewes, UK) and Alexa-Fluor-488-coupled anti rat secondary antibody (1:200 dilution) (Molecular Probes, Carlsbad, CA) were used for detection.

# Supplementary material for: ERFVII action and modulation through oxygen-sensing in Arabidopsis thaliana
**Source:** Nat Commun. 2023 Aug 3;14:4665. doi: 10.1038/s41467-023-40366-y

Uncropped Western blot images:

Red boxes indicate regions shown in figures

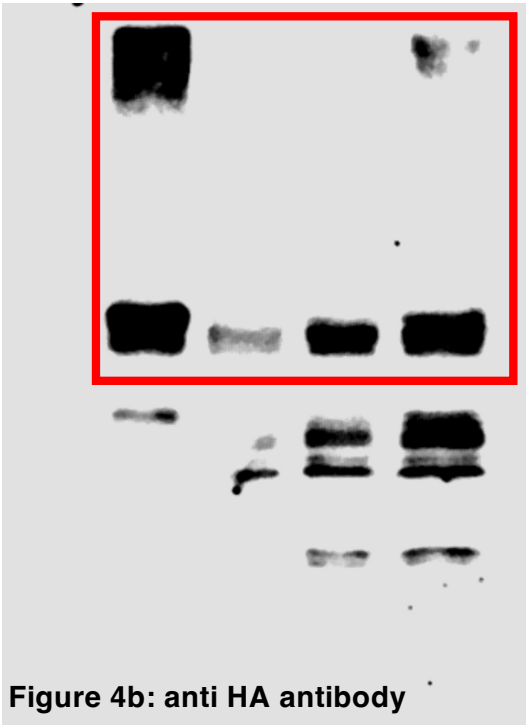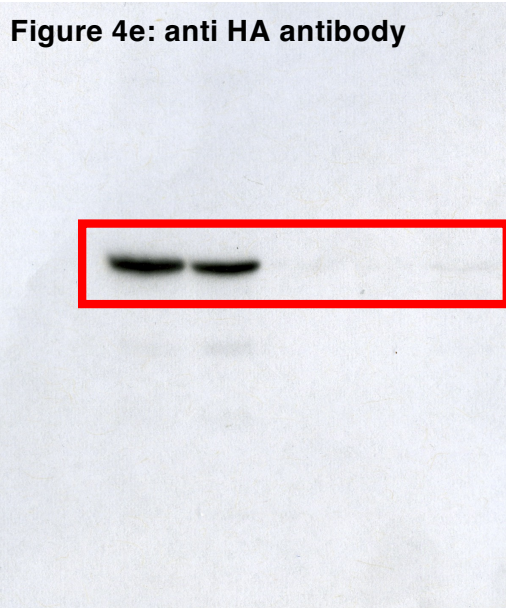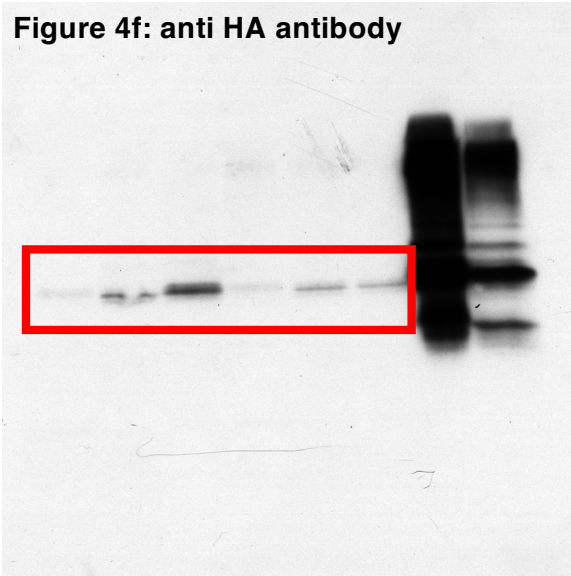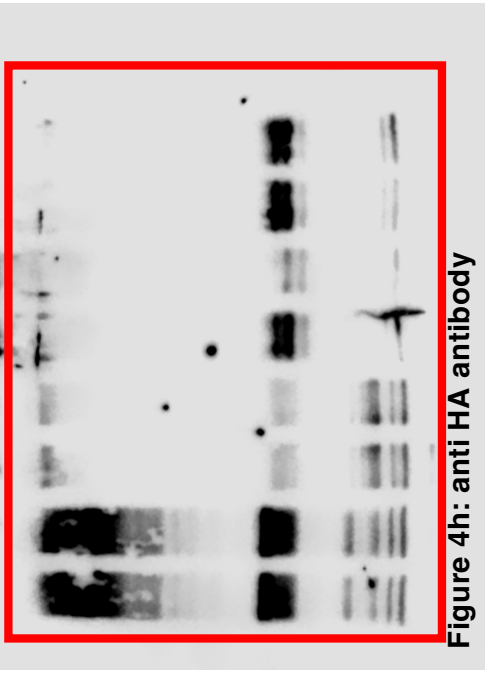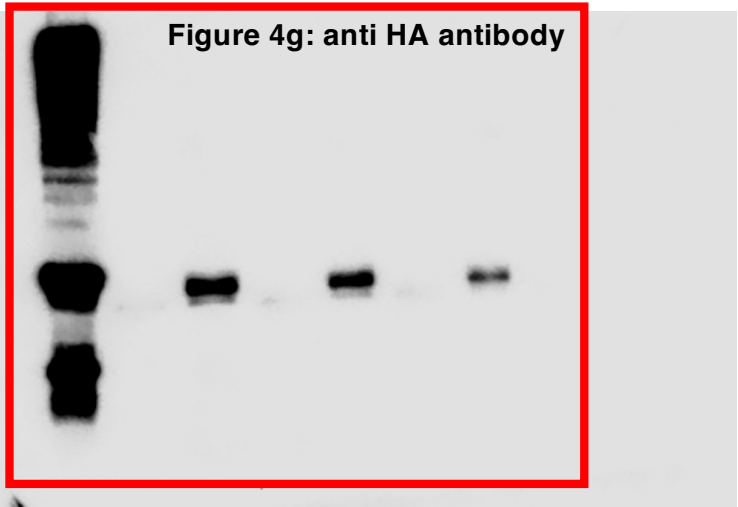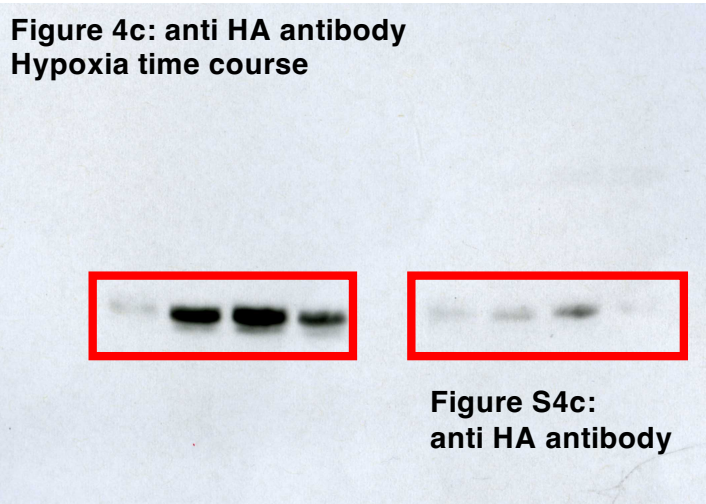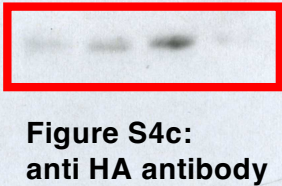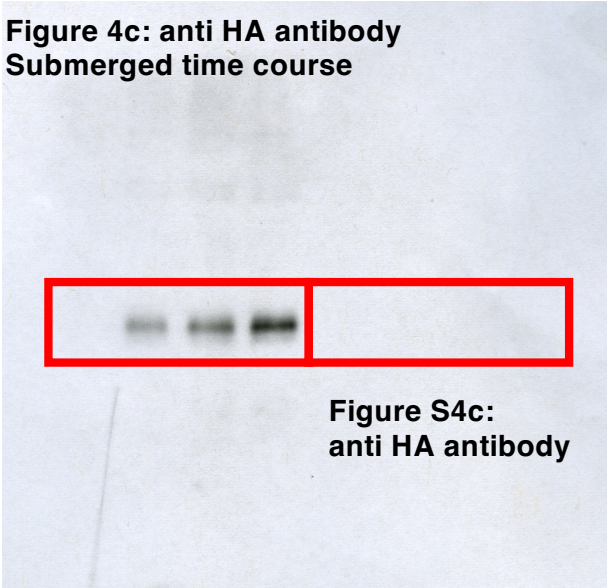

Figure S4c:  
anti HA antibody

Uncropped Western blot images:

Red boxes indicate regions shown in figures

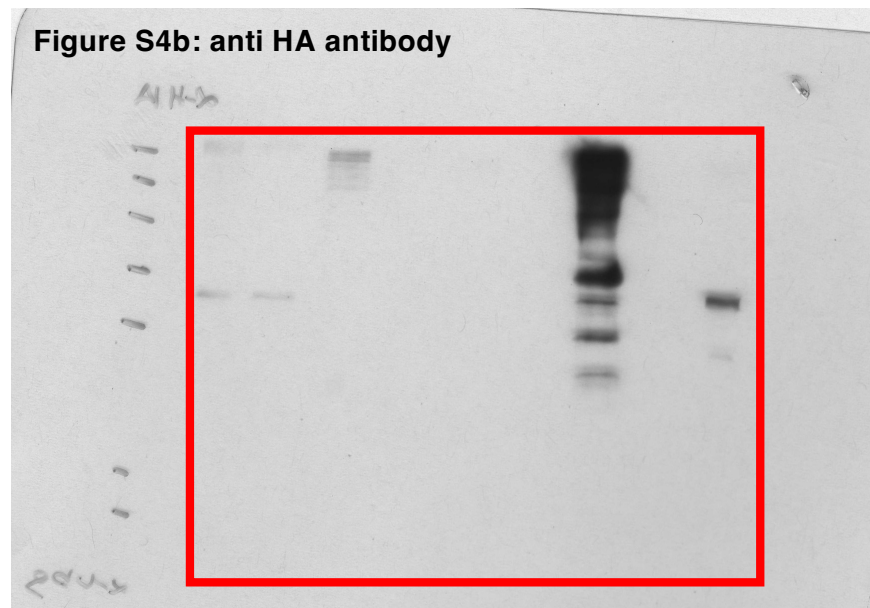

Figure S4c: anti Ubiquitin antibody

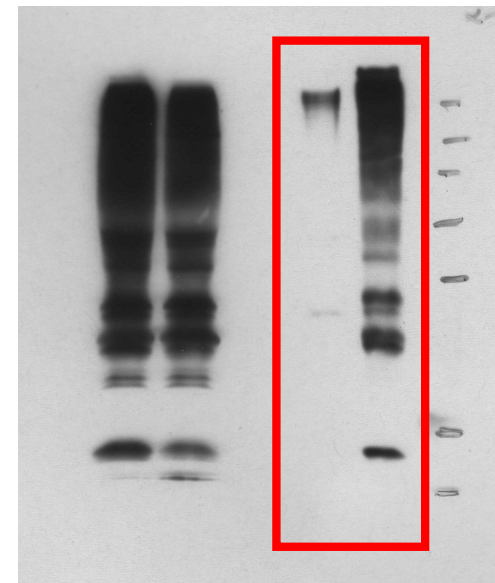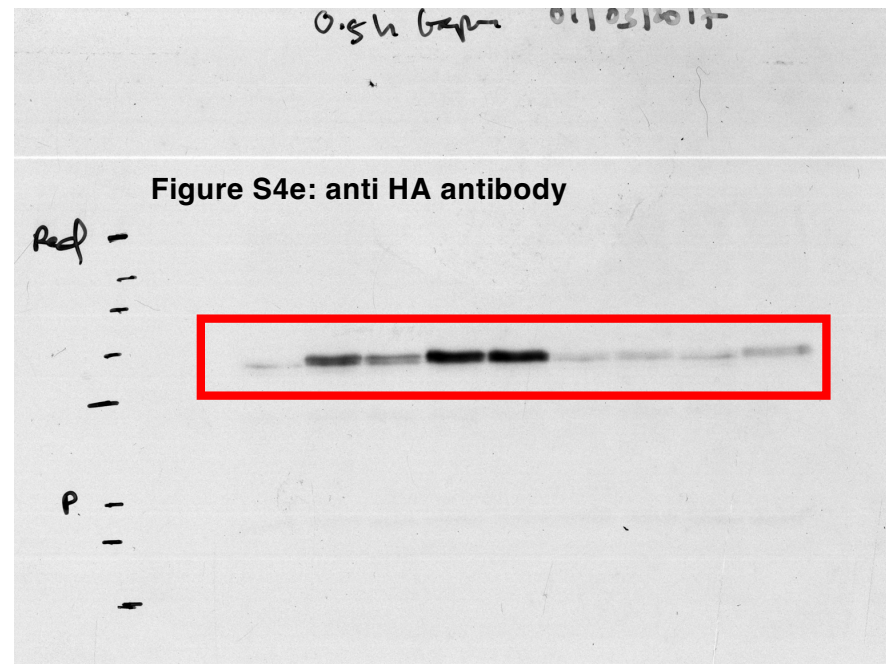

**Supplement:** Supplementary file 20 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

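RNAseq of whole seedlings, 7 days old, was analysed for 3 genotypes (Col-0, prt6 and prt6 erfVII) with 4 replicate libraries each. The authors trimmed reads with skewer, mapped them to TAIR10 with Hisat2, kept uniquely and correctly mapped reads, and counted them per gene with featureCounts. The values the authors deposited are these raw counts, with no normalization, as whole numbers for 37885 genes in 12 columns, and no column was left without a sample. Gene names and coordinates came from the TAIR10.1 annotation, in which 37882 of the gene identifiers had a match, and 3 identifiers carry a suffix.

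Everything else was computed from the counts. Counts on genes per library ranged from 23156637 to 30582461, with a median of 25722009. A group whose libraries all have 3 counts or fewer for a gene was treated as at the limit of counting, and folds against it are given as lower bounds. Counting error is the smaller part of the error, since replicates differed by more than it. Each comparison (prt6 vs prt6 erfVII, Col-0 vs prt6 erfVII, prt6 vs Col-0) was fitted on its own 8 libraries in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr, and the robust quasi-likelihood test with Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. Positive log2 fold changes mean higher in the first genotype named. Sets of genes were tested with camera and fry of limma 3.58.1, with a preset correlation of 0.01 in camera. DESeq2 1.42.0 was used as an alternative, and Python 3.11.15 for the matching of sequences and the figures. The fits were tested on simulated counts with 200 genes changed by known folds: edgeR called 191 of them with 9 false calls among 20772 genes tested, and DESeq2 called 190 with 19 false calls among 20899.

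Principal components were computed from log2 CPM with a prior count of 2. For the shared libraries of 2 comparisons, 20 sets of unchanged groups were simulated, the shared libraries included. Means came from the shared genotype, and dispersions from a fit over all 12 libraries with the 3 genotypes. The 4 shared libraries of prt6 or of Col-0 were also divided 2 and 2 in the 6 possible ways, so that no library was in both comparisons, and the 455 genes with the smallest p in the first were followed in the second where tested. This division replaced a test chosen earlier, in which the share of genes going the same way at an unadjusted p under 0.05 was compared with the simulations, because changes of prt6 erfVII in any direction raise that share. Matches of the HRPE consensus were searched in the 1000 bp upstream of genes and in gene loci, and compared with a two-sided Fisher's exact test. Positions of genes near mutated loci were compared with 10000 rotations of gene positions, in a window of 2 Mb on each side. Lists of 14 energy starvation markers and 13 seed maturation markers were written down before they were tested.

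The genes named are every gene the study names for these data or the pathway, the core hypoxia genes, and for each comparison the 5 genes with the largest log2 fold change in each direction among genes with an adjusted p under 0.05, no overlap of libraries between genotypes and at least 10 counts in every library of the higher genotype. The tests of the comparisons, the rule for the named genes and the alternatives below were chosen before the data were examined. The marker lists, the tests of positions and the checks of labels were added later, as was a restriction of the test of HRE2 binding to the genes tested. The alternatives were DESeq2, RLE size factors, no filter on low counts, a mean of at least 10 counts, one fit over 12 libraries, a replicate block, an offset on GC content and gene length (loess span 0.5), both together, other thresholds, other denominators, other scales of the principal components, other searches for the consensus, and each library left out in turn. The proteomic and physiological data of the paper, and its binding data other than the HRE2 marks of Supplementary Data 6, were not analysed here. Supplementary Data 1 and 3 were held only in part and were used in no test.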

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

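The tests of the labels of the prt6 libraries, of shared Col-0 libraries and of GC content or gene length bias for the core hypoxia genes were chosen only after the result was seen, and the 2 marker lists were chosen after the genes most raised in prt6 erfVII were seen.

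In 3 of 104 groups of 4 values a library lay far from the others, where 5.2 are expected by chance. The total of Col-0 replicate 1 was 23156637 counts, against 25442082 to 25816881 in the other Col-0 libraries. For AT3G29970, Col-0 replicate 3 had 0.234 CPM and the other Col-0 libraries none, and prt6 replicate 4 had 2.82, against 4.81 to 4.98 in the other libraries labelled prt6. With so few such values, no explanation was tested for them.

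In a comparison that the paper does not report for the core hypoxia genes, 15 of them were lower in Col-0 than in prt6 erfVII. By its label, that genotype carries mutant alleles of PRT6 as well as of the ERFVII genes. Of these 15 genes, 9 were also higher in the libraries labelled prt6 than in Col-0. AT1G19530 reached 1.14 ± 0.464 CPM in Col-0, 11.6 ± 2.34 in the libraries labelled prt6 and 24.2 ± 5.93 in prt6 erfVII (SD, n = 4 each), and AT4G39675 reached 1.15 ± 0.357, 14.7 ± 3.12 and 9.75 ± 3.39. Neither GC content or gene length bias nor a difference in depth accounts for the set, since all 15 genes were still called with the offset on GC content and length, and all 15 with libraries thinned to the smallest total. A shift to an energy starvation state in prt6 erfVII is a candidate explanation: a list of starvation markers with no core gene in it was lower in Col-0 than in prt6 erfVII (limma's camera with the preset correlation, p = 2.21e-17). This was not separated from a direct effect of the ERFVII mutations. Effects of PRT6 that do not need ERFVIIs could also raise these genes over Col-0, and DNA that differs between the lines stays open.

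Of the 455 genes called between the libraries labelled prt6 and Col-0, 265 differed from Col-0 in the same direction in prt6 erfVII, a comparison that the paper does not report. Shared Col-0 libraries do not account for all of this: with the Col-0 libraries divided so that none was in both comparisons, a mean of 71.72% of the top genes between the libraries labelled prt6 and Col-0 differed from Col-0 in the same direction in prt6 erfVII (66.0% to 78.3% over 6 divisions), against 50.0% expected from the directions of all genes. These genes were no more often near PRT6 than after rotation of gene positions (8 genes, 7.46 by rotation, p = 0.46 in a permutation test that rotates positions), which argues against DNA linked to the prt6-1 allele as the cause of the whole set. One library moves the count: without prt6 replicate 4 it was 598, and without Col-0 replicate 2 it was 166. Effects of PRT6 that do not need ERFVIIs may contribute, and so could differences between the lines away from PRT6, which were not tested.

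PRT6 itself was at the Col-0 level in the libraries labelled prt6 and lower in prt6 erfVII, by a log2 fold change of 2.77 for Col-0 vs prt6 erfVII (standard error 0.08, adjusted p = 4.29e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A library swapped with Col-0 or prt6 erfVII is excluded, since 4 of 4 libraries labelled prt6 lay above every Col-0 library in PCO1 and PCO2 and above every prt6 erfVII library in RAP2.3. These genes do not show that the seedlings were prt6-1: seedlings of another line with stable ERFVIIs cannot be told apart, since the log2 fold change of PRT6 against Col-0 was 0.04 and a count per gene does not show the allele. DNA linked to PRT6 that differs between the 2 lines cannot be told apart from an effect on PRT6 itself: 36 of 1112 genes over 2-fold different between them lay near PRT6, against 31.61 by rotation (p = 0.27 in the same permutation test), and a single gene needs no neighbours to change. K2A11.7 (AT5G05200), on the same arm of chromosome 5 from 1544007 to 1547207, fell from 139 ± 5.71 CPM in Col-0 to 14.7 ± 1.53 in the libraries labelled prt6 and was at 160 ± 0.981 in prt6 erfVII (SD, n = 4 each). It overlaps AT5G05190 on the opposite strand. MRD1 (AT1G53480) on chromosome 1 had the same pattern, with 32.3 ± 1.61, 1.74 ± 0.746 and 34.8 ± 2.76 CPM (SD, n = 4 each). Repression that needs ERFVIIs and DNA that differs between the lines could each give this pattern, and no test separated them.

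All 14 energy starvation markers were lower in Col-0 than in prt6 erfVII (median log2 fold change -1.82) and all 14 were lower in the libraries labelled prt6 than in prt6 erfVII (median -1.71), in data the paper does not discuss. The list was tested because transcripts induced in darkness, led by ASN1, were among the genes most raised in prt6 erfVII, and the larger camera p of the 2 comparisons was 2.21e-17 (with an estimated correlation 0.0110 for Col-0 vs prt6 erfVII and 0.0172 for prt6 vs prt6 erfVII, and fry p = 7.99e-08 and 4.27e-07 in the same order). The medians stayed between -1.87 and -1.79 for Col-0 vs prt6 erfVII and between -1.76 and -1.66 for prt6 vs prt6 erfVII over 16 alternatives each, with 14 genes called in each. Between the libraries labelled prt6 and Col-0, 2 were called higher and the median was 0.01 (limma's camera with the preset correlation, p = 0.151). A shift to an energy starvation state in prt6 erfVII is a candidate explanation. Ungerminated seeds among the prt6 erfVII seedlings were considered because PAP85 and M10 were also raised, and they stay open. Of 13 seed maturation markers only 4 passed the filter in each comparison, too few for the set test to decide (larger camera p of the 2 comparisons 0.877). The median of the markers tested ranged from -3.19 to 2.18 for prt6 vs prt6 erfVII and from -3.71 to 1.19 for Col-0 vs prt6 erfVII over 16 alternatives each, with up to 3 and 2 markers called lower. The lowest medians came from settings that tested more of the markers, and the highest came without prt6 erfVII replicate 1, where 1 marker was called higher in the libraries labelled prt6 than in prt6 erfVII and none in Col-0. Their summed CPM were 121.3 in prt6 erfVII replicate 1 but 2.18, 14.0 and 2.54 in the others, and up to 44.7 in Col-0.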

How the results depend on the processing

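In this part only the restriction to tested genes in the test of HRE2 binding was chosen after the result was seen, and it changed no call (odds ratio 1.81 against 2.98). Over 39 main results and 595 alternatives, 482 alternatives left the result in the same direction, on the same side of its threshold and within 1.5 times its count, and 113 did not. Unless a value below shows it, the cause was not tested.

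Thresholds moved the counts by construction. Requiring an absolute log2 fold change over 1 left 1113 genes in prt6 vs prt6 erfVII (595 higher, 518 lower), 1202 in Col-0 vs prt6 erfVII (624 and 578) and 81 in prt6 vs Col-0 (65 and 16). It left 822 genes called in both prt6 erfVII comparisons (99.5% in the same direction), 46 and 27 genes of prt6 vs Col-0 that were back or still different in prt6 erfVII, 4 core genes lower in prt6 vs prt6 erfVII, and 3 higher and 9 lower in Col-0 vs prt6 erfVII. An adjusted p under 0.5 gave 14192 genes (7068 and 7124), 14949 (7666 and 7283) and 3698 (1801 and 1897), with 18 core genes higher and 24 lower in Col-0 than in prt6 erfVII. An adjusted p under 0.01 gave 1941 genes higher in prt6 vs prt6 erfVII, 221 in prt6 vs Col-0 (115 and 106), of which 83 were back and 126 still different, and 99.8% in the same direction in both prt6 erfVII comparisons. An unadjusted p under 0.05 gave 2620 genes in prt6 vs Col-0 (1269 and 1351). Over genes tested, the shares were 31.3%, 37.2% and 2.18%.

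The count for prt6 vs Col-0 moved most with the fit. It was 767 with the GC and length offset (440 lower), and with DESeq2 364 genes were lower. Leaving out 1 library gave from 281 (without Col-0 replicate 2) to 1231 (without prt6 replicate 4) genes, from 140 to 576 higher and from 141 to 655 lower, from 117 to 488 back and from 166 to 598 still different in prt6 erfVII. For the genes called in both prt6 erfVII comparisons, the same-direction share was from 99.6% to 99.7% and the correlation from 0.86 to 0.90 over the libraries left out. The share was 99.6% with no filter, and the correlation was 0.75 with DESeq2, 0.75 with no filter and 0.86 with one fit over 12 libraries.

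Replicate numbers did not pair the libraries of prt6 with those of Col-0 or prt6 erfVII. Deviations of same-numbered libraries correlated between -0.06 and 0.04 for Col-0 and prt6, and between -0.08 and -0.02 for prt6 and prt6 erfVII. For Col-0 and prt6 erfVII a pairing stays open. There, same-numbered libraries correlated between -0.04 and 0.16 (mean 0.075), and libraries of different number between -0.16 and 0.12 (mean -0.025). With a replicate block the calls were 5721, 8406 and 540, and the same-direction share was 99.5%. With the replicate block and the GC and length offset, 833 genes were called in prt6 vs Col-0 (370 and 463), and the calls in prt6 vs prt6 erfVII were 8.77 times as many.

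For the core hypoxia genes in Col-0 vs prt6 erfVII, the p of limma's fry was 9.06e-06, where camera did not pass 0.05 with either correlation; fry tests the set alone and camera tests it against the other genes. The odds ratio of an HRPE among higher genes went below 1 in the promoter only (0.777) and with up to 1 mismatch (0.995).

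Principal components depended on the scale. Component 1, component 2 and their sum were 57.9%, 13.7% and 71.5% with the 500 most variable genes, 60.8%, 27.5% and 88.2% with normalized counts without a log, 55.8%, 10.1% and 65.9% with variance-stabilized counts, and 34.9%, 14.0% and 48.9% with each gene scaled to unit variance. Over the libraries left out they were from 43.7% to 49.6%, from 9.96% to 12.9% and from 56.3% to 59.9%. The distance of Col-0 to prt6 over that of prt6 to prt6 erfVII was 0.531, 1.03, 0.476 and 0.585 on these scales and from 0.501 to 0.559 over the libraries left out, and the distance of Col-0 to prt6 erfVII over the same was 0.942, 1.40, 1.01 and 1.02, and from 0.963 to 1.02.

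For single genes, 81 results had 1617 alternatives, of which 1547 changed no call or direction, 10 were weaker, 19 stronger and 41 reversed. No reversed result was called with the settings reported, and the largest absolute log2 fold change among reversed alternatives was 0.13. With the GC and length offset, AT4G23860 in Col-0 vs prt6 erfVII was at -0.0013 and BIG in prt6 vs Col-0 at -0.063. With the replicate block, BIG was at -0.034, and with the replicate block and the offset AT4G23860 was at -0.0016, PRT6 in prt6 vs Col-0 at -0.00048 and BIG at -0.067. Over the libraries left out, the log2 fold changes in prt6 vs prt6 erfVII were from -0.10 to 0.013 for VRN2, from -0.018 to 0.16 for ATE2 and from -0.21 to 0.13 for BIG. In Col-0 vs prt6 erfVII they were from -0.21 to 0.080 for LBD41, from -0.075 to 0.026 for VRN2, from -0.0031 to 0.14 for ATE2, from -0.16 to 0.015 for BIG and from -0.0089 to 0.058 for AT4G23860. In prt6 vs Col-0 they were from -0.056 to 0.18 for PRT6, from -0.017 to 0.067 for RAP2.12, from -0.26 to 0.064 for ZPR2, from -0.056 to 0.037 for VRN2, from -0.066 to 0.037 for ATE1, from -0.060 to 0.094 for ATE2 and from -0.10 to 0.25 for BIG.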

Differences from the paper's values

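The paper gives the share of the genome differentially expressed between prt6 and Col-0 as 2.5%, and here it was 1.20% of all genes in the table. Of the alternatives set before the data were examined, the share over genes tested (2.18%), DESeq2 (1.79%), the GC and length offset (2.02%), the replicate block with that offset (2.20%) and leaving out prt6 replicate 4 (3.25%) came within 1.5 times the paper's value. The genes with at least 1 count as denominator, RLE size factors, no filter, a mean of at least 10 counts, one fit over 12 libraries, the replicate block alone, the other thresholds and leaving out any other library did not. DESeq2's calls over genes with at least 1 count, a combination of 2 of these choices, gave 2.45%.

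The paper gives the variance of components 1 and 2 as 88.28%, and here it was 58.5%. Of the alternatives set before the data were examined, normalized counts without a log (88.2%), the 500 most variable genes (71.5%) and variance-stabilized counts (65.9%) came within 1.5 times the paper's value, as did leaving out any Col-0 library, any library labelled prt6 or prt6 erfVII replicate 1. Scaling each gene to unit variance (48.9%) and leaving out prt6 erfVII replicate 2, 3 or 4 did not. Component 1 carries about 73% in Supplementary Fig. 3a, read by eye, and here it carried 47.9%. The 500 most variable genes (57.9%), normalized counts without a log (60.8%), variance-stabilized counts (55.8%) and leaving out Col-0 replicate 1, Col-0 replicate 3, prt6 replicate 2 or prt6 replicate 3 came within 1.5 times that value, and scaling each gene (34.9%) or leaving out any other library did not.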

Other observations

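The tests of DNA linked to the prt6-1 allele and to the ERFVII alleles, and of shared prt6 libraries, were chosen only after the result was seen.

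In no other split of the 8 libraries of a comparison were as many genes called as between its genotypes. For the genes called in each of the 3 comparisons, the core hypoxia genes called in each, the genes over 2-fold higher and lower in the libraries labelled prt6 than in prt6 erfVII, and the called genes with an HRPE in each direction, 1 of 35 splits of the 8 libraries gave as large a count, which is the real one. The other splits called at most 0, 1 and 1 genes in prt6 vs prt6 erfVII, Col-0 vs prt6 erfVII and prt6 vs Col-0. Counts of core hypoxia genes, of genes over 2-fold different and of genes with an HRPE are thus 0 or 1 at most there by construction, and say no more than the count of all calls. The counts of genes with an exact match of the HRPE consensus were within chance by Fisher's exact test. For the genes called in both prt6 erfVII comparisons and for the prt6 vs Col-0 calls also called against prt6 erfVII, 1 of 60 splits of the 12 libraries gave as large a count, and the most in another split was 0 and 34. Of these splits, 1 called 1620 genes in its first comparison, which set 3 prt6 erfVII libraries and 1 labelled prt6 against 3 Col-0 libraries and 1 labelled prt6, and 1 that kept the 4 libraries labelled prt6 together called 58 and 47 in 2 of its comparisons. With few calls in most splits, an overlap of 0 there is nearly fixed in advance.

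The larger number of calls against prt6 erfVII was weighed against technical explanations, with a ratio under 5 set as what each would give. The ratio of calls in prt6 vs prt6 erfVII to those in prt6 vs Col-0 was 14.13 with libraries thinned to the smallest total, 10.04 with the GC and length offset, and 14.81 without the 14 most abundant genes, which argues against a difference in depth, GC content or gene length bias and a few abundant genes. Leaving out one library gave from 5.59 (without prt6 replicate 4) to 23.2 (without Col-0 replicate 2). A ratio over 5 thus does not come from one deviating library. A ratio over 10 does depend on prt6 replicate 4 and on the settings, since DESeq2 gave 9.85. An effect of the ERFVII mutations on many genes is a hypothesis that these tests leave open.

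Shared libraries raise the agreement of comparisons. Shared prt6 erfVII libraries alone gave a mean correlation of 0.4947 in simulated unchanged groups, below the observed one by more than its spread. Of the genes called between the libraries labelled prt6 and Col-0, 57.8% went the same way against prt6 erfVII, and whether shared prt6 libraries account for this stays open. With the prt6 libraries divided so that none was in both comparisons, a mean of 51.65% of the top genes went the same way (45.8% to 57.5% over 6 divisions, of which 3 were above the 50.1% expected from the directions of all genes).

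Genes near the mutated loci were not over-represented. Of 81 genes over 2-fold different between the libraries labelled prt6 and Col-0, 4 lay within 2 Mb of PRT6, against 2.297 by rotation (p = 0.25 in a permutation test that rotates positions). Of 816 genes over 2-fold different between prt6 erfVII and both others, 112 lay within 2 Mb of an ERFVII gene, against 130.3 by rotation (p = 0.94 in the same permutation test). Of the 10 core hypoxia genes higher in Col-0 than in prt6 erfVII, 2 lay within 2 Mb of an ERFVII gene, so DNA linked to the 5 ERFVII mutant alleles does not account for most of them. Single linked genes are not excluded by these counts.

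Calls between the libraries labelled prt6 and Col-0 rose from 455 to 1231 without prt6 replicate 4, with 446 genes shared. With libraries thinned to the smallest total they rose from 452 to 1206, or 2.668 times, which argues against a difference in depth. With the GC and length offset they rose from 767 to 947, or 1.235 times, so GC content or gene length bias in that library is a candidate explanation for part of the rise.

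Of other genes of the N-degron pathway named in the paper, ATE1 was lower in the libraries labelled prt6 than in prt6 erfVII by a log2 fold change of -0.28 (standard error 0.07, adjusted p = 0.00766 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in Col-0 than in prt6 erfVII by -0.25 (standard error 0.08, adjusted p = 0.0128 from the same test, 0.0633 without Col-0 replicate 4). VRN2, ZPR2, ATE2, BIG and AT4G23860 were not called in any of the 3 comparisons. BIG was called higher in the libraries labelled prt6 than in Col-0 without prt6 replicate 4 (log2 fold change 0.25, adjusted p = 0.0147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which had 50.3 CPM where the other 3 had 107.6 to 123. ZPR2 had 6 to 24 counts per library, too few to exclude a change. AT2G01422, which had at most 4 counts in a Col-0 library, reached 2.17 ± 1.45 CPM in the libraries labelled prt6 and 8.06 ± 1.76 in prt6 erfVII (SD, n = 4 each).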
